# Set4 regulates stress response genes and coordinates histone deacetylases within yeast subtelomeres

**DOI:** 10.26508/lsa.202101126

**Published:** 2021-10-08

**Authors:** Yogita Jethmalani, Khoa Tran, Maraki Y Negesse, Winny Sun, Mark Ramos, Deepika Jaiswal, Meagan Jezek, Shandon Amos, Eric Joshua Garcia, DoHwan Park, Erin M Green

## Abstract

The yeast chromatin protein Set4 is a member of the Set3-subfamily of SET domain proteins which play critical roles in the regulation of gene expression in diverse developmental and environmental contexts. We previously reported that Set4 promotes survival during oxidative stress and regulates expression of stress response genes via stress-dependent chromatin localization. In this study, global gene expression analysis and investigation of histone modification status identified a role for Set4 in maintaining gene repressive mechanisms within yeast subtelomeres under both normal and stress conditions. We show that Set4 works in a partially overlapping pathway to the SIR complex and the histone deacetylase Rpd3 to maintain proper levels of histone acetylation and expression of stress response genes encoded in subtelomeres. This role for Set4 is particularly critical for cells under hypoxic conditions, where the loss of Set4 decreases cell fitness and cell wall integrity. These findings uncover a new regulator of subtelomeric chromatin that is key to stress defense pathways and demonstrate a function for Set4 in regulating repressive, heterochromatin-like environments.

## Abstract (precis)

The yeast chromatin protein Set4 regulates expression of stress response genes within subtelomeric regions under normal and stress conditions and modulates histone deacetylase activity at chromatin.

## Introduction

The regulation of gene expression in response to changing environmental signals is dependent on a diverse set of chromatin-binding proteins, including transcription factors, histone-modifying enzymes, and chromatin remodeling complexes. Proteins containing a Su(var)3-9, enhancer-of-zeste, trithorax (SET) domain are well-established regulators of gene expression primarily through catalyzing methylation of lysine residues within histones (Jaiswal et al, 2017; Husmann & Gozani, 2019), although SET domain proteins also methylate non-histone substrates (Carlson et al, 2014; Jethmalani & Green, 2020). A subfamily of SET domain proteins, often referred to as the Set3 subfamily, is characterized by divergent SET domains which appear to lack methyltransferase activity because of amino acid substitutions at key substrate binding interfaces (Dillon et al, 2005; Mas-Y-Mas et al, 2016). This subfamily includes the *Saccharomyces cerevisiae* paralogs Set3 and Set4, SET-9 and SET-26 from *Caenorhabditis elegans*, UpSET from *Drosophila melanogaster*, and the mammalian proteins MLL5 and SETD5 (Tran & Green, 2019b). Instead of directly catalyzing lysine methylation at chromatin, the Set3 subfamily of proteins are thought to regulate gene expression by binding to and regulating histone deacetylases (HDACs) at chromatin (Pijnappel et al, 2001; Kim & Buratowski, 2009).

Our previous work identified a role for the yeast protein Set4, a paralog to Set3, in protecting cells during oxidative stress, primarily through gene expression regulation of stress response genes (Tran et al, 2018). Set4 is lowly expressed in yeast cells under standard laboratory growth conditions, although deletion of *SET4* increases sensitivity to acute oxidative stress and alters gene expression patterns (Kemmeren et al, 2014; Tran et al, 2018; Tran & Green, 2019a, 2019b), indicating a biological function for Set4 even at low abundance. Expression of *SET4* appears to be stress-regulated, as the transcript and protein levels increase in low oxygen, including hypoxic or anaerobic conditions (Lai et al, 2006; Serratore et al, 2018). Other work has also implicated Set4 in the regulation of gene expression during hypoxia (Serratore et al, 2018), where it was shown to repress ergosterol biosynthetic genes together with the transcriptional repressor Hap1 through the inhibition of the sterol-responsive activator Upc2 (Serratore et al, 2018).

The subtelomeric regions of *S. cerevisiae* and other fungi, such as *Candida glabrata*, harbor many stress-response genes, particularly those that control adhesion, filamentation, and adaptation to anaerobic environments (Brown et al, 2010; De Las Peñas et al, 2015). Gene expression within subtelomeres is generally very low (Ellahi et al, 2015) because of regional silencing mechanisms, such as by the silent information regulator (SIR) histone deacetylase complex, and other transcriptional repressors (Jezek & Green, 2019). In other systems, Set3- and Set4-related proteins have been shown to maintain heterochromatic or repressive chromatin environments, including the fission yeast ortholog Set3 (Yu et al, 2016), the fly ortholog UpSET which interacts with the Rpd3/Sin3 deacetylase complex (Rincon-Arano et al, 2012; McElroy et al, 2017) and the *C. elegans* orthologs SET-9 and SET-26 which restrict spreading of H3K4me3-demarcated regions to regulate expression of germline-specific genes (Wang et al, 2018). Whereas Set3 in budding yeast is critical for gene repression in multiple contexts, it is not known to have a direct role in maintaining silent chromatin states such as at subtelomeres, the mating type locus, or ribosomal DNA locus (Pijnappel et al, 2001; Kim & Buratowski, 2009; Harvey et al, 2020). Given the structural similarities between yeast Set3 and Set4 and orthologous proteins (Tran & Green, 2019b), we hypothesized that Set4 may function in regulating silent chromatin regions in yeast, especially because genes required for multiple stress response pathways are found within silent regions such as subtelomeres (Jezek & Green, 2019). Here, we demonstrate that Set4 calibrates gene expression within yeast subtelomeres under both normal and stress conditions and contributes to cell fitness and cell wall integrity in hypoxic conditions. In hypoxia, Set4 promotes subtelomeric chromatin binding of the HDACs Sir2 and Rpd3, which have previously been implicated in the regulation of stress response and subtelomeric genes (Ai et al, 2002; Sertil et al, 2007; Alejandro-Osorio et al, 2009; Zhou et al, 2009; Ruiz-Roig et al, 2010; Radman-Livaja et al, 2011; Ellahi et al, 2015). This supports proper levels of histone acetylation and fine-tunes gene expression within the subtelomere. These data uncover a key function of Set4 in controlling subtelomeric chromatin to coordinate gene expression in response to stress. Furthermore, our results indicate that although this regulatory role of Set4 is performed under non-stress conditions, it becomes critical for cells in response to certain environmental signals, including oxidative stress and limiting oxygen.

## Results

### Subtelomeric gene expression is disrupted in *set4*Δ mutants

To better define the contribution of Set4 to gene expression and any potential roles in silent chromatin regulation, we performed an RNA-sequencing experiment of wild-type and *set4*Δ cells in unstressed conditions (mid-log-phase growth, rich medium). 

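RNA of wild-type cells held 201 ± 30.4 normalized counts of SET4 (SD, n = 3 libraries) and RNA of set4Δ cells 1.26 ± 2.18 (SD, n = 3). The fitted log2 fold change of SET4, which lies on chromosome X of the R64 assembly from 225055 to 226737, was -6.89 (standard error 0.50, adjusted p = 6.1e-06 from limma). It was -7.61 with a pseudocount of 0.5 and -5.08 with a pseudocount of 5, so that its size rests on the pseudocount. The genes beside the deletion did not pass the test in air, with log2 fold changes of -0.01 for IME2, -0.01 for PAM16 and 0.01 for YJL107C. Ribosomal RNA was removed before stranded libraries were made from 3 wild-type and 3 set4Δ cultures grown in rich medium. The authors trimmed the reads with Trimmomatic 0.36, aligned them with STAR 2.5.2b and counted them per gene with featureCounts of Subread 1.5.2. DESeq2 then divided the counts of each library by a size factor, separately for each comparison, and the deposited values are these normalized counts. They summed to 23151146, 22842766 and 21954786 in the wild-type libraries and to 22337950, 23253636 and 22361429 in the set4Δ libraries, and the 10 most abundant genes held 23.9% to 25.9% of them. The number of reads per library is not given in the sources used here. In the table of this comparison, 1 wild-type column held 5825 values beside 5822 genes and was not aligned with the gene names. Of its values, 99.97% are those of the same library in the table of the wild-type hypoxia response multiplied by 1.04, and the values of that library were therefore taken from there. The 5814 genes with a value in all 6 libraries and a mean of at least 10 in either group were tested with limma on log2 values after adding 1, with a trend in the variance and Benjamini-Hochberg adjustment. On simulated data with 1 spread for all genes, the median of the more abundant genes, this test called 94% of the genes changed 1.5-fold. Of its calls there, 3.43% were false. Real genes differ in spread, and those that the authors called in air had a median standard error of 0.227, against 0.0664 for the others. The simulation does not give the share of such variable genes that the test would find. Its libraries were also independent, while a split of the real libraries that mixed the genotypes called 53 genes. With 3 libraries against 3, the smallest p of an exact permutation test on a single gene is 0.1. The libraries are numbered in what follows as in the tables of the hypoxia response.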

Significantly differentially expressed genes were identified based on log_2_ fold-change (log FC) in *set4*Δ cells relative to wild type using local false discovery rate (FDR) ≤ 0.05 (see the Materials and Methods section; Table S1). In this analysis, 196 genes were identified as significantly differentially expressed in *set4*Δ cells, with 75 genes up-regulated and 121 genes down-regulated in the absence of Set4 (Fig 1A and Table 1). 

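In unstressed cells without Set4, limma called 1 gene besides SET4 lower and 1 gene higher at an adjusted p of at most 0.05. Genes that fell short of this threshold may also have changed. The gene called higher was PAU24, a seripauperin gene that lies on chromosome II from 809057 to 809419, close to the right end. It had 127 ± 25.1 normalized counts in set4Δ cells and 59.3 ± 9.79 in wild-type cells (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.18, adjusted p = 0.042 from limma). YLR285C-A, an open reading frame on chromosome XII from 708168 to 708338, fell from 461 ± 111 to 167 ± 66.1 normalized counts (SD, n = 3 each; log2 fold change -1.50, standard error 0.22, adjusted p = 0.015 from limma). Of the genes that control silencing, SIR2, SIR3 and SIR4 had log2 fold changes of -0.05, -0.09 and -0.06, and the deacetylase gene RPD3 had -0.06, and none of them passed the test. Nor did UPC2, an activator of sterol genes, at 0.03, or TFC1 and SCR1, at 0.10 and -0.07. Of 5814 genes, 280 had an unadjusted p of at most 0.05 from limma, no more than chance alone would give at that threshold. A local false discovery rate computed on the fold changes alone, which does not use the spread between replicates, called 66 genes higher and 116 lower. Without set4Δ library 1, set4Δ library 3 or wild-type library 3, PAU24 no longer passed the test, at log2 fold changes of 1.10, 0.93 and 0.98, and YLR285C-A did not without set4Δ library 3 (-1.46) or wild-type library 1 (-1.33). PAU24 also lost its call with a minimum mean of 50 (1.08), with scaling to equal totals (1.08) and after quantile normalization (1.12), and YLR285C-A after quantile normalization (-1.49) and with the deposited p-values of the authors (-1.46), of which all but the minimum mean were chosen after the data were seen. The number of genes called was 6 without set4Δ library 2, 1 without set4Δ library 3 and 7 without wild-type library 2.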

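The cell wall genes were read as 2 lists, 1 of the DAN and TIR mannoproteins, which replace other wall proteins in anaerobic cells, and 1 of other genes of the wall. Of the 7 DAN and TIR genes, 1 was higher in set4Δ cells at an adjusted p of at most 0.05 from limma and none was lower, and 6 were higher when adjusted over the list alone. The 1 called gene is PAU24, which also carries the name DAN3. The median log2 fold change of the 7 genes was 0.44, and all 3 set4Δ libraries had a larger sum of their values (4588 ± 186, SD) than the 3 wild-type libraries (3749 ± 277, SD). Against all other genes, the list was higher at an adjusted p of 3.1e-13 from camera, which assumes a small fixed correlation between genes, and had an adjusted p = 0.20 with an estimated correlation. The estimate was 0.23, larger than the fixed correlation, so that the first p is too small. The second test has few residual degrees of freedom with 3 libraries against 3 and can seldom pass. Of 72 other cell wall genes, such as the glucan synthase gene FKS1, the chitin synthase genes and the mannoprotein genes CWP2 and CCW12, limma called 0 higher and 0 lower, also when adjusted over the list alone. Their median log2 fold change was -0.03, and 5 were higher and 3 lower at an unadjusted p of at most 0.05. The local false discovery rate called 5 of the 7 DAN and TIR genes higher, and 1 of the 72 others higher and 1 lower, and the deposited p-values of the authors, adjusted over the genes tested here, called 2 of the 7 higher and 0 of the 72.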

We performed gene ontology (GO) analysis to identify enriched categories of genes among those differentially expressed and identified no functional enrichment in genes down-regulated in *set4*Δ cells, although there is enrichment for genes involved in cell wall organization in those up-regulated in *set4*Δ cells (Table 1).

Table S1 (Excel file) Normalized gene hit counts and fold-change values derived from RNA-sequencing of wild-type and *set4*Δ cells under aerobic and hypoxic conditions.

**Figure 1.**
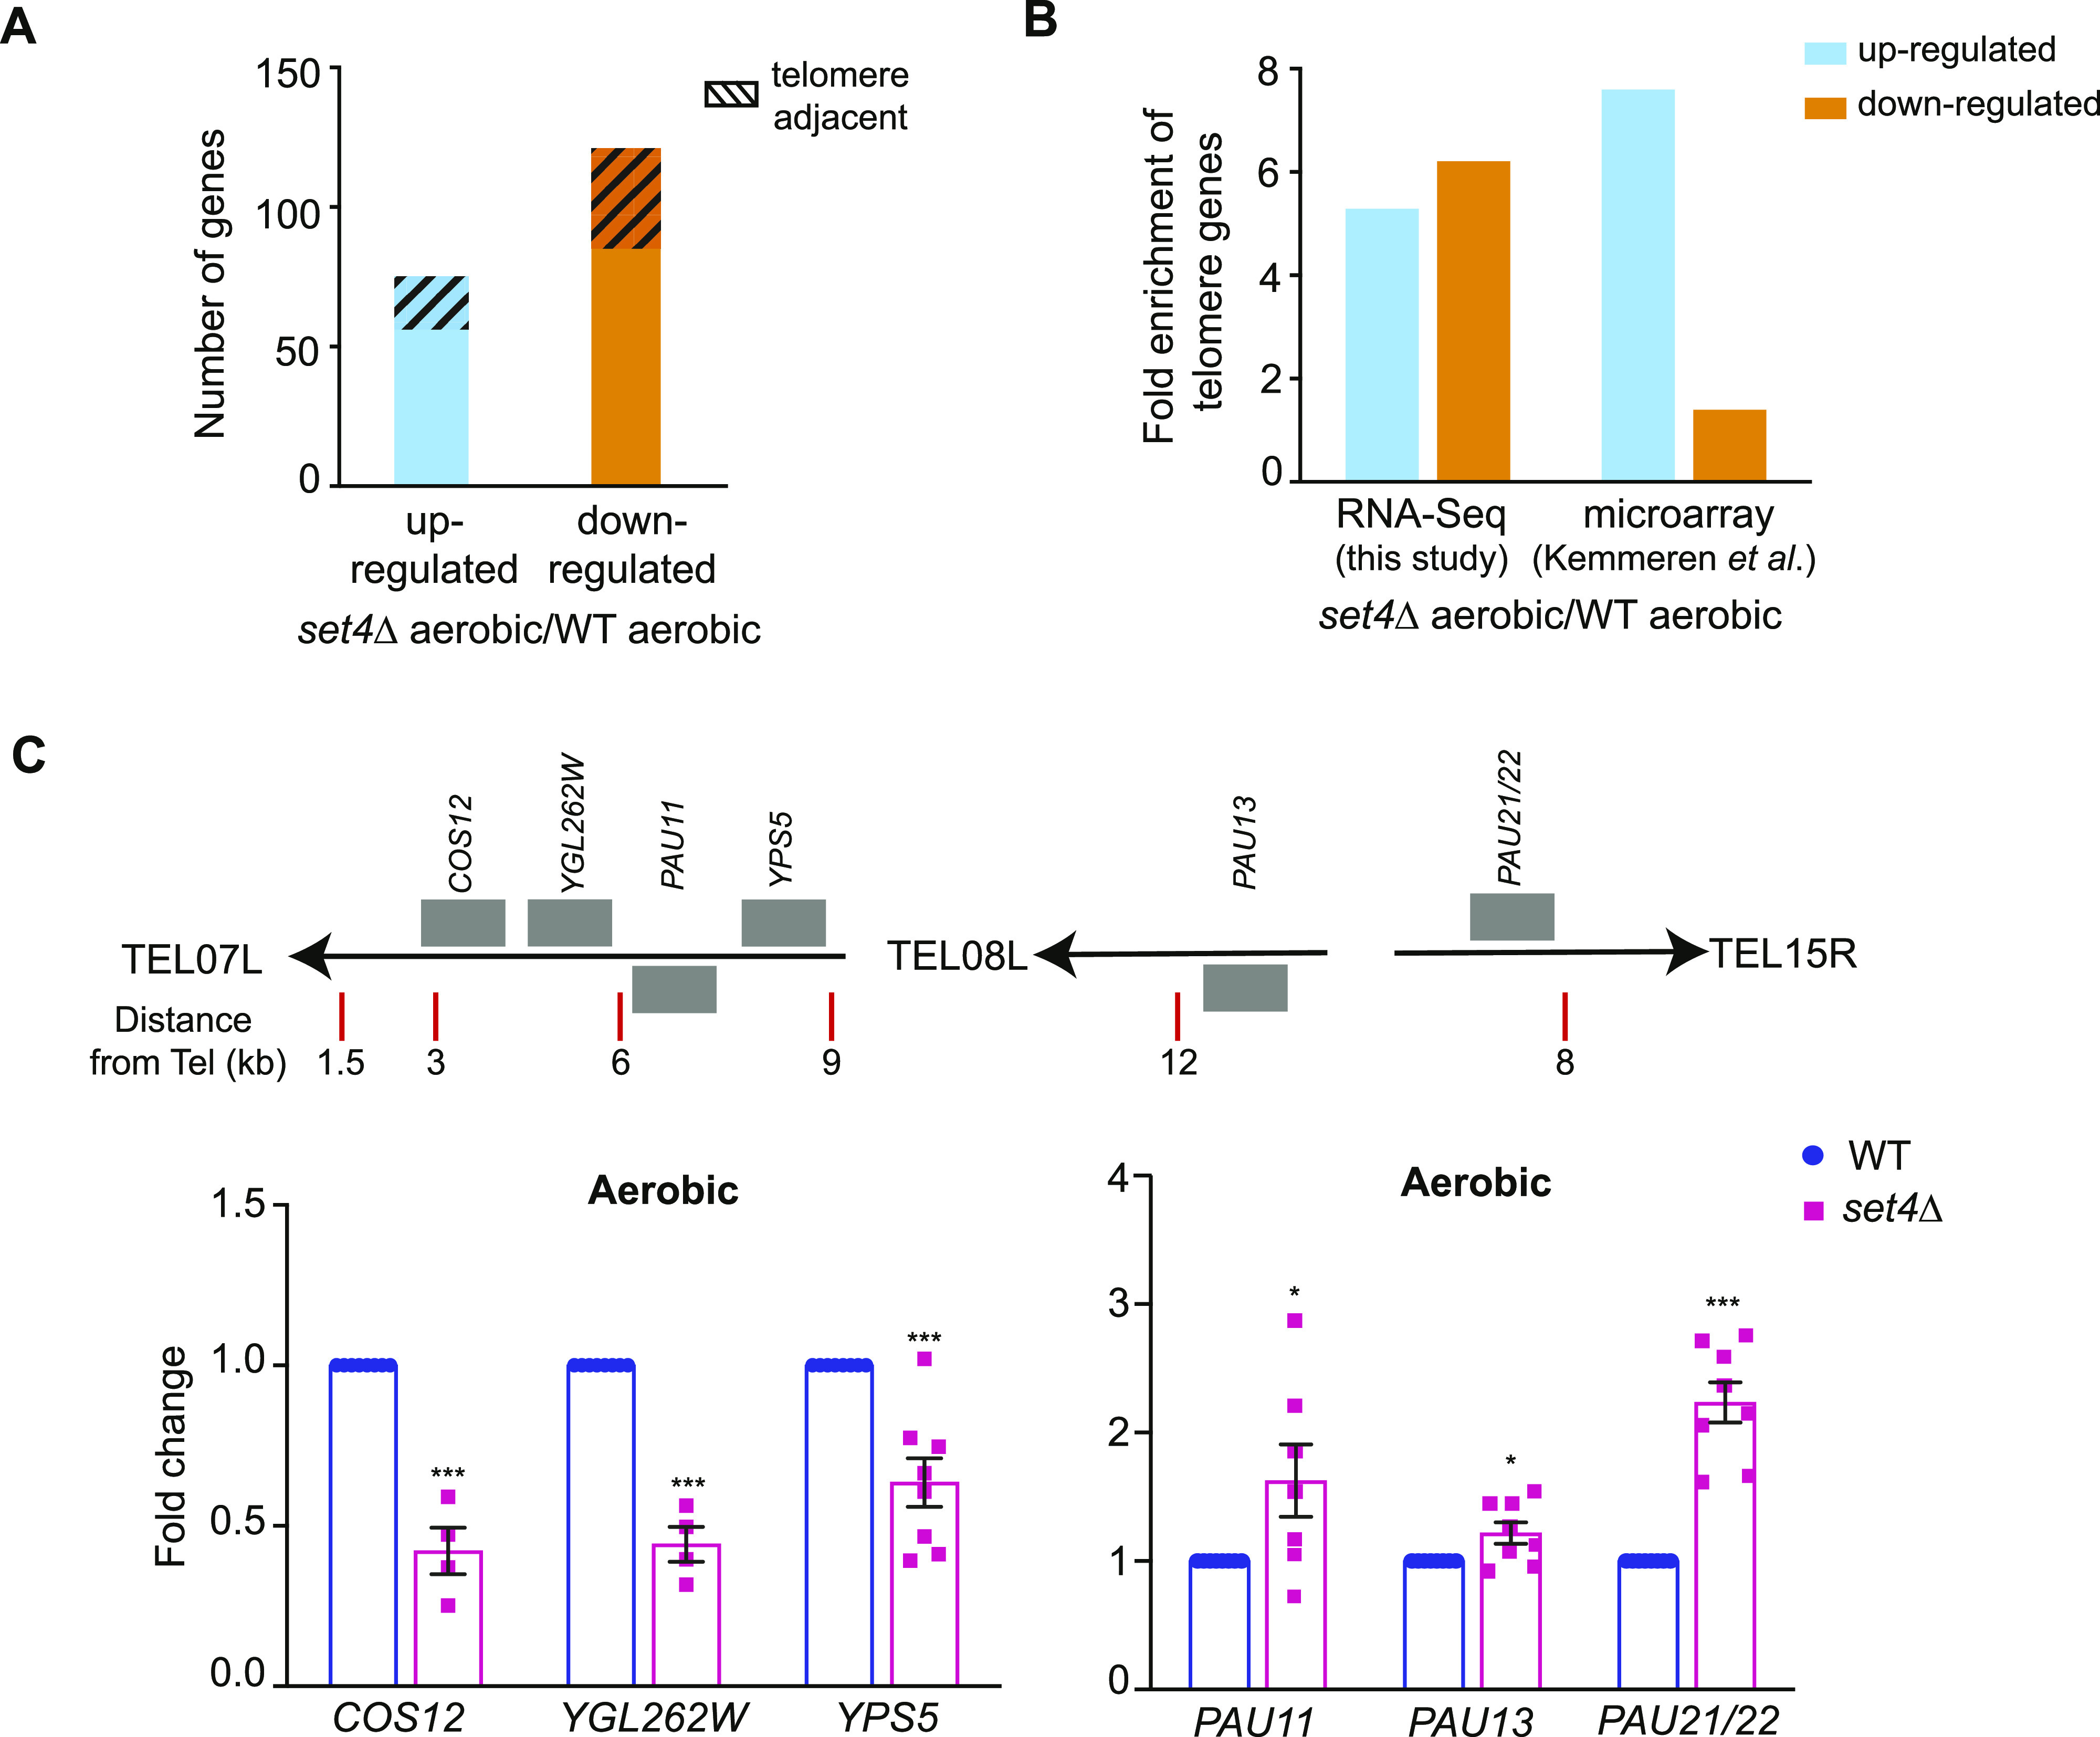
Set4 regulates the expression of subtelomeric genes. **(A)** The total number of genes identified as up- or down-regulated (FDR ≤ 0.05) from RNA-sequencing of *set4*Δ (yEG322) cells relative to wt (yEG001). Gene list provided in Table S1. The total number of telomere-enriched genes is indicated with the hashed box. **(B)** The fold enrichment of differentially expressed subtelomeric genes (defined as less than 40 kb from the chromosome end) in our RNA-sequencing data of *set4*Δ cells and in previously published microarray data (Kemmeren et al, 2014). **(C)** qRT-PCR of sub-telomeric genes from wt (yEG001) and *set4*Δ (yEG322) strains grown in YPD. Expression levels were normalized to *TFC1*. Fold change relative to wt is shown. The error bars represent SEM from at least three biological replicates. Asterisks represent *P*-values as calculated by an unpaired *t* test (* ≤ 0.05; **≤ 0.01; *** ≤ 0.001).

**Table 1.** Significant differentially expressed genes in *set4*Δ mutants compared with wild-type under aerobic and hypoxic conditions.

	Total genes	Up-regulated	Down-regulated
Aerobic	196	75	121
		Cell wall organization (9 × 10^−08^)	No enrichment
Hypoxic	377	205	172
		Cell wall organization (3 × 10^−11^)	Cell wall organization (2 × 10^−04^)
			DNA Integration (2 × 10^−05^)

The number of significant differentially expressed genes in each category is indicated along with the enriched GO terms with *P*-values indicated in parentheses.

We noted that many of the genes associated with cell wall organization are encoded within subtelomeric regions (Ai et al, 2002). Therefore, we next assessed the enrichment of genes within 40 kb of chromosome ends to determine whether there is a more general enrichment for differential expression of subtelomeric genes in *set4*Δ cells that is independent of gene functional category. We observed a more than fivefold enrichment in genes adjacent to telomeres (*P* = 1.60 × 10^−28^ for all genes; hypergeometric test; Fig 1B) within those differentially expressed in *set4*Δ mutants. 

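Genes within 40 kb of a chromosome end did not move one way in set4Δ cells grown in air. The 462 such genes with values had a median log2 fold change of -0.016, against 0.0045 for 5344 other genes, and a set test against the other genes gave an adjusted p of 0.22 (camera). Their fold changes were larger in size, with a median absolute value of 0.07 against 0.05, and so was their spread, with a median standard error of 0.0865 against 0.0664. Of the 3 genes called by limma on the nuclear chromosomes, PAU24 lies within 40 kb of an end, 4.19 times the number expected from 462 of 5806 genes (p = 0.22, one-sided exact hypergeometric test). Of the 181 genes that the local false discovery rate called, 49 lie within 40 kb of an end, a fold enrichment of 3.40 (p = 3.9e-15 from the same exact test). Without the PAU, DAN, TIR, COS, Y' helicase, HXT and Ty genes it was 3.04, and among the 279 genes with an unadjusted p of at most 0.05 it was 1.76. Chance alone would give as many genes at that unadjusted threshold. When the same rate was computed on sets without a genotype effect, each made from the deviation of 1 set4Δ library from its group mean against that of 1 wild-type library and scaled to the variance of this comparison, the median over 9 sets was 183 calls and a fold enrichment of 2.69. The fold enrichment of the limma calls was 8.39 without wild-type library 1 and 5.39 without wild-type library 2, and 0 without set4Δ library 1, set4Δ library 3 or wild-type library 3, where PAU24 was not called. It was 2.09 without set4Δ library 2.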

We also analyzed previously published microarray data of *set4*Δ cells grown in synthetic medium (Kemmeren et al, 2014). Interestingly, the differentially expressed genes in this dataset also showed significant enrichment for subtelomeric genes (*P*-value = 0.0003; Fig 1B), providing further evidence that Set4 may have a specific role in regulating expression of telomere-adjacent genes. In the same dataset (Kemmeren et al, 2014), gene expression in *set3*Δ cells was also analyzed, which showed no significant enrichment for differential expression of subtelomeric genes (*P*-value = 0.115). Together, these data suggest that under normal growth conditions, Set4 plays a specific role in regulating telomere-adjacent genes and genes linked to cell wall organization.

To further investigate these findings, we performed targeted gene expression analysis of wild-type and *set4*Δ cells using qRT-PCR. 

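The seripauperin genes, which lie near chromosome ends and are induced in anaerobic cells, were higher in set4Δ cells grown in air as a summed family, at low levels. All 3 set4Δ libraries had more normalized counts over the 12 PAU genes with values (777 ± 123, SD) than the 3 wild-type libraries (515 ± 64.8, SD), a log2 ratio of the sums of 0.59. Of these 12 genes, 1 was called higher and none lower by limma over all genes, and 6 were higher when adjusted over the list alone. The local false discovery rate called 8 of the 12 higher and 1 lower, and the deposited p-values of the authors 3 higher. Their median log2 fold change was 0.51 (adjusted p = 1.2e-09 from camera and adjusted p = 0.27 with an estimated correlation). PAU13, on chromosome VIII from 11923 to 12285, had 78.7 ± 27.1 normalized counts against 32.8 ± 4.51 (SD, n = 3 each; log2 fold change 1.20, standard error 0.23, adjusted p = 0.21 from limma) and was higher in all 3 set4Δ libraries. It was called higher by the local false discovery rate and with the deposited p-values of the authors, adjusted over the genes tested here. Most of the sequence of 6 of the 12 genes occurs elsewhere in the genome, so that reads can be shared between copies. COS12, on the left end of chromosome VII from 2790 to 3932, had 31.8 ± 10.7 normalized counts in set4Δ cells and 64.9 ± 27.4 in wild-type cells (SD, n = 3 each; log2 fold change -0.98, standard error 0.32, adjusted p = 0.95 from limma). YPS5, a yapsin gene of the same end from 8470 to 8967, had a log2 fold change of -0.18 (standard error 0.28, adjusted p = 1.0 from limma). Of 6 genes of this end, limma called 0, and 1 was lower at an unadjusted p of at most 0.05 and by the local false discovery rate. Of the 11 genes of the COS family, proteins of membrane sorting, limma called 0, also when adjusted over the list alone, while 2 were lower at an unadjusted p of at most 0.05 and 3 by the local false discovery rate. The median log2 fold change of the COS genes was -0.10 (adjusted p = 6.4e-04 from camera and adjusted p = 0.33 with an estimated correlation).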

We observed that the mostly highly differentially expressed genes were associated with two common categories: (1) genes that are known targets of canonical silencing or telomere position effect (TPE) within subtelomeres; and (2), the seripauperin (*PAU*) genes, a highly homologous, subtelomeric gene family induced during different stresses—particularly anaerobic growth—that are thought to be important for cell wall remodeling or sterol uptake during stress (Rachidi et al, 2000; Luo & van Vuuren, 2009). In targeted qRT-PCR experiments, we analyzed expression of genes known to be regulated by TPE and chromatin-based silencing on the left arm of chromosome seven, *COS12* and *YGL262W*, as well as an adjacent gene *YPS5* (relative locations depicted in Fig 1C). Using primers that uniquely amplify these genes, we also monitored expression of *PAU11*, which is located adjacent to *TEL07L*, and *PAU13*, as well as *PAU21* and *PAU22*, which have identical sequences (indicated as *PAU21/22* where appropriate). In the absence of Set4, *COS12*, *YGL262W*, and *YPS5* were down-regulated, whereas *PAU11*, *PAU13*, and *PAU21/22* were up-regulated (Fig 1C). These data suggest Set4 is important for both maintaining expression of some subtelomeric genes and repressing other subtelomeric genes under physiological, unstressed conditions.

The pattern of neighboring gene expression changes observed in *set4*Δ cells is consistent with a role for Set4 in altering regional chromatin structure. We therefore tested whether *set4*Δ cells showed any defects in a canonical TPE assay using a strain carrying *URA3* integrated near *TEL07L*. In this reporter assay, we did not observe any substantial change in *URA3* expression in the absence of Set4 or Set3, unlike the loss of silencing observed in *set1*Δ cells (Fig S1A). We also analyzed telomere length by Southern blot, which showed no difference between wild-type and *set4*Δ cells in the length of terminal telomere restriction fragments (Fig S1B). This indicates that Set4 has a specific regulatory role distinct from other TPE regulators and is not required for telomere length maintenance under normal conditions.

**Figure S1.**
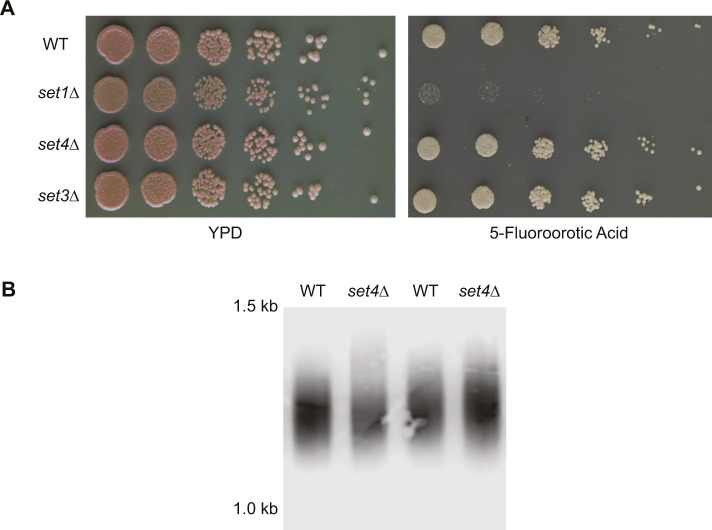
Set4 is not implicated in canonical telomere position effect or telomere length regulation. **(A)** Ten-fold serial dilutions of wt (yEG001), *set1*Δ (yEG392), *set4*Δ (yEG910), and *set3*Δ (yEG909) carrying a *URA3-VIIL* reporter were spotted on YPD and SC-URA + 5-FOA plates to assay telomere position effect. **(B)** Southern blot using a telomere probe of two isolates of wt (yEG001) and *set4*Δ (yEG322) strains cultured in YPD.

### Deregulation of gene expression is enhanced in *set4*Δ mutants during stress

In previous work, we demonstrated that Set4 promotes proper gene expression in response to oxidative stress (Tran et al, 2018). Many genes encoded within subtelomeres are stress response genes; therefore we analyzed whether some of these genes showed Set4-dependent changes in expression during oxidative stress. Upon treatment with hydrogen peroxide, genes that were down-regulated in *set4*Δ cells did not show substantial change (*COS12* and *YGL262W*; Fig S2A). Genes that were up-regulated in *set4*Δ cells under normal conditions (e.g., *PAU13* and *PAU21/22*) were more highly up-regulated in *set4*Δ cells in the presence of hydrogen peroxide, although repressed in wild-type cells, indicating that the loss of Set4 attenuates their repression in hydrogen peroxide.

**Figure S2.**
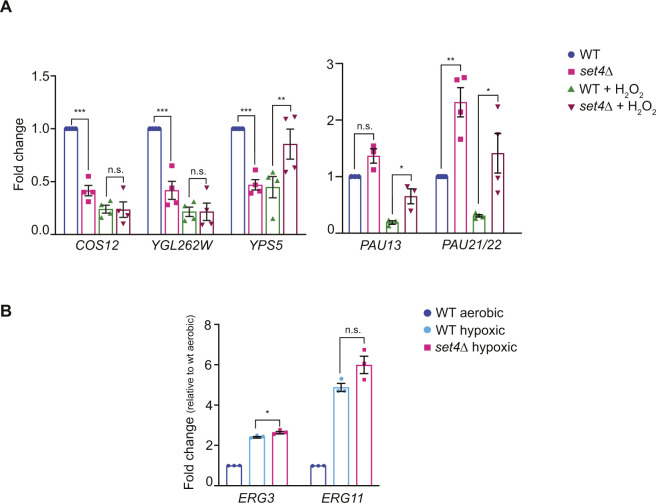
Subtelomeric gene regulation in oxidative stress and ergosterol biosynthetic gene regulation in hypoxia. **(A)** qRT-PCR of sub-telomeric genes from wt (yEG001) and *set4*Δ (yEG322) strains grown in YPD and treated with 0.4 mM H2O2 for 30 min. Expression levels were normalized to *SCR1*. Fold change relative to wt without H_2_O_2_ treatment is shown. **(B)** qRT-PCR of *ERG3* and *ERG11* from wt (yEG001) and *set4*Δ (yEG322) strains grown in YPD under aerobic or hypoxic conditions. Expression levels were normalized to *TFC1*. Fold change relative to wild type aerobic is shown. For all panels, error bars represent S.E.M. from at least three biological replicates and asterisks represent *P*-values as calculated by an unpaired *t* test (* <0.05, **<0.01, *** <0.001).

Serratore et al (2018) previously showed that Set4 is important for the regulation of gene expression in hypoxic conditions and that hypoxia causes an increase in Set4 protein levels. As the *PAU* genes are highly up-regulated during hypoxia (Rachidi et al, 2000), we tested their expression in *set4*Δ cells, along with the other telomere genes, under hypoxic conditions. We first tested our growth conditions for wild-type cells grown in aerobic and hypoxic conditions. We obtained the most consistent results by diluting stationary phase cultures to a very low OD_600_ and allowing them to grow to OD_600_ ∼0.4–0.8 over the course of 18 h in hypoxia, similar to how we tested *set4*Δ mutants sensitivity to oxidative stress (Tran et al, 2018; Tran & Green, 2019a). Under these conditions, the *PAU* genes were highly up-regulated, and there was also significant up-regulation of *YGL262W*, although expression of *COS12* and *YPS5* at *TEL07L* remained mostly unchanged in hypoxic compared with aerobic growth (Fig 2A). In the *set4*Δ strain, *COS12* and *YGL262W* expression showed no or minimal decrease in hypoxic conditions, whereas *PAU11*, *PAU13*, *PAU21/22*, and *YPS5* expression was significantly increased over the level of induction seen in wild-type cells (Fig 2B). These data indicate that the loss of Set4 leads to enhanced induction of hypoxia-regulated genes, including genes that are both negatively and positively regulated by Set4 under aerobic conditions (e.g., the *PAU* genes and *YPS5*, respectively). These observations parallel our findings in hydrogen peroxide treated cells, in which repression is inhibited at *PAU13*, *PAU21/22*, and *YPS5* (Fig S2A), indicative of a common gene regulatory role for Set4 under different stress conditions.

**Figure 2.**
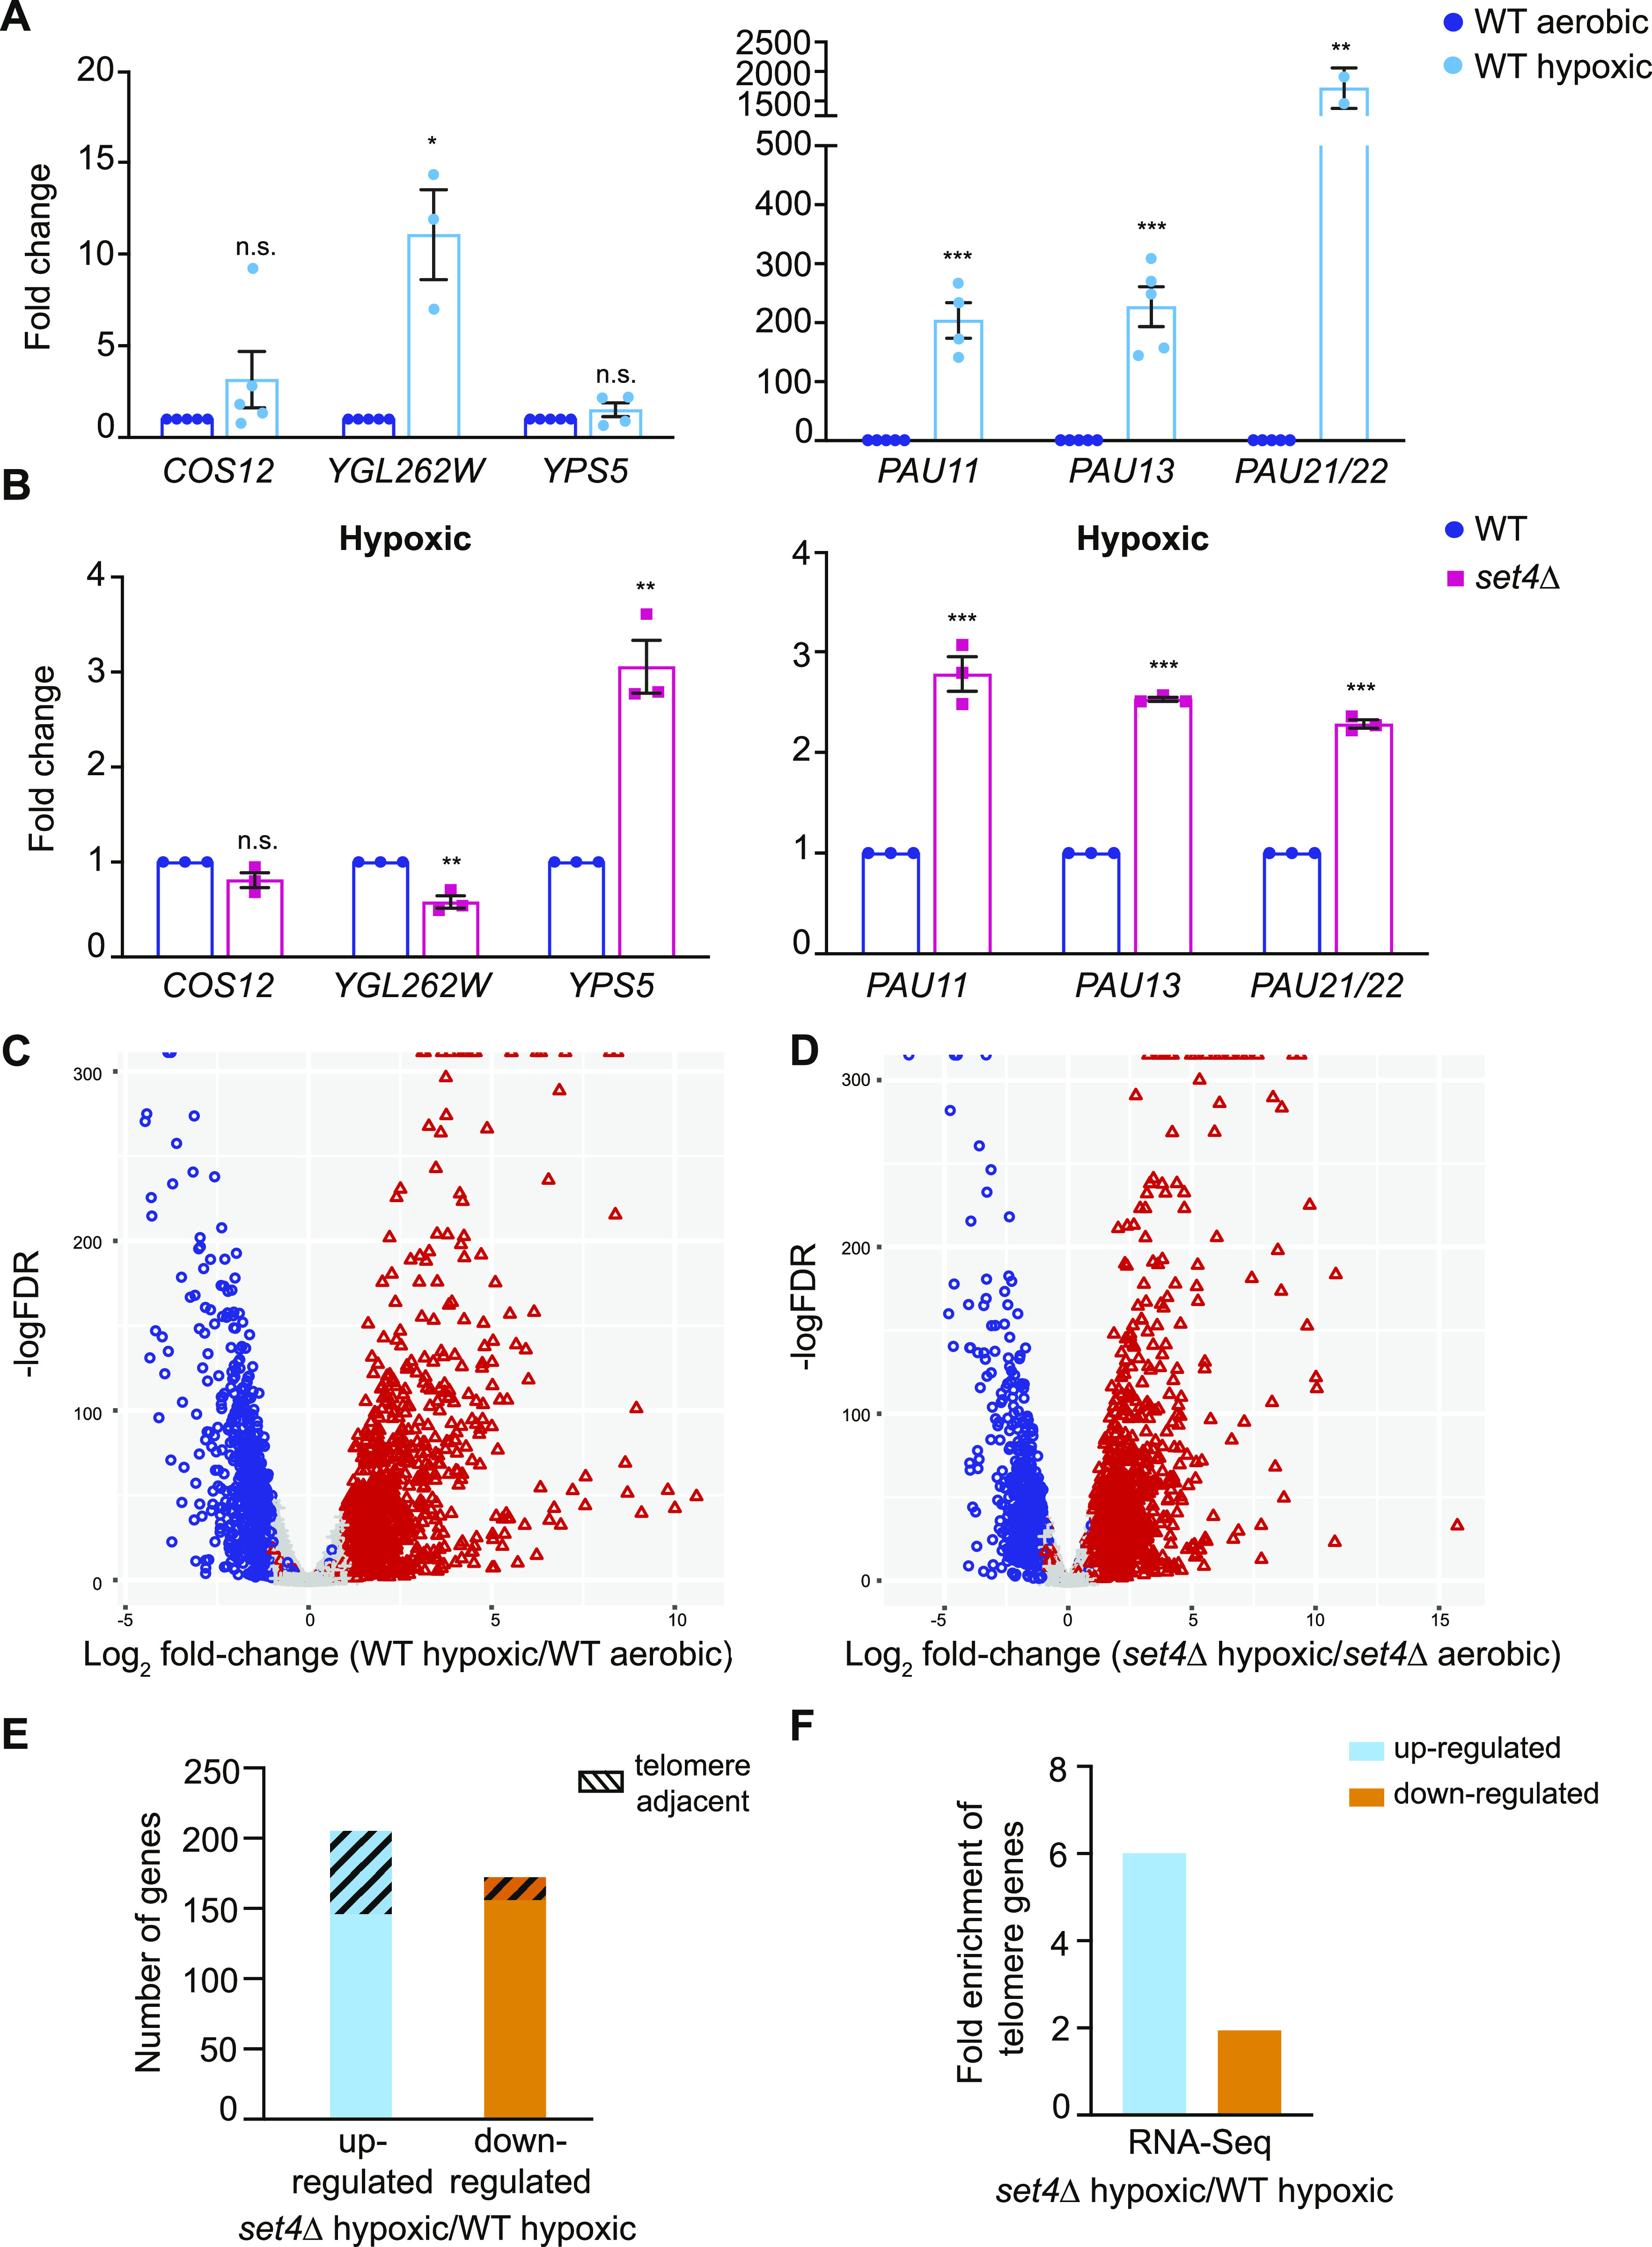
Stress response genes at subtelomeres are regulated by Set4. **(A)** qRT-PCR of subtelomeric genes from wt (yEG001) strains grown in YPD under aerobic or hypoxic conditions. Expression levels were normalized to *TFC1* and fold change relative to aerobic conditions is shown. **(B)** qRT-PCR of subtelomeric genes from wt (yEG001) and *set4*Δ (yEG322) strains grown in hypoxia in YPD. Expression levels were normalized to *TFC1*. Fold change relative to wt in hypoxia is shown. For all panels, error bars represent SEM from at least three biological replicates and asterisks represent *P*-values as calculated by an unpaired *t* test (* ≤ 0.05; **≤ 0.01; *** ≤ 0.001; n.s., not significant). **(C, D)** Volcano plots depicting significantly differentially expressed genes (log FC ≥ 1.0, *P* ≤ 0.05) comparing wild-type hypoxic to wild-type aerobic cultures (C) and *set4*Δ hypoxic to *set4*Δ aerobic cultures (D). **(E)** The total number of genes identified as up- or down-regulated (FDR < 0.05) from RNA-sequencing of *set4*Δ (yEG322) cells relative to wt (yEG001) in hypoxia. Gene list provided in Table S1. The total number of telomere-enriched genes are indicated with the hashed box. **(F)** The fold enrichment of subtelomeric genes (defined as less than 40 kb from the chromosome end) for those genes differentially expressed between *set4*Δ hypoxic cultures relative to wild-type hypoxic cultures.

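SET4 RNA was much more abundant in wild-type cells after 18 h of hypoxia than in air, at 6254 ± 2018 against 192 ± 28.7 normalized counts (SD, n = 3 libraries each). This is a log2 fold change of 4.98 (standard error 0.21, adjusted p = 3.1e-07 from limma), and the set4Δ libraries from hypoxia held 21.3 ± 4.70 normalized counts (SD, n = 3). The hypoxic series has 3 wild-type and 3 set4Δ libraries, made and processed like those of unstressed cells. Each comparison is a table of its own with its own size factors, in which the same library takes a slightly different scale. In the table of set4Δ against wild type in hypoxia, normalized counts summed to 18927743, 19499359 and 19498281 in the set4Δ libraries and to 19158169, 19135981 and 19326910 in the wild-type libraries. In the table of the wild-type response they summed to 21450897, 21805118 and 21911594 in hypoxia and to 23680163, 23189999 and 22277061 in air. In that of the set4Δ response they summed to 22090195, 23011790 and 22496841 in hypoxia and to 23222766, 24446477 and 23514952 in air. The 10 most abundant genes held 28.4% to 32.9% of the values in hypoxic libraries. limma was run within each table, over 5875 genes for set4Δ against wild type in hypoxia, 6033 for the wild-type response and 6058 for the set4Δ response. For the responses to hypoxia, a call also needed a log2 fold change of at least 1 in size. On simulated data with 1 spread for all genes, the test called 96% of the genes changed 1.5-fold between the genotypes in hypoxia, and 1.98% of its calls were false. The genes that the authors called in hypoxia had a median standard error of 0.196, against 0.105 for the others. For such variable genes the simulation does not give the share found. Its libraries were also independent, while a split of the real hypoxic libraries that mixed the genotypes called 112 genes. The simulated shares therefore need not hold for these libraries.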

To address the role of Set4 in regulating subtelomeric genes more broadly during stress, we performed RNA-sequencing of wild-type and *set4*Δ cells grown under hypoxic conditions. In wild-type cells, growth in hypoxia induced widespread gene expression changes with 1,056 genes up-regulated and 835 genes down-regulated (log FC ≥ 1.0, *P* ≤ 0.05; Table S1 and Fig 2C). 

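Hypoxia changed 1958 of the 6033 measured genes of wild-type cells. Of these, 1091 were higher and 867 lower at an adjusted p of at most 0.05 from limma and a log2 fold change of at least 1 in size. The balance of the directions rests on the scaling, since quantile normalization gave 904 higher and 988 lower genes and scaling to equal totals 1188 and 776, both chosen after the data were seen. Among the largest increases were PAU24, from 56.9 ± 9.64 to 16911 ± 2450 normalized counts, and RGI2, a gene of respiratory growth, from 7.33 ± 1.93 to 2959 ± 1114 (SD, n = 3 each). Their log2 fold changes were 8.19 (standard error 0.14, adjusted p = 1.2e-08 from limma) and 8.43 (standard error 0.28, adjusted p = 1.3e-07 from limma). Among the largest decreases was RNR1, which encodes the large subunit of ribonucleotide reductase, from 8098 ± 211 to 368 ± 60.5 normalized counts (SD, n = 3 each; log2 fold change -4.47, standard error 0.12, adjusted p = 4.8e-08 from limma). SRL1, a mannoprotein gene, fell by 4.41 on the log2 scale. HTA2, a histone gene, fell from 5727 ± 166 to 293 ± 56.2 normalized counts (SD, n = 3 each), and 8 of 11 histone genes were lower and none higher by limma. The list of histone genes had an adjusted p of 1.7e-04 from camera and an adjusted p = 0.27 with an estimated correlation.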

The significantly differentially expressed genes encompassed a range of GO categories, including enrichment for genes associated with transmembrane transport, lipid metabolic process, and cell wall organization, among others, in the up-regulated genes (Table S2). 

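Every seripauperin and every DAN or TIR gene with values rose when wild-type cells were moved to hypoxia. Of 19 PAU genes, 19 were higher, with a median log2 fold change of 7.41, and of 7 DAN and TIR genes, 7 were higher, with a median of 5.07. DAN1 rose from 194 ± 41.3 to 12421 ± 4764 normalized counts and TIR4 from 264 ± 16.0 to 21539 ± 2743 (SD, n = 3 each). Among transporters, 13 of 19 sugar transporter genes were higher and 1, HXT1, was lower, and 13 of 24 amino acid and peptide permease genes were higher and 3 lower, which were PTR2, TAT1 and OPT1. The hexose transporter genes HXT5 and HXT6 had log2 fold changes of 4.16 and 5.02, and 95.1% of the sequence of HXT6 occurs elsewhere in the genome. The general permease gene GAP1 had a log2 fold change of 3.12. Among lipid genes, 13 of 26 genes of ergosterol synthesis were higher and 1, ERG4, was lower, at a log2 fold change of -1.88. ERG1, the squalene epoxidase gene, had a log2 fold change of 2.02 and ERG28 one of 2.74, and UPC2, the sterol-responsive activator, had 2.69. OLE1, which encodes the fatty acid desaturase that needs oxygen, rose from 21912 ± 1687 to 197090 ± 30289 normalized counts (SD, n = 3 each), and INO1, the inositol phosphate synthase gene, had a log2 fold change of 4.69. Of 16 genes of fatty acid oxidation, 13 were higher and none lower, FAA2 among them at 3.29. Of 18 genes that Rox1 represses in air, 9 were higher and none lower, among them CYC7 (log2 fold change 4.35), AUS1 (3.95) and SUT1 (3.75). Of 72 other cell wall genes, 8 were higher, with PIR3 at 4.05. HXT1, TAT1, OPT1 and ERG4 are named here after their values were seen. All these calls are from limma, and each of these lists gave the same counts when adjusted over the list alone. Apart from the 72 other cell wall genes, of which more were lower than higher, the lists named were higher as sets by camera, with adjusted p-values from 6.8e-08 (PAU) to 0.0075 (permeases), and none passed with an estimated correlation, with adjusted p-values from 0.17 (DAN and TIR) to 0.34 (genes repressed by Rox1). With few residual degrees of freedom, the latter test did not pass even the PAU list, in which 19 of 19 genes were higher. Its outcome is thus no evidence against a change of a list.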

The genes down-regulated in wild-type cells in hypoxia were highly enriched for translation associated processes, mitotic cell cycle, cytoskeletal organization, cell wall organization, and lipid metabolic processes, among others (Table S2). 

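Nearly all ribosomal protein genes, and some genes of ribosome biogenesis, the cell cycle and the cytoskeleton, fell past the fold threshold in wild-type cells in hypoxia. Of 138 genes of cytoplasmic ribosomal proteins, 132 were lower and none was higher by limma, with a median log2 fold change of -1.59. RPL7A fell from 35035 ± 903 to 7619 ± 459 normalized counts (SD, n = 3 each), and RPL1A had a log2 fold change of -2.35. Of 82 genes of ribosome biogenesis, 7 were lower and none higher, with NOP1 at -1.46 and GAR1 at -1.22, and the call of GAR1 was lost without hypoxic wild-type library 3 (log2 fold change -0.96). Of 62 genes of the mitotic cell cycle, 25 were lower and none higher, among them POL30, the replication clamp gene, at -3.93 and the cyclin gene CLB1 at -3.42. Of 52 genes of actin, tubulin and their partners, 14 were lower and none higher, with TUB2, the beta-tubulin gene, at -2.19 and TUB1 at -1.79. Of 72 other cell wall genes, 30 were lower, more than the number that was higher, and their median log2 fold change was -0.64. CWP2, which encodes a cell wall mannoprotein, fell from 25937 ± 1629 to 1334 ± 229 normalized counts (SD, n = 3 each; log2 fold change -4.29), and SCW10, a glucanase homolog, had -4.13. Of 27 genes of fatty acid, phospholipid and sphingolipid synthesis, 7 were lower and 7 higher, with ELO2, a fatty acid elongase gene, at -2.07, and the median log2 fold change was -0.33 where the mean was 0.23. At an unadjusted p of at most 0.05 and without the fold threshold, 77 of the 82 genes of ribosome biogenesis, 53 of the 62 of the cell cycle and 42 of the 52 of the cytoskeleton were lower. Counts adjusted over the list alone were the same for each of these lists. Adjusted p-values from camera, all in the downward direction, were 1.6e-26 for ribosomal proteins, 3.8e-09 for ribosome biogenesis, 6.8e-08 for the cell cycle, 5.9e-07 for the cytoskeleton and 0.0035 for the wall, and that of the lipid list was 0.72. With an estimated correlation none of the lists passed, with adjusted p = 0.29 for ribosomal proteins, 0.34 for ribosome biogenesis, 0.27 for the cell cycle, 0.17 for the cytoskeleton and 0.27 for the wall.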

The gene expression changes reported here are similar to those previously described under hypoxic or anaerobic growth of yeast (Kwast et al, 2002; Bendjilali et al, 2017).

Table S2 (Excel file) Gene ontology analysis indicating enriched categories and their associated genes for significantly differentially expressed genes in the following categories: wt hypoxic/wt aerobic up-regulated genes, wt hypoxic/wt aerobic down-regulated genes, *set4*Δ hypoxic/*set4*Δ aerobic up-regulated genes, and *set4*Δ hypoxic/*set4*Δ aerobic down-regulated genes.

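Without Set4, largely the same genes rose and fell in hypoxia as in wild-type cells. In set4Δ cells, 1128 genes were higher and 938 lower in hypoxia than in air by limma, out of 6058, against 918 and 1059 after quantile normalization and 1233 and 844 with scaling to equal totals. Among 6025 genes measured in both responses, 986 were higher in both genotypes, where 201 would be shared by chance, and 802 were lower in both, where 135 would be. No gene was called higher in one genotype and lower in the other by limma. Across genes, the fold changes of the 2 responses had a correlation of 0.975, and genes are not independent replicates. All 21 PAU genes with values were higher in hypoxic set4Δ cells, with a median log2 fold change of 8.56, and so were the 7 DAN and TIR genes, with a median of 5.69 (adjusted p = 0.21 and adjusted p = 0.22 with an estimated correlation, after 2.9e-10 and 7.8e-05 from camera). PAU11, at the left end of chromosome VII, rose from 5.05 ± 3.49 to 5238 ± 1123 normalized counts in set4Δ cells and from 6.00 ± 1.75 to 257 ± 84.8 in wild-type cells (SD, n = 3 each), and 63.1% of its sequence occurs elsewhere in the genome. INO1 had a log2 fold change of 3.10 in set4Δ cells, and HSP12, a heat shock gene with large differences between cultures, had 4.92 there and 6.40 in wild-type cells. YPS5 was higher in hypoxia in both genotypes, at 2.22 in set4Δ and 1.81 in wild-type cells. COS12 passed the test in set4Δ cells, at 1.08 (adjusted p = 0.025 from limma), and had -0.32 in wild-type cells, and its call was lost without hypoxic set4Δ library 1 (0.78) or aerobic set4Δ library 1 (0.78). After quantile normalization, which moved the median of all genes to -0.132 in set4Δ and -0.145 in wild-type cells, COS12 had 0.20 in set4Δ cells and did not pass, and had -1.10 in wild-type cells and passed.

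**Figure D1:**
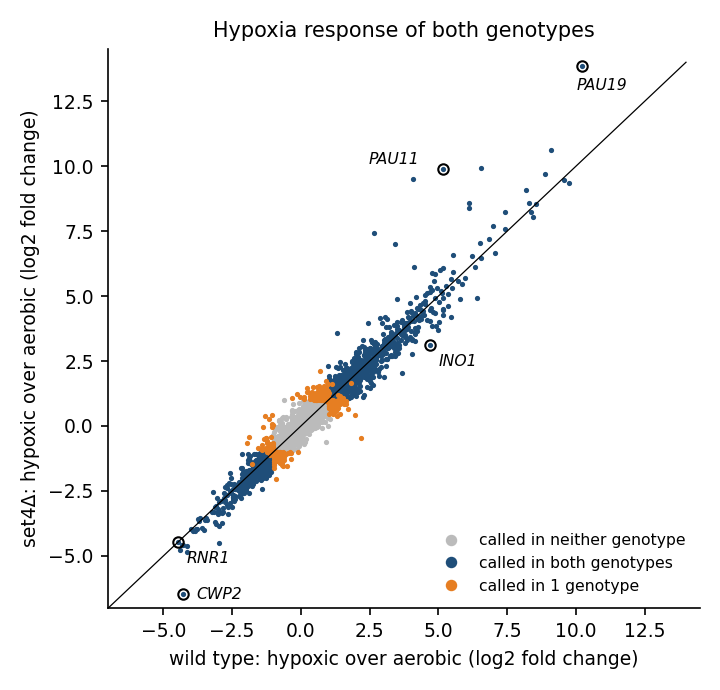
Log2 fold change of each of 6025 genes from air to hypoxia in wild-type cells (x axis) and in set4Δ cells (y axis), by whether limma called the gene in both genotypes, in 1 or in neither; the line marks equal fold changes and circled genes are labelled. Most genes lie near the line, with PAU11 above it and CWP2 and INO1 below it.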

In *set4*Δ cells, we observed a largely similar cohort of differentially expressed genes in hypoxia as in wild-type cells, with 1,073 genes up-regulated and 917 genes down-regulated (log FC ≥ 1.0, *P* ≤ 0.05; Table S1 and Fig 2D). These genes encompassed similar GO categories to those observed in wild-type cells (Table S2). 

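Of the 6025 genes measured in both responses, 134 were lower in hypoxia past both thresholds in set4Δ cells and not in wild-type cells, and 65 were so the other way round. Of these, 133 and 51 were also measured in the comparisons of the genotypes. Of the 133, 129 had an adjusted p of at most 0.05 from limma in wild-type cells too and fell short of the fold threshold there, and so did 46 of the 51 in set4Δ cells. When the set4Δ effect in hypoxia was tested against that in air, 7 of the 133 and 4 of the 51 passed. Of genes of growth, 131 of 138 ribosomal protein genes, 24 of 62 cell cycle genes and 16 of 52 cytoskeleton genes were lower in hypoxic set4Δ cells by limma. Of 82 genes of ribosome biogenesis, 19 were lower, with NOP1 at a log2 fold change of -2.09 and GAR1 at -1.84, and without the fold threshold, at an unadjusted p of at most 0.05, 78 were lower in set4Δ cells and 77 in wild-type cells. None of these 4 lists had a higher member, the counts adjusted over each list alone were the same, and their adjusted p-values were 4.7e-19, 1.5e-07, 1.6e-06 and 5.8e-12 from camera and 0.43, 0.39, 0.37 and 0.32 with an estimated correlation. SIR3, which encodes a silencing protein, passed the fold threshold in set4Δ cells, at -1.10, and had -0.80 in wild-type cells, where its adjusted p was 6.8e-06 from limma.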

There are more genes down-regulated in *set4*Δ cells grown in hypoxia compared to the total number of genes down-regulated in wild-type cells. These genes are distributed across a number of functional categories, including GO terms associated with translation-related processes, cytoskeletal organization, and DNA repair (Table S2).

When directly comparing wild-type and *set4*Δ cells in hypoxia, we identified 377 total genes differentially expressed, with 205 genes up-regulated and 172 genes down-regulated in the absence of Set4 (Table 1 and Fig 2E). 

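Several seripauperin genes were far higher, and a few wall protein and phospholipid genes lower, in hypoxic set4Δ cells than in hypoxic wild-type cells. Of 5875 genes, 48 were higher and 23 lower at an adjusted p of at most 0.05 from limma. PAU16 had 1140 ± 394 normalized counts in set4Δ cells and 29.6 ± 3.30 in wild-type cells (SD, n = 3 each), a log2 fold change of 5.16 (standard error 0.26, adjusted p = 3.8e-04 from limma). PAU4 had 4145 ± 438 against 252 ± 21.2 and PAU3 9055 ± 1573 against 1106 ± 43.7 (SD, n = 3 each), log2 fold changes of 4.03 and 3.02. PAU24 had 65878 ± 2656 normalized counts against 16605 ± 2440 (SD, n = 3 each), a log2 fold change of 2.00 (standard error 0.15, adjusted p = 0.0019 from limma). Repeated sequence makes up 75.5% of PAU16, 62.1% of PAU4, 39.0% of PAU3 and 52.9% of PAU24. Of the 21 PAU genes, 10 were higher and none lower, and 16 were higher when adjusted over the list alone (median log2 fold change 2.00, adjusted p = 3.5e-26 from camera and adjusted p = 0.092 with an estimated correlation). When limma also fitted the replicate number as a block, 19 of the 21 were higher. The replicate numbers were not shown to pair the cultures. DAN4, a wall mannoprotein gene on chromosome X from 712255 to 715740, had 12770 ± 2138 normalized counts against 2308 ± 181 (SD, n = 3 each; log2 fold change 2.46), with 19.9% repeated sequence. YMR317W, on chromosome XIII from 907364 to 910786, had 18246 ± 2926 against 3525 ± 447 (SD, n = 3 each; log2 fold change 2.37), with 4.83% repeated sequence. IME2, a kinase gene of meiosis that stands next to the deleted SET4 on chromosome X, had a log2 fold change of 1.44 (standard error 0.10, adjusted p = 0.0014 from limma), and ECM22, a regulator of sterol genes, had 1.14. Among the lower genes, INO1 had 1902 ± 438 normalized counts against 6054 ± 1830 (SD, n = 3 each; log2 fold change -1.66, standard error 0.25, adjusted p = 0.033 from limma), and OPI3, a gene of phosphatidylcholine synthesis, had a log2 fold change of -1.49. Of the factors tested elsewhere in the study, SIR3 had a log2 fold change of -0.37 (adjusted p = 0.080 from limma), SIR2 -0.09, RPD3 0.03 and HAP1 0.15, and none passed the test. SIR3 was lower at an adjusted p of at most 0.10, with replicate numbers as a block, and with the deposited p-values of the authors, adjusted over the genes tested here. The number of genes called was 17 without set4Δ library 1, 23 without set4Δ library 2, 19, 28 and 47 without wild-type libraries 1, 2 and 3, and 93 without set4Δ library 3. ECM22 was not called without set4Δ library 1 (1.08), set4Δ library 2 (1.10) or wild-type library 1 (1.19), and INO1 was called without set4Δ library 3 and lost the call without each other library (-1.42 to -1.79). Along the mean response to hypoxia, set4Δ libraries 1 and 2 and wild-type library 2 stood at 3.73%, 1.47% and 0.844% of the response above the mean, and set4Δ library 3 and wild-type libraries 1 and 3 at -0.723%, -1.08% and -4.24%.

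**Figure D2:**
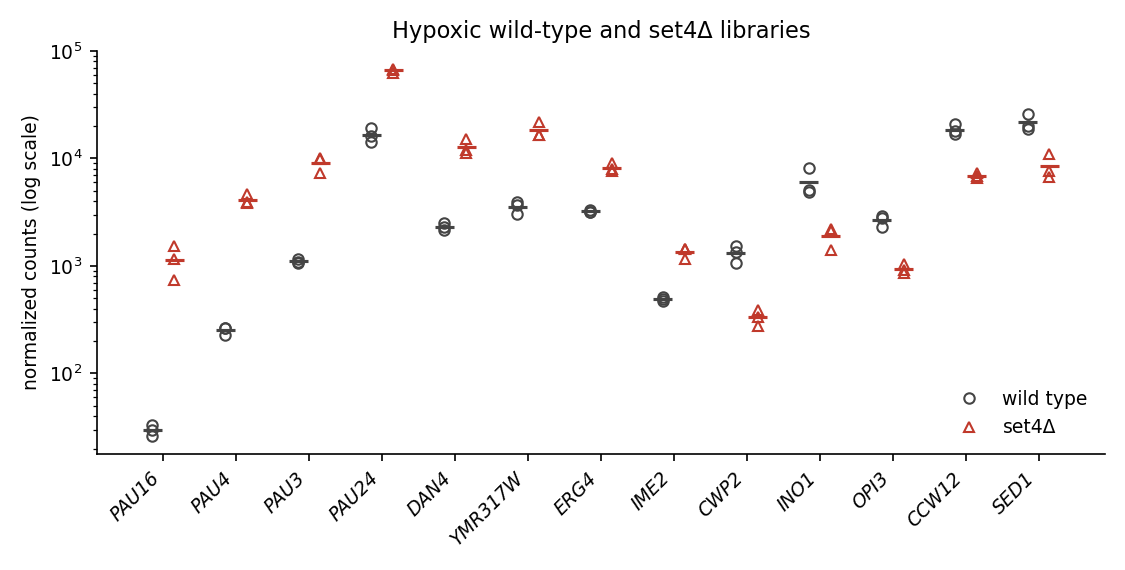
Normalized counts (log axis) of 13 genes in the 3 wild-type and 3 set4Δ libraries from hypoxia; points are libraries and bars are group means. The 8 genes from PAU16 to IME2 are higher in every set4Δ library and the 5 from CWP2 to SED1 lower in every one.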

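Single cell wall genes passed the test in both directions in hypoxic set4Δ cells. Of the 7 DAN and TIR genes, 3 were higher and none lower by limma, also when adjusted over the list alone, and these were DAN4, PAU24 and TIR2 (log2 fold change 0.82). The call of TIR2 held without set4Δ library 3 and was lost without each other library (0.76 to 0.88). The median of the list was 0.67 (adjusted p = 7.6e-07 from camera and adjusted p = 0.092 with an estimated correlation). Of 72 other cell wall genes, 4 were lower and none higher, and 9 were lower and 3 higher when adjusted over the list alone. With replicate numbers as a block, 15 were lower and 3 higher by limma. CWP2 had 335 ± 56.6 normalized counts in set4Δ cells and 1310 ± 229 in wild-type cells (SD, n = 3 each; log2 fold change -1.96, standard error 0.17, adjusted p = 0.0036 from limma). CCW12, a major mannoprotein gene, had 6903 ± 353 against 18543 ± 1970 (SD, n = 3 each; log2 fold change -1.42, standard error 0.11, adjusted p = 0.0023 from limma). SED1, a stress-induced wall protein gene, had a log2 fold change of -1.37 (standard error 0.21, adjusted p = 0.036 from limma), and TIP1 one of -0.77 (standard error 0.09, adjusted p = 0.018 from limma). The median log2 fold change of the 72 genes was -0.23 (adjusted p = 2.9e-07 from camera and adjusted p = 0.092 with an estimated correlation). SED1 was called without set4Δ library 3 and lost the call without each other library (-1.23 to -1.47), and TIP1 was not called without set4Δ libraries 1 (-0.77) or 2 (-0.80) or wild-type library 1 (-0.75).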

GO analysis revealed enrichment for genes associated with cell wall organization in both the up- and down-regulated sets of genes and genes linked to DNA integration also enriched in the down-regulated genes (Table 1). 

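The set4Δ effect on 4 wall protein genes differed between air and hypoxia when the 2 log2 fold changes were tested against each other. CWP2 had 0.18 in air and -1.96 in hypoxia, a difference of -2.14 (standard error 0.19, adjusted p = 2.6e-04 from limma fits of the 2 tables). The differences were -1.52 for CCW12 (adjusted p = 3.0e-05 from the same limma fits), -1.50 for SED1 (0.017) and -0.70 for TIP1 (0.0089). TIR2 did not pass this test (adjusted p = 0.48 from the same limma fits). This test, with degrees of freedom after Satterthwaite, took the place of an interaction term over all 12 libraries and was chosen after the form of the files was known.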

Compared with aerobic conditions, this represents an increased number of cell wall organization genes misregulated in the absence of Set4. Interestingly, the down-regulated genes associated with the GO term DNA integration are almost entirely from Ty transposable elements (Table S1). 

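Ty retrotransposon genes were mostly below the wild-type level in hypoxic set4Δ cells without passing the test, and 3 of them were higher. Of 50 Ty genes, limma called 0 lower and 3 higher, and when adjusted over the list alone 5 were lower and 5 higher. The 3 are YJL114W and YJL113W, the overlapping Gag and Gag-Pol frames of 1 element on chromosome X, and YHL009W-B on chromosome VIII. YJL113W had 10241 ± 393 normalized counts in set4Δ cells and 6031 ± 790 in wild-type cells (SD, n = 3 each; log2 fold change 0.77, standard error 0.11, adjusted p = 0.033 from limma). YJL114W had 0.84 and YHL009W-B 0.60. The median log2 fold change of the 50 genes was -0.24 (adjusted p = 1.3e-04 from camera and adjusted p = 0.75 with an estimated correlation). Summed over the family, the values were 112120 ± 13999 in set4Δ and 125550 ± 15608 in wild-type libraries (SD, n = 3 each), and the libraries of the 2 genotypes overlapped. At an unadjusted p of at most 0.05, 15 Ty genes were lower and 5 higher, and the local false discovery rate called 11 lower and 5 higher. With replicate numbers as a block, limma called 15 lower and 5 higher, but the numbers were not shown to pair the cultures. In all 50, most of the sequence occurs elsewhere in the genome, so that reads can be shared between elements. The call of YJL113W was lost without set4Δ libraries 1 (0.78) or 2 (0.80) or wild-type libraries 1 (0.70) or 2 (0.74), that of YJL114W without set4Δ library 1 (0.83) or wild-type library 1 (0.82), and that of YHL009W-B without set4Δ libraries 1 (0.63), 2 (0.62) or 3 (0.56) or wild-type libraries 1 (0.56) or 2 (0.57) and after quantile normalization (0.59).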

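In air, limma called 0 of 49 Ty genes higher and 0 lower in set4Δ cells, also when adjusted over the list alone. At an unadjusted p of at most 0.05, 4 were lower and none was higher, and the local false discovery rate called 7 lower and 2 higher. The median log2 fold change was -0.06, and the summed values were 46127 ± 2047 in set4Δ and 47168 ± 1199 in wild-type libraries (SD, n = 3 each). Hypoxia itself raised many of these genes in wild-type cells, where 29 of 49 were higher than in air and none was lower by limma, with a median log2 fold change of 1.17 (adjusted p = 4.1e-09 from camera and adjusted p = 0.30 with an estimated correlation). In set4Δ cells 23 of 49 were higher in hypoxia and 1 was lower, with a median of 0.85 (adjusted p = 5.6e-07 from camera and adjusted p = 0.37 with an estimated correlation). The set4Δ effect in hypoxia exceeded that in air for YJL114W by 1.12, for YJL113W by 0.77 and for YHL009W-B by 0.72 on the log2 scale (adjusted p = 0.030, 0.016 and 0.035 from limma fits of the 2 tables).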

Given that these are not differentially expressed under aerobic conditions, this indicates enhanced repression of these genes under hypoxia in *set4*Δ cells. In addition, previous work showed differential regulation of ergosterol biosynthetic genes in *set4*Δ mutants grown under hypoxia (Serratore et al, 2018). However, we did not observe enrichment of ergosterol biosynthetic genes within the differentially expressed gene set from our RNA-sequencing experiments (Table S1), nor was a large difference in expression observed in *ERG3* and *ERG11* using qRT-PCR (Fig S2B). It is possible that differences in yeast strains or growth conditions, such as the time in hypoxia, may contribute to this difference in expression patterns.

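Of 26 genes of ergosterol synthesis, 1 was higher and none lower in hypoxic set4Δ cells by limma, also when adjusted over the list alone. This was ERG4, which encodes the last enzyme of the pathway and lies on chromosome VII from 472855 to 474276. It had 8192 ± 727 normalized counts in set4Δ cells and 3219 ± 67.1 in wild-type cells (SD, n = 3 each), a log2 fold change of 1.34 (standard error 0.09, adjusted p = 0.0014 from limma), and kept its call without any 1 library. ERG3 had 22754 ± 484 normalized counts against 17854 ± 430 (SD, n = 3 each; log2 fold change 0.35, standard error 0.10, adjusted p = 0.21 from limma), and ERG11 had 40866 ± 2068 against 32869 ± 3603 (SD, n = 3 each; log2 fold change 0.32, standard error 0.14, adjusted p = 0.40 from limma). Both were higher in every set4Δ library, and ERG3 passed with the deposited p-values of the authors, adjusted over the genes tested here. The list had a median log2 fold change of 0.15 (adjusted p = 3.0e-04 from camera and adjusted p = 0.33 with an estimated correlation), and 5 members were higher and none lower at an unadjusted p of at most 0.05.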

Based on results obtained under aerobic conditions and qRT-PCR experiments performed on telomere genes, we predicted that genes with altered expression in *set4*Δ cells in hypoxia may show subtelomeric enrichment. Indeed, for those genes up-regulated in hypoxic *set4*Δ cells, there was sixfold enrichment for subtelomeric localization compared with expected (*P* = 2.79 × 10^−31^; hypergeometric test; Fig 2F) and almost twofold enrichment for subtelomeric localization for down-regulated genes (*P* = 0.008). These data support our conclusions from the qRT-PCR experiments indicating enhanced expression changes in cell wall organization genes at subtelomeres in *set4*Δ cells under hypoxia and indicate a broad role for Set4 in regulating subtelomeric genes under both normal and stress conditions.

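Of the 48 genes higher in hypoxic set4Δ cells, 16 lie within 40 kb of a chromosome end, and 11 of these are PAU or DAN genes. The other 5 are YMR317W, 13.6 kb from an end, IMA2, an isomaltase gene (log2 fold change 0.62), YJL218W (0.99), YEL067C (0.52) and HPA3, an acetyltransferase gene (0.46), and the last 4 are named after their values were seen. The 16 genes are 3.97 times the number expected from 492 of 5866 genes (p = 8.5e-07, one-sided exact hypergeometric test). Of the 23 lower genes, 2 lie within 40 kb, YFL066C in a repeated end of chromosome VI and the zinc transporter gene ZRT1, a fold enrichment of 1.04 (p = 0.59 from the same exact test). Within 20 kb the fold enrichment of the higher genes was 6.25, and without the PAU, DAN, TIR, COS, Y' helicase, HXT and Ty genes 5 of 33 lay within 40 kb, a fold enrichment of 1.95 (exact p = 0.11). With the same genes left out, 41 of 171 higher genes by the local false discovery rate lay within 40 kb, a fold enrichment of 3.08 (p = 2.7e-11 from the exact hypergeometric test), and 40 of 174 in the authors' own calls, 2.95 (p = 1.9e-10 from the same exact test). All 492 genes near ends had a median log2 fold change of 0.039, against -0.0096 for other genes (adjusted p = 0.018 from camera and adjusted p = 0.33 with an estimated correlation). limma called 16 of them higher and 2 lower, and 32 and 7 when adjusted over the list alone. At the left end of chromosome VII, PAU11 had a log2 fold change of 4.36 and ZRT1 one of -0.63, while COS12 (0.45), YPS5 (0.25) and YGL262W (0.14) did not pass the test. The call of ZRT1 held without set4Δ library 3 and was lost without each other library (-0.58 to -0.70), and that of YFL066C was lost without set4Δ libraries 1 (-1.99) or 2 (-1.68) or wild-type libraries 1 (-1.79) or 2 (-1.67). PAU13 had 29269 ± 11757 normalized counts against 10312 ± 3559 (SD, n = 3 each; log2 fold change 1.49, standard error 0.34, adjusted p = 0.12 from limma), and the low values of PAU21 and PAU22, whose sequence is 100% repeated, gave 2.09 and 0.67 and did not pass. The local false discovery rate called all 3 of these PAU genes higher, and PAU13 and PAU21 also passed with the deposited p-values of the authors, adjusted over the genes tested here. PAU13 and PAU21 passed as well with replicate numbers as a block. By the local false discovery rate, 60 of 201 higher genes lay within 40 kb, a fold enrichment of 3.56. For higher genes, sets without a genotype effect, made from deviations of single libraries from their group means, gave a median of 2.98 and up to 3.65. This split by direction was chosen after the result was seen. For calls in both directions together, these sets gave a median fold enrichment of 2.32, where the real calls gave 2.46. The fold enrichment of the higher genes was 8.52 and 6.90 without set4Δ libraries 1 and 2 and 7.95 without wild-type library 1, and it was 3.38 without set4Δ library 3. That of the lower genes was 0 without set4Δ libraries 1 or 2 or wild-type libraries 1 or 2, 0.745 without set4Δ library 3 and 2.17 without wild-type library 3. From its sequencing and qRT-PCR experiments, the paper concludes that Set4 has a wide role at subtelomeric genes in normal and stressed cells.

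**Figure D3:**
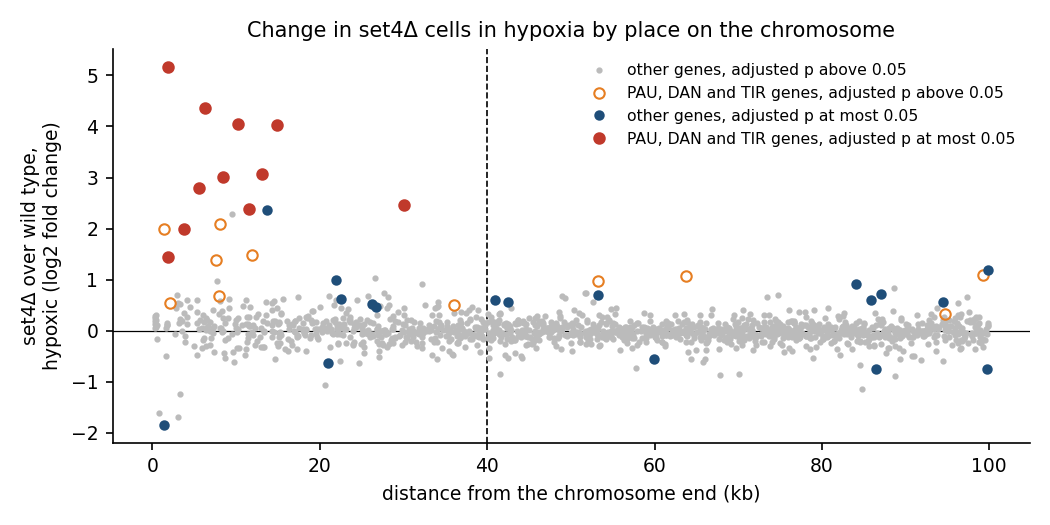
Log2 fold change in hypoxia (set4Δ over wild type) of 1446 genes against the distance of the gene from the nearer chromosome end, up to 100 kb; colours mark called genes and the PAU, DAN and TIR genes, and the dashed line lies at 40 kb. Of the 29 called genes plotted, the 11 that are PAU or DAN genes lie left of the line.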

### Set4 maintains cell wall integrity during hypoxic growth

Our previous work identified a role for Set4 in protecting cells during oxidative stress, likely through the regulation of gene expression. We showed that loss of Set4 increases sensitivity to oxidizing agents such as hydrogen peroxide, and Set4 overexpression increases survival upon hydrogen peroxide treatment (Tran et al, 2018). When growing cells under hypoxic conditions, we observed that *set4*Δ mutants grew more slowly and had smaller colony sizes than wild-type cells (Fig 3A), indicating impaired growth under hypoxia. We hypothesized that the deregulated expression of the *PAU* genes, as well as other hypoxia-induced genes, may lead to disrupted cell wall integrity. We therefore tested the sensitivity of our strains to zymolyase digestion, which targets β-1,3 glucan linkages in the cell wall. As previously shown (Aguilar-Uscanga & François, 2003), yeast grown under hypoxic conditions showed increased resistance to zymolyase compared with aerobic growth (Fig 3B). However, *set4*Δ cells were modestly more sensitive to zymolyase digestion than wild-type cells in hypoxia, further indicating disrupted cell wall integrity.

**Figure 3.**
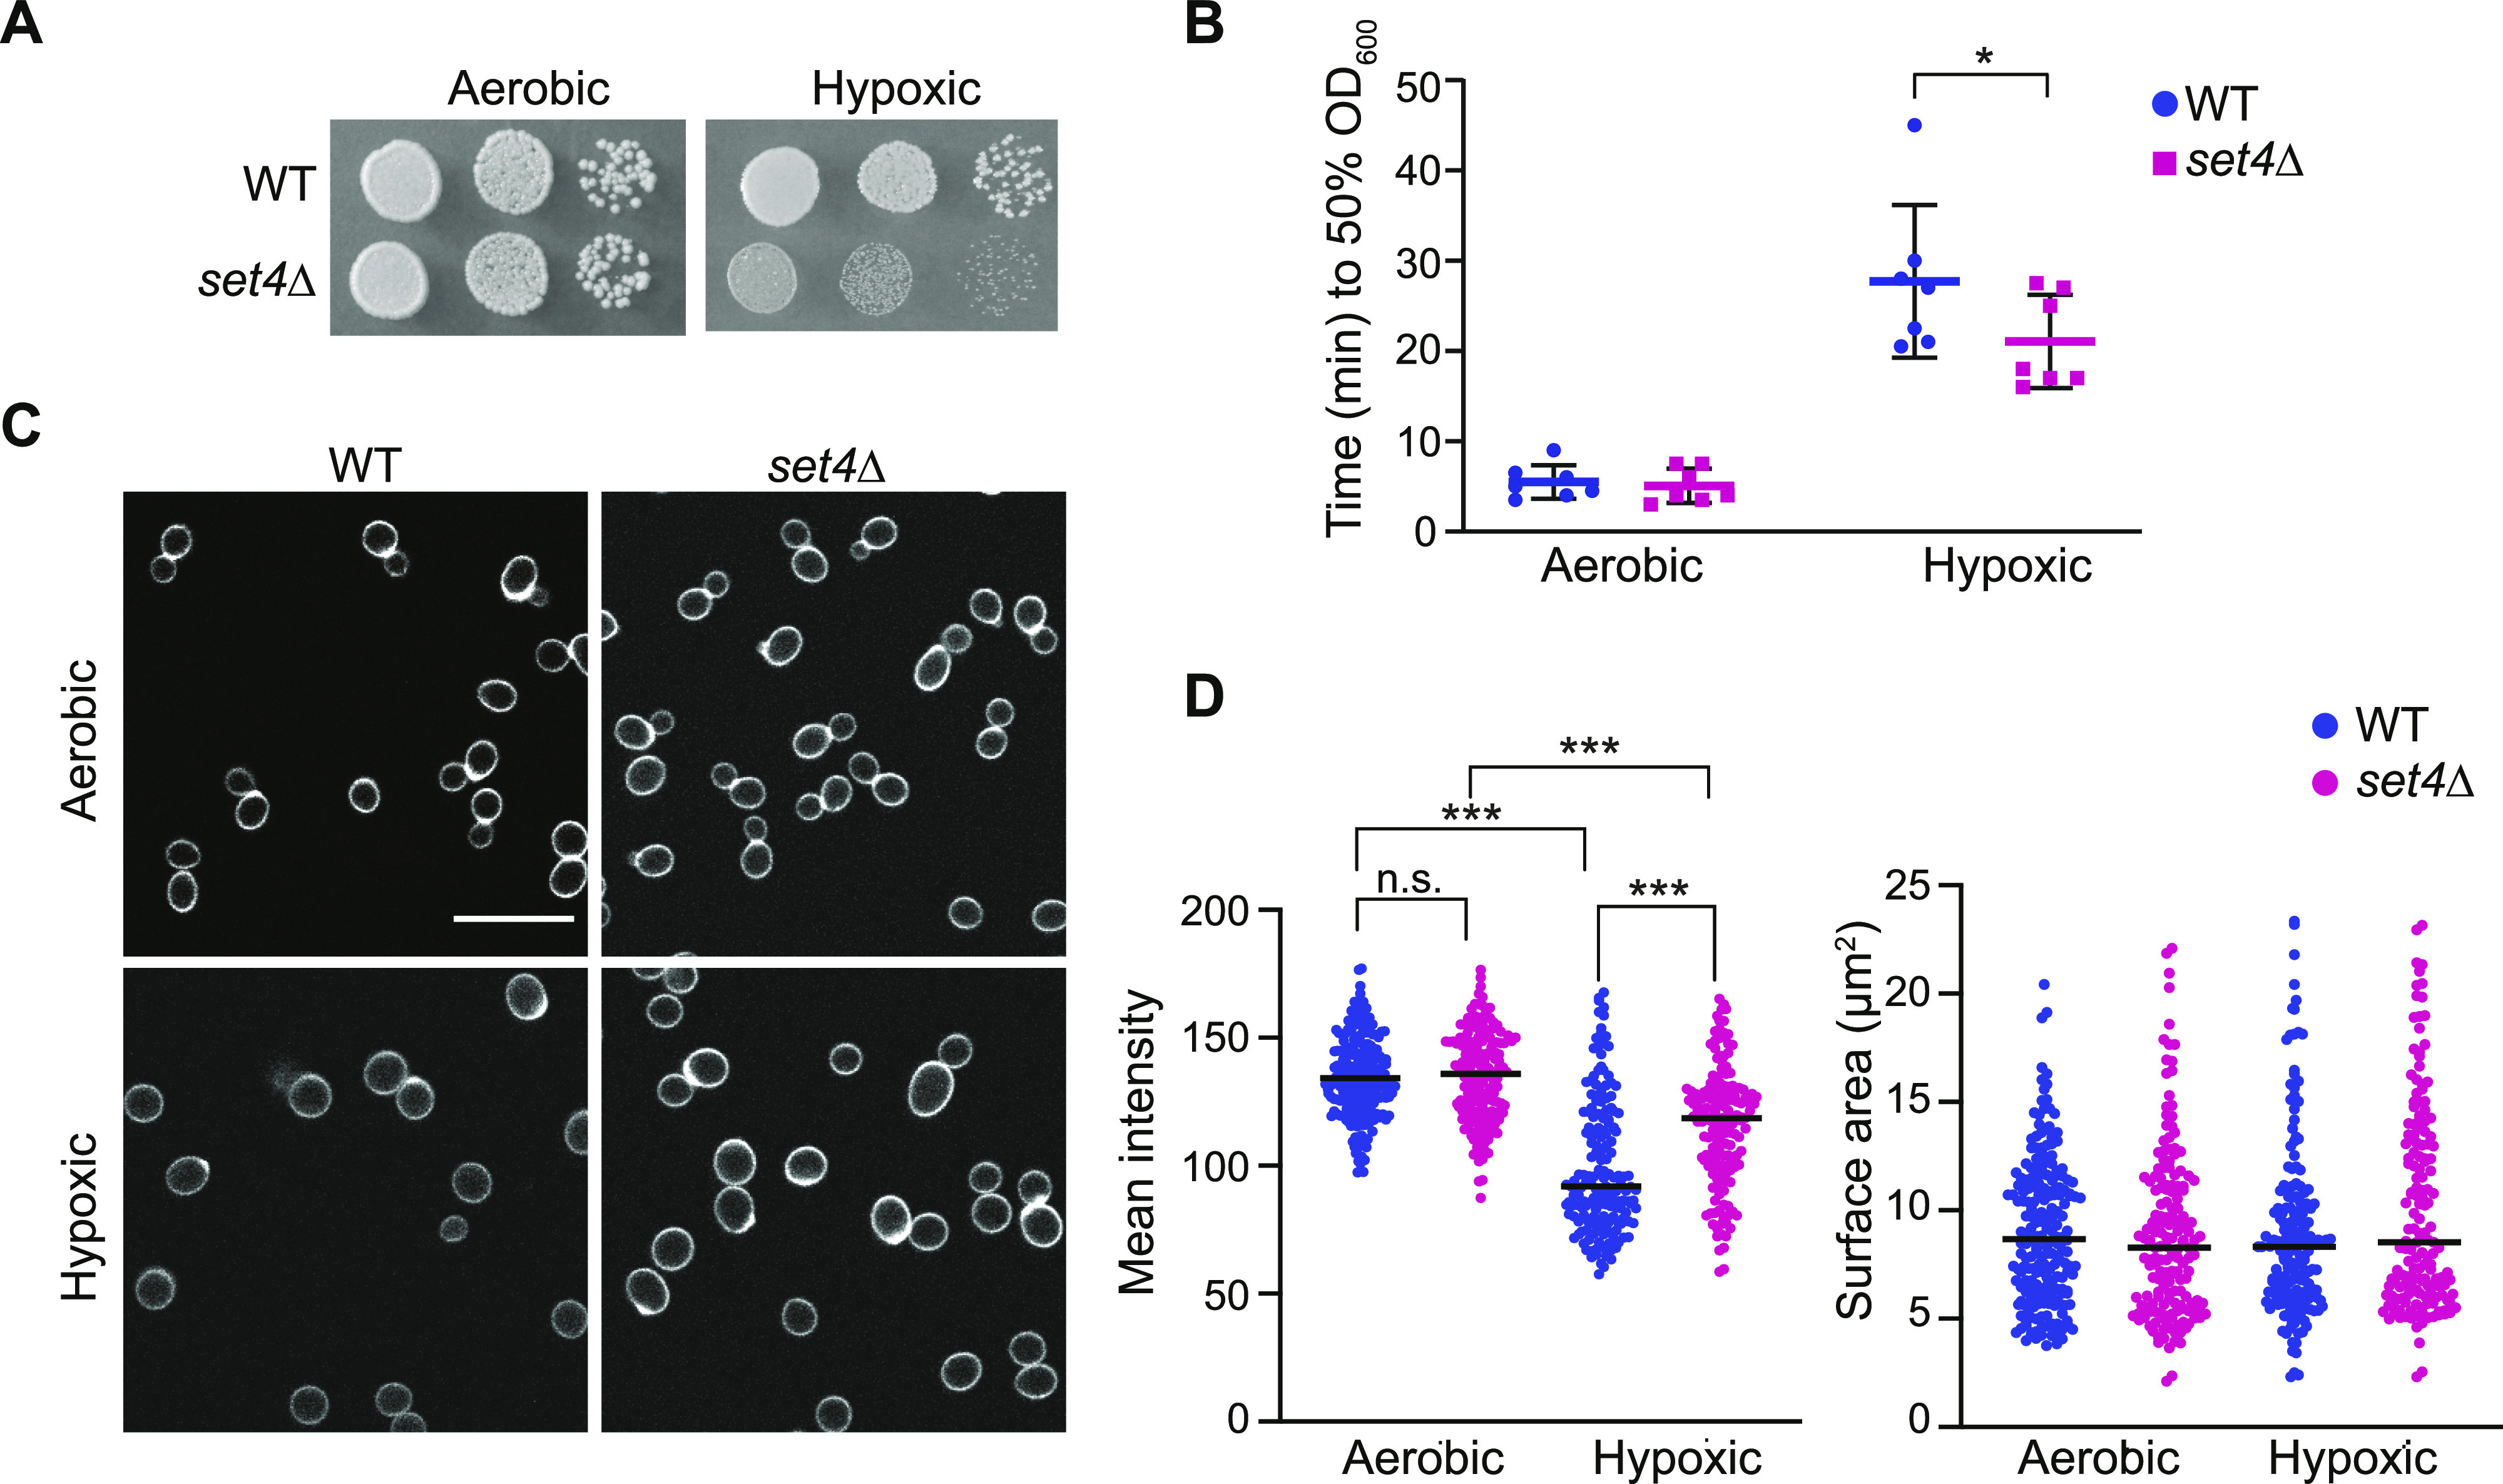
Set4 promotes cell fitness and cell wall integrity in hypoxia. **(A)** Ten-fold serial dilutions of wt (yEG001) and *set4*Δ (yEG322) strains spotted on YPD and grown under aerobic (2 d) or hypoxic (8 d) conditions at 30°C. **(B)** Scatter dot plot of the time elapsed for wt (yEG001) and *set4*Δ (yEG322) cultures grown in either aerobic or hypoxic conditions to reach 50% digestion by zymolyase. Error bars represent SD from seven biological replicates. Asterisk represents *P*-value as calculated by two-way ANOVA and Sidak’s multiple comparisons test (* <0.05). **(C)** Fluorescence microscopy of wt (yEG001) and *set4*Δ (yEG322) cells grown under aerobic or hypoxic conditions and stained with trypan blue. Scale bar is 5 μm. **(D)** Left panel: Quantitation of the mean intensity of the trypan blue staining at the cell perimeter of the images shown in (C). Black line indicates the mean. Measurements were performed for 160–210 cells per genotype and condition. Asterisks represent *P*-value as calculated from a two-way ANOVA with Turkey’s post hoc test (*** ≤ 0.001; n.s., not significant). Right panel: Surface area (μm^2^) of cells displayed and analyzed in (C). No significant differences were found using a two-way ANOVA and Turkey’s post hoc test.

Yeast cell walls show altered thickness and composition in hypoxia (Aguilar-Uscanga & François, 2003), and this can be visualized using trypan blue, which stains yeast glucans and chitin (Liesche et al, 2015). Under aerobic conditions, we observed similar average intensity of trypan blue staining in wild-type and *set4*Δ cells at the cell perimeter (Fig 3C and D). In wild-type cells in hypoxia, chitin composition and cell wall mass decrease, lowering trypan blue staining (Liesche et al, 2015). We observed an expected decrease in trypan blue staining in wild-type cells grown in hypoxia (Fig 3C and D), although staining has a higher mean intensity in *set4*Δ cells in hypoxia. This suggests that the cell wall remodeling typical of hypoxic cells is attenuated in *set4*Δ mutants. Our imaging analysis did not reveal a difference in cell size between the wild type and mutant under the different conditions (Fig 3D). Altogether, the increased zymolyase sensitivity and altered cell wall composition in *set4*Δ cells in hypoxia indicate a disrupted physiological response to stress in these mutants.

### Set4 maintains histone acetylation levels at stress response genes within subtelomeric regions

Our data show deregulation of hypoxia response genes in the absence of Set4, particularly those located within subtelomeric regions and important for cell wall integrity. Multiple histone deacetylases (HDACs) have been shown to control expression of stress response genes within subtelomeric regions and are key regulators of the repressive chromatin environment at subtelomeres (Ai et al, 2002; Sertil et al, 2007; Zhou et al, 2009; Radman-Livaja et al, 2011). Orthologs of Set4 in other organisms and the yeast protein Set3 are known to interact with or otherwise regulate the activity of HDACs in different chromatin contexts (Pijnappel et al, 2001; Rincon-Arano et al, 2012; Yu et al, 2016; Deliu et al, 2018; Tran & Green, 2019b; Wang et al, 2020). Thus, we hypothesized that Set4 may play a similar role at subtelomeric regions in yeast. To investigate this further, we tested the distribution of a series of acetylation marks previously implicated in the regulation of subtelomeric chromatin, including H4K5ac, H4K12ac, H4K16ac, and H3K9ac. We used primer sets that distinguished the repressed, silent chromosome end (*TEL07L*) and an internal site 12 kb from the chromosome end (*TEL07L*_*boundary*_) which marks the approximate boundary with euchromatin that is adjacent to the repressed subtelomeric genes *COS12* and *YGL262W*. We also tested the abundance of these modifications at the *PAU* gene promoters.

In aerobic conditions, we observed lower levels of histone acetylation close to the telomere (*TEL07L* primer set), and increased acetylation levels at more distal regions such as the *TEL07L* boundary region (Fig 4A). This is the expected distribution pattern of histone acetylation at subtelomeres and provides both positive and negative controls for the chromatin immunoprecipitation (chIP). In the absence of Set4, there was relatively little change in the abundance of these marks at any of the regions tested under aerobic growth. However, in hypoxic conditions, we observed increased acetylation, particularly at telomere-distal locations and the promoters of the *PAU* genes (Fig 4B). The largest increase in acetylation was observed for H3K9ac, although H4K16ac and H4K5ac also showed marked increases at subtelomeric regions in *set4*Δ cells. The overall abundance of histone acetyl marks was not changed in *set4*Δ cells, but we did observe a global decrease in H4K16ac in hypoxic conditions compared to aerobic conditions (Fig S3A). These findings demonstrate increased acetylation at multiple histone residues upon loss of Set4 in hypoxic conditions, consistent with our observations of enhanced activation of the *PAU* genes and less repression of other subtelomeric genes (e.g., *COS12* and *YGL262W*) in *set4*Δ cells.

**Figure 4.**
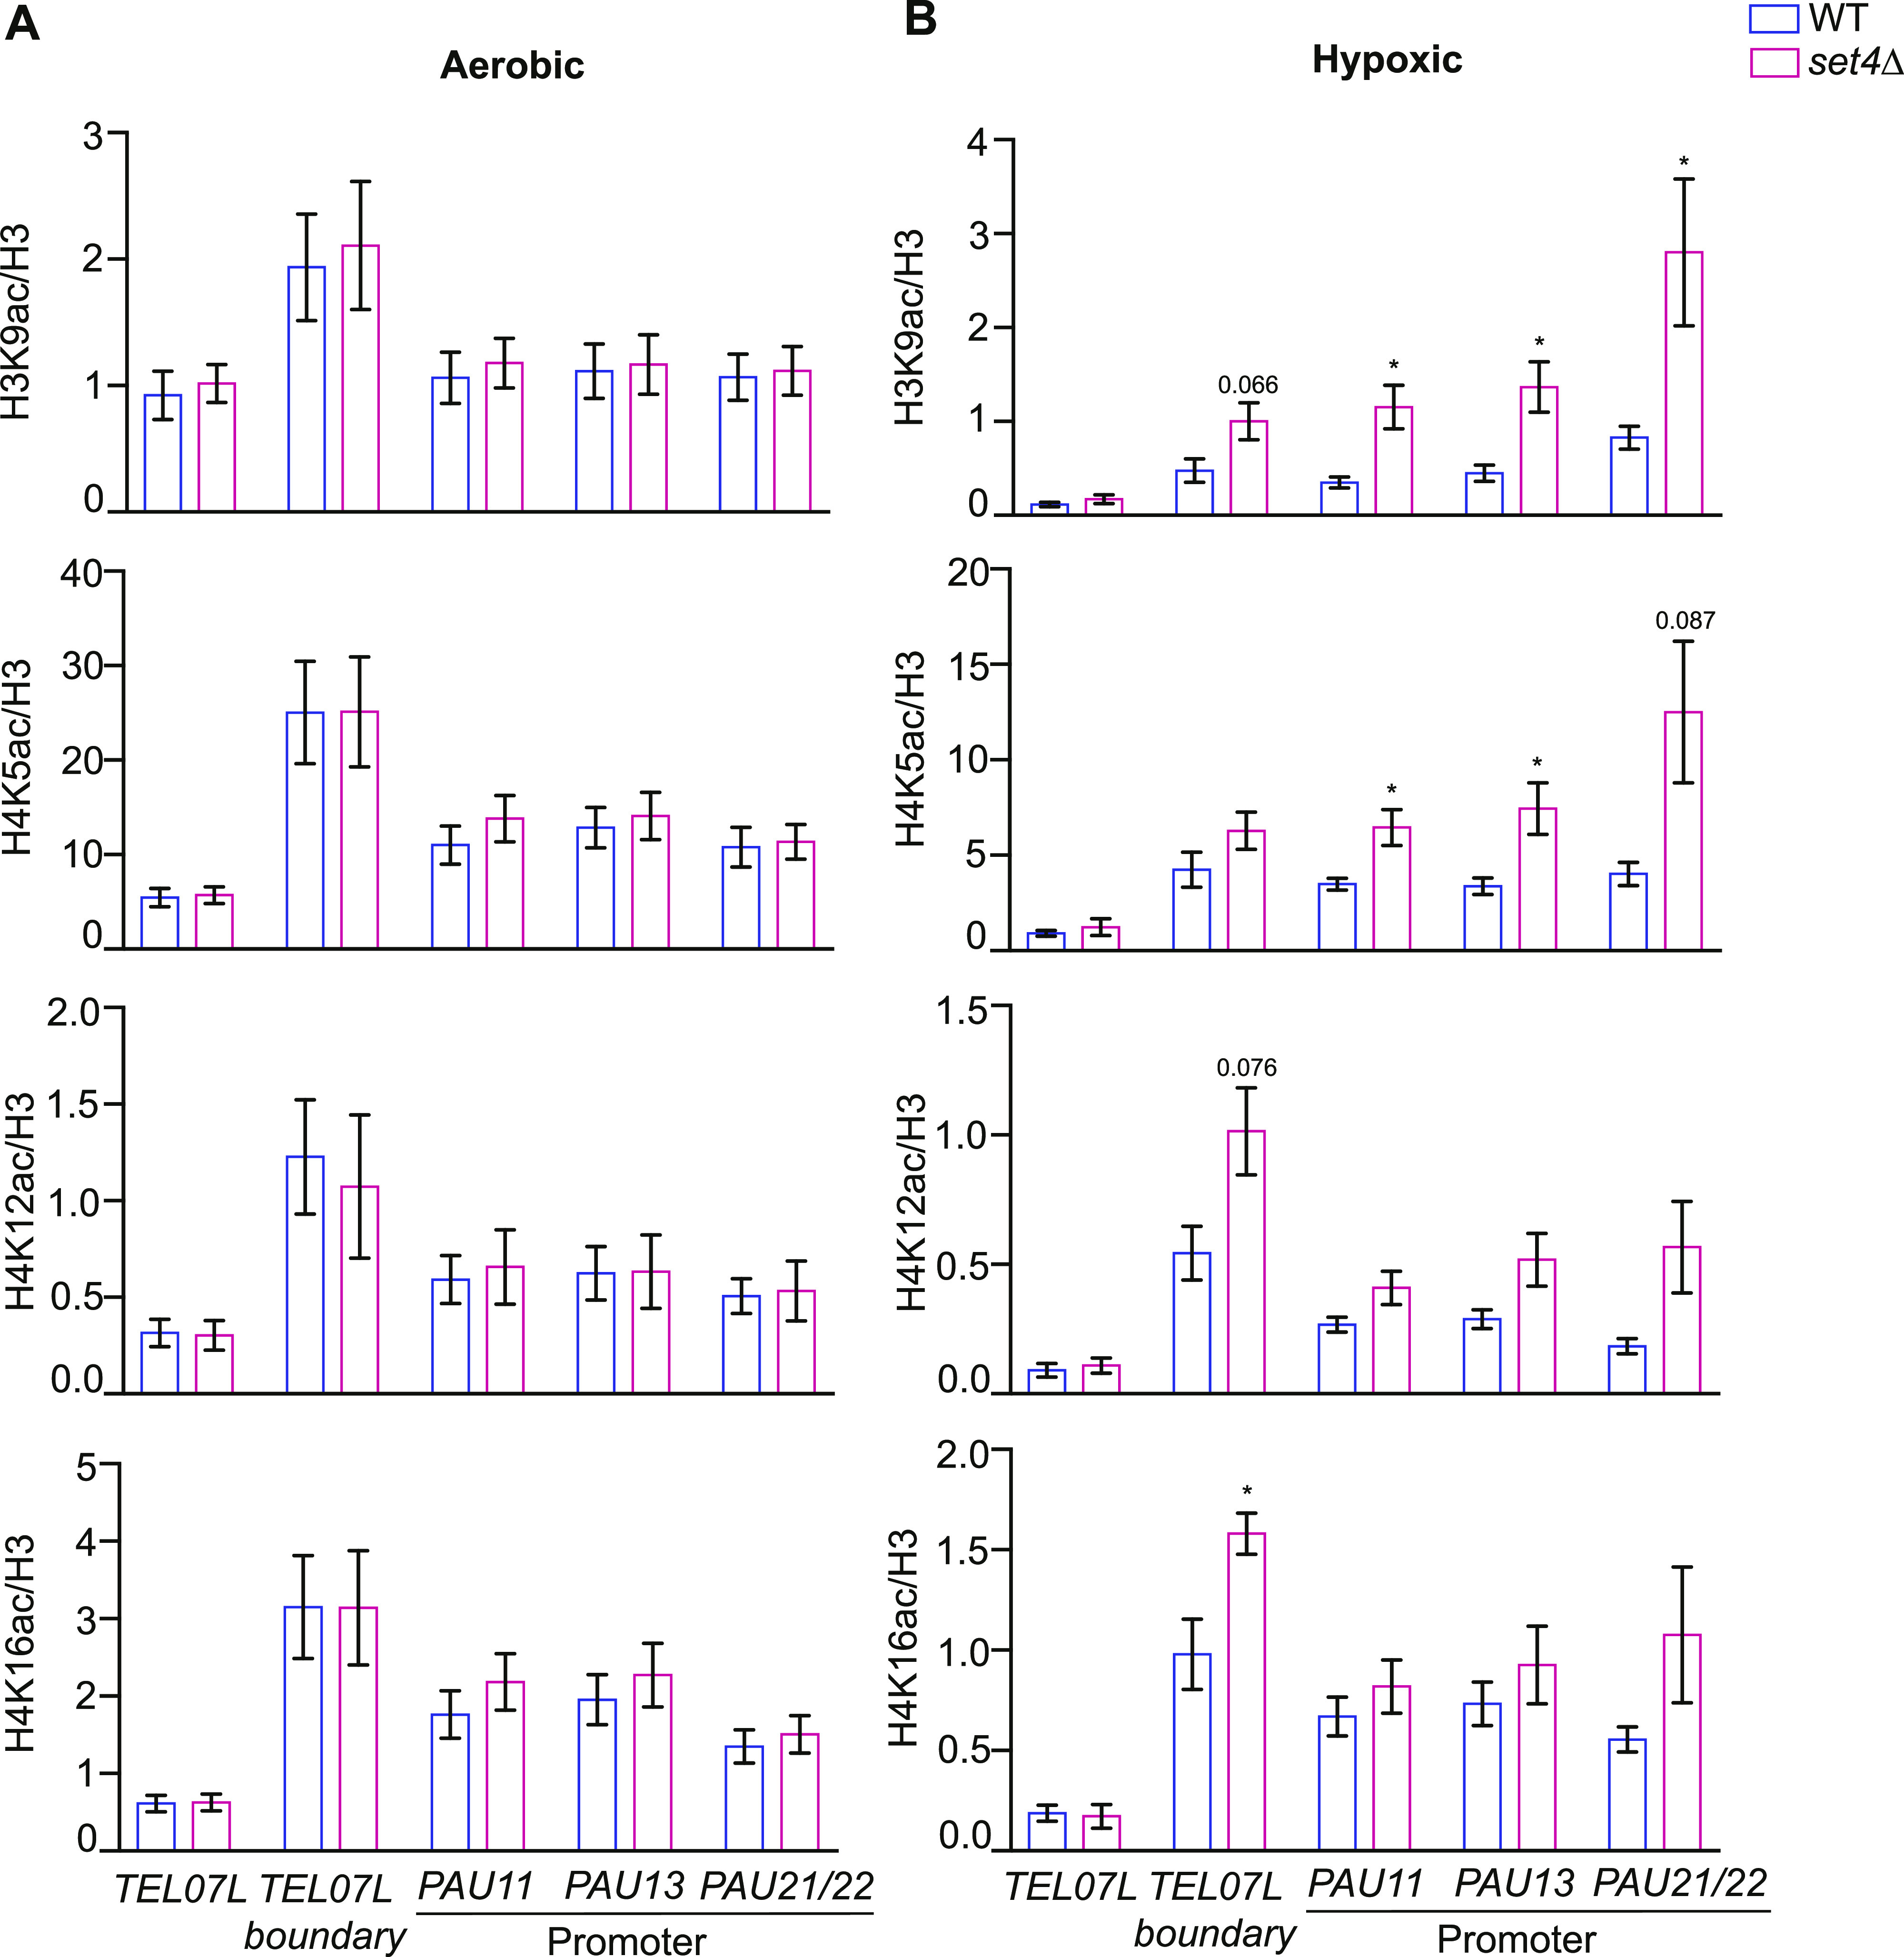
Histone acetylation increases at subtelomeric chromatin in *set4*Δ cells in hypoxia. **(A, B)** chIP of H3K9ac, H4K5ac, H4K12ac, and H4K16ac at subtelomeric regions from wt (yEG001) and *set4*Δ (yEG322) strains grown to mid-log phase in YPD under aerobic (A) or hypoxic (B) conditions. Percent input of each acetyl mark is shown relative to percent input of total H3 levels. A minimum of three biological replicates for histone acetyl mark chIPs and six biological replicates of histone H3 chIP was performed. The histone H3 immunoprecipitation is more efficient and consistent than histone H4, and therefore was used to normalize to total histone levels. For all panels, error bars indicate SEM and asterisks represent *P*-values as calculated by unpaired t tests (* ≤ 0.05). If no asterisk is present, no significant differences were detected.

**Figure S3.**
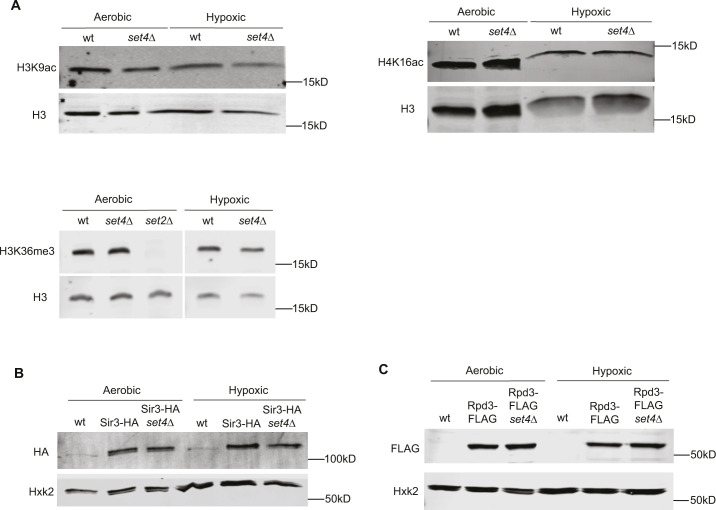
Global acetylation and HDAC levels in wt and *set4*Δ under aerobic and hypoxic conditions. **(A)** Clarified whole cell extract for wt (yEG001) and *set4*Δ (yEG322) strains grown to mid-log phase in YPD under normal and hypoxic conditions. Immunoblots probed with antibodies against H3, H3K9ac, H4K16ac, and H3K36me3. **(B)** Immunoblotting of Sir3-HA from clarified lysates of wt (yEG873) and *set4*Δ (yEG874) cells grown under aerobic and hypoxic conditions. Anti-Hxk2 immunoblot serves as a loading control. **(C)** Immunoblotting of Rpd3-FLAG from clarified lysates of wt (yEG956) and *set4*Δ (yEG1010) cells grown under aerobic and hypoxic conditions.

Methylation of H3K4 by Set1 has also been linked to the regulation of subtelomeric gene expression (Nislow et al, 1997; Santos-Rosa et al, 2004; Margaritis et al, 2012; Jezek & Green, 2019). H3K4me3 is typically enriched at the boundary with euchromatin and is associated with promoters of highly transcribed genes (Kirmizis et al, 2007). chIP within the subtelomere and at *PAU* gene promoters showed no change in H3K4me3 levels in *set4*Δ cells in aerobic or hypoxic conditions (Fig 5A). This suggests that H3K4me3 is not regulated by Set4 at subtelomeric regions, nor does it appear to play a role in the regulation of *PAU* gene expression.

**Figure 5.**
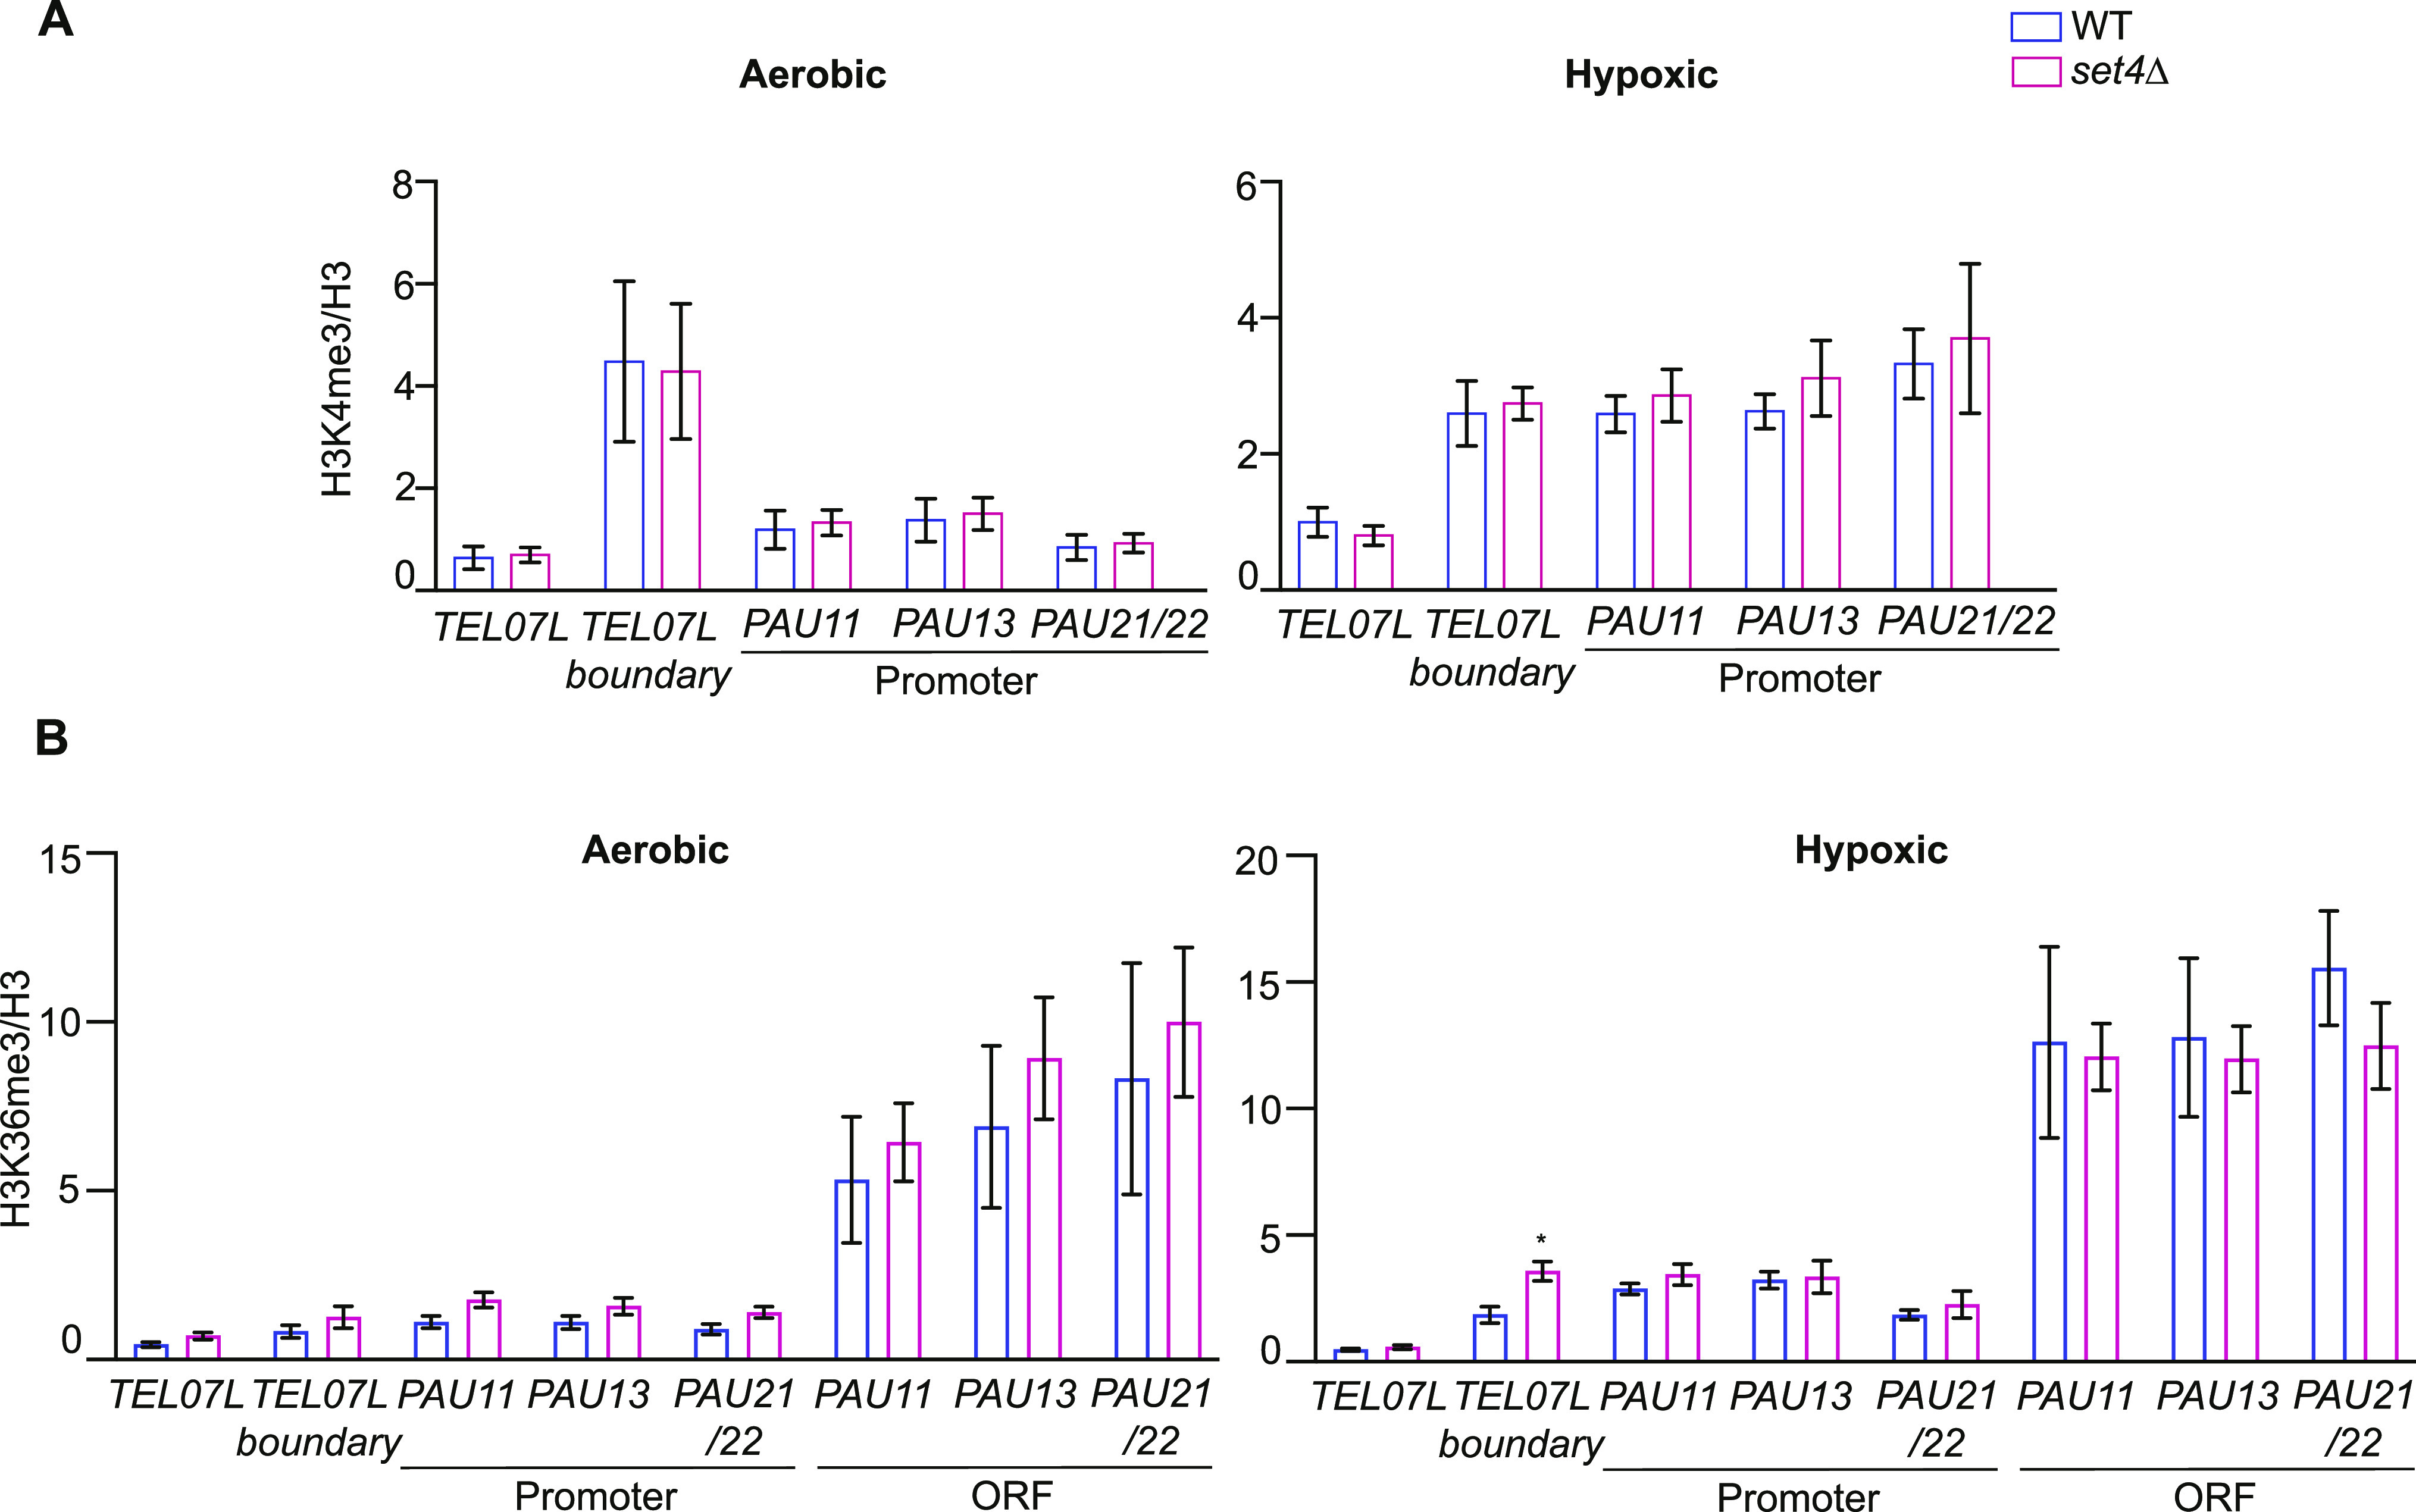
H3K4me3 and H3K36me3 show little change in the absence of Set4 at subtelomeric regions. **(A, B)** chIP of H3K4me3 (A) and H3K36me3 (B) were performed as described and analyzed as presented in Fig 4. Because of the predominant localization of H3K36me3 in coding regions, additional primer sets within PAU gene ORFs were used for this chIP. Error bars indicate SEM and asterisks represent *P*-values as calculated by unpaired t tests (* ≤ 0.05). If no asterisk is present, no significant differences were detected.

We also monitored the distribution of H3K36 methylation at subtelomeric regions and the *PAU* genes using chIP under aerobic and hypoxic conditions. H3K36me3 is linked to transcriptional elongation and the repression of cryptic transcription, particularly from internal promoters (Carrozza et al, 2005; Keogh et al, 2005), and is enriched within the coding regions of genes. We therefore included primer sets that anneal to *PAU* gene ORFs, in addition to promoter sequences, to test changes in H3K36me3 within the gene bodies. As expected, we observed lower levels of H3K36me3 at subtelomeric regions and *PAU* gene promoters, and higher levels within the ORFs (Fig 5B). This pattern was consistent under both aerobic and hypoxic conditions; however, there is an increase in H3K36me3 levels at *PAU* gene ORFs in hypoxia (compare y-axes in Fig 5B), despite no difference in bulk levels of H3K36me3 between the two conditions (Fig S3A). In *set4*Δ cells, we observed almost no change in H3K36me3 levels compared to wild-type (Fig 5B), suggesting that H3K36me3 is not affected by loss of Set4 in the regions tested, nor does it appear to play a major regulatory role in these regions. Consistent with these findings, cells without the H3K36 methyltransferase Set2 showed decreased expression of *PAU* genes under both aerobic and hypoxic conditions (Fig S4) relative to wild type. As H3K36me3 and Set2 are primary repressors of cryptic transcription, these data suggest that the *PAU* genes and the other subtelomeric loci tested are not subject to high levels of cryptic transcription, and therefore Set4 is likely regulating expression through a different mechanism than the repression of cryptic transcripts from the *PAU* loci.

**Figure S4.**
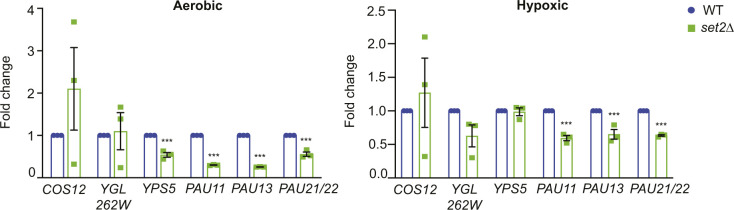
Subtelomeric gene expression in *set2*Δ cells in aerobic and hypoxic conditions. qRT-PCR of subtelomeric genes from wt (yEG001) and *set2*Δ (yEG091) strains grown under aerobic or hypoxic conditions in YPD. Error bars indicate SEM and asterisks represent *P*-values from unpaired t tests (** <0.001). If no asterisks are present, there are no significant differences between strains.

### Disrupted localization of HDACs at subtelomeric regions in *set4*Δ mutants

The HDACs Sir2 and Rpd3 are both known regulators of silent chromatin near telomeres (Zhou et al, 2009; Ehrentraut et al, 2010; Ellahi et al, 2015; Jezek & Green, 2019) and have also been implicated in the regulation of stress response genes, including those induced during hypoxic or anaerobic growth (Ai et al, 2002; Sertil et al, 2007; Radman-Livaja et al, 2011; Tung et al, 2013). These observations, and our findings of altered levels of histone acetylation in the absence of Set4, led us to test the hypothesis that Set4 works with HDACs to maintain telomeric chromatin structure. We investigated the distribution of Rpd3 and the SIR complex in wild-type and *set4*Δ cells under hypoxic conditions. We focused on hypoxia as both the gene expression data and histone modification chIP data suggest a much larger dependence on Set4 in hypoxic than aerobic conditions.

The direct chromatin-interacting component of the SIR complex is Sir3, which serves to recruit the Sir2 HDAC and Sir4 to chromatin (Carmen et al, 2002; Liou et al, 2005; Altaf et al, 2007). We therefore performed chromatin immunoprecipitation of epitope-tagged Sir3 in *set4*Δ cells to assay subtelomeric binding of the SIR complex. We observed the expected occupancy of Sir3-HA primarily near telomeric chromatin at *TEL07L*, as well as secondary localization at the promoters of *PAU* genes, as previously demonstrated in aerobic conditions (Radman-Livaja et al, 2011). In hypoxia, Sir3-HA localization at telomeric chromatin decreased in *set4*Δ cells relative to wild type (Fig 6A), suggesting that Set4 promotes the proper association of the SIR complex with telomeres in these conditions. In agreement with previous findings (Radman-Livaja et al, 2011), we observed more binding of Sir3 to *PAU13* and *PAU11* promoters compared to *PAU21/22* promoters, indicating that *PAU13* and *PAU11* may be more dependent on the SIR complex for maintaining repression. These findings are also consistent with the increase in acetylation in the region observed in hypoxia (Fig 4), including H4K16ac, the primary substrate of Sir2. We did not observe any differences in protein expression levels of Sir3-HA between wild-type and *set4*Δ cells (Fig S3B); however, there is increased chromatin binding by Sir3 in hypoxic cells (Fig S5A, compare y-axes of aerobic and hypoxic graphs). This observation is consistent with the global decrease in H4K16ac levels detected in hypoxia-treated cells (Fig S3A).

**Figure 6.**
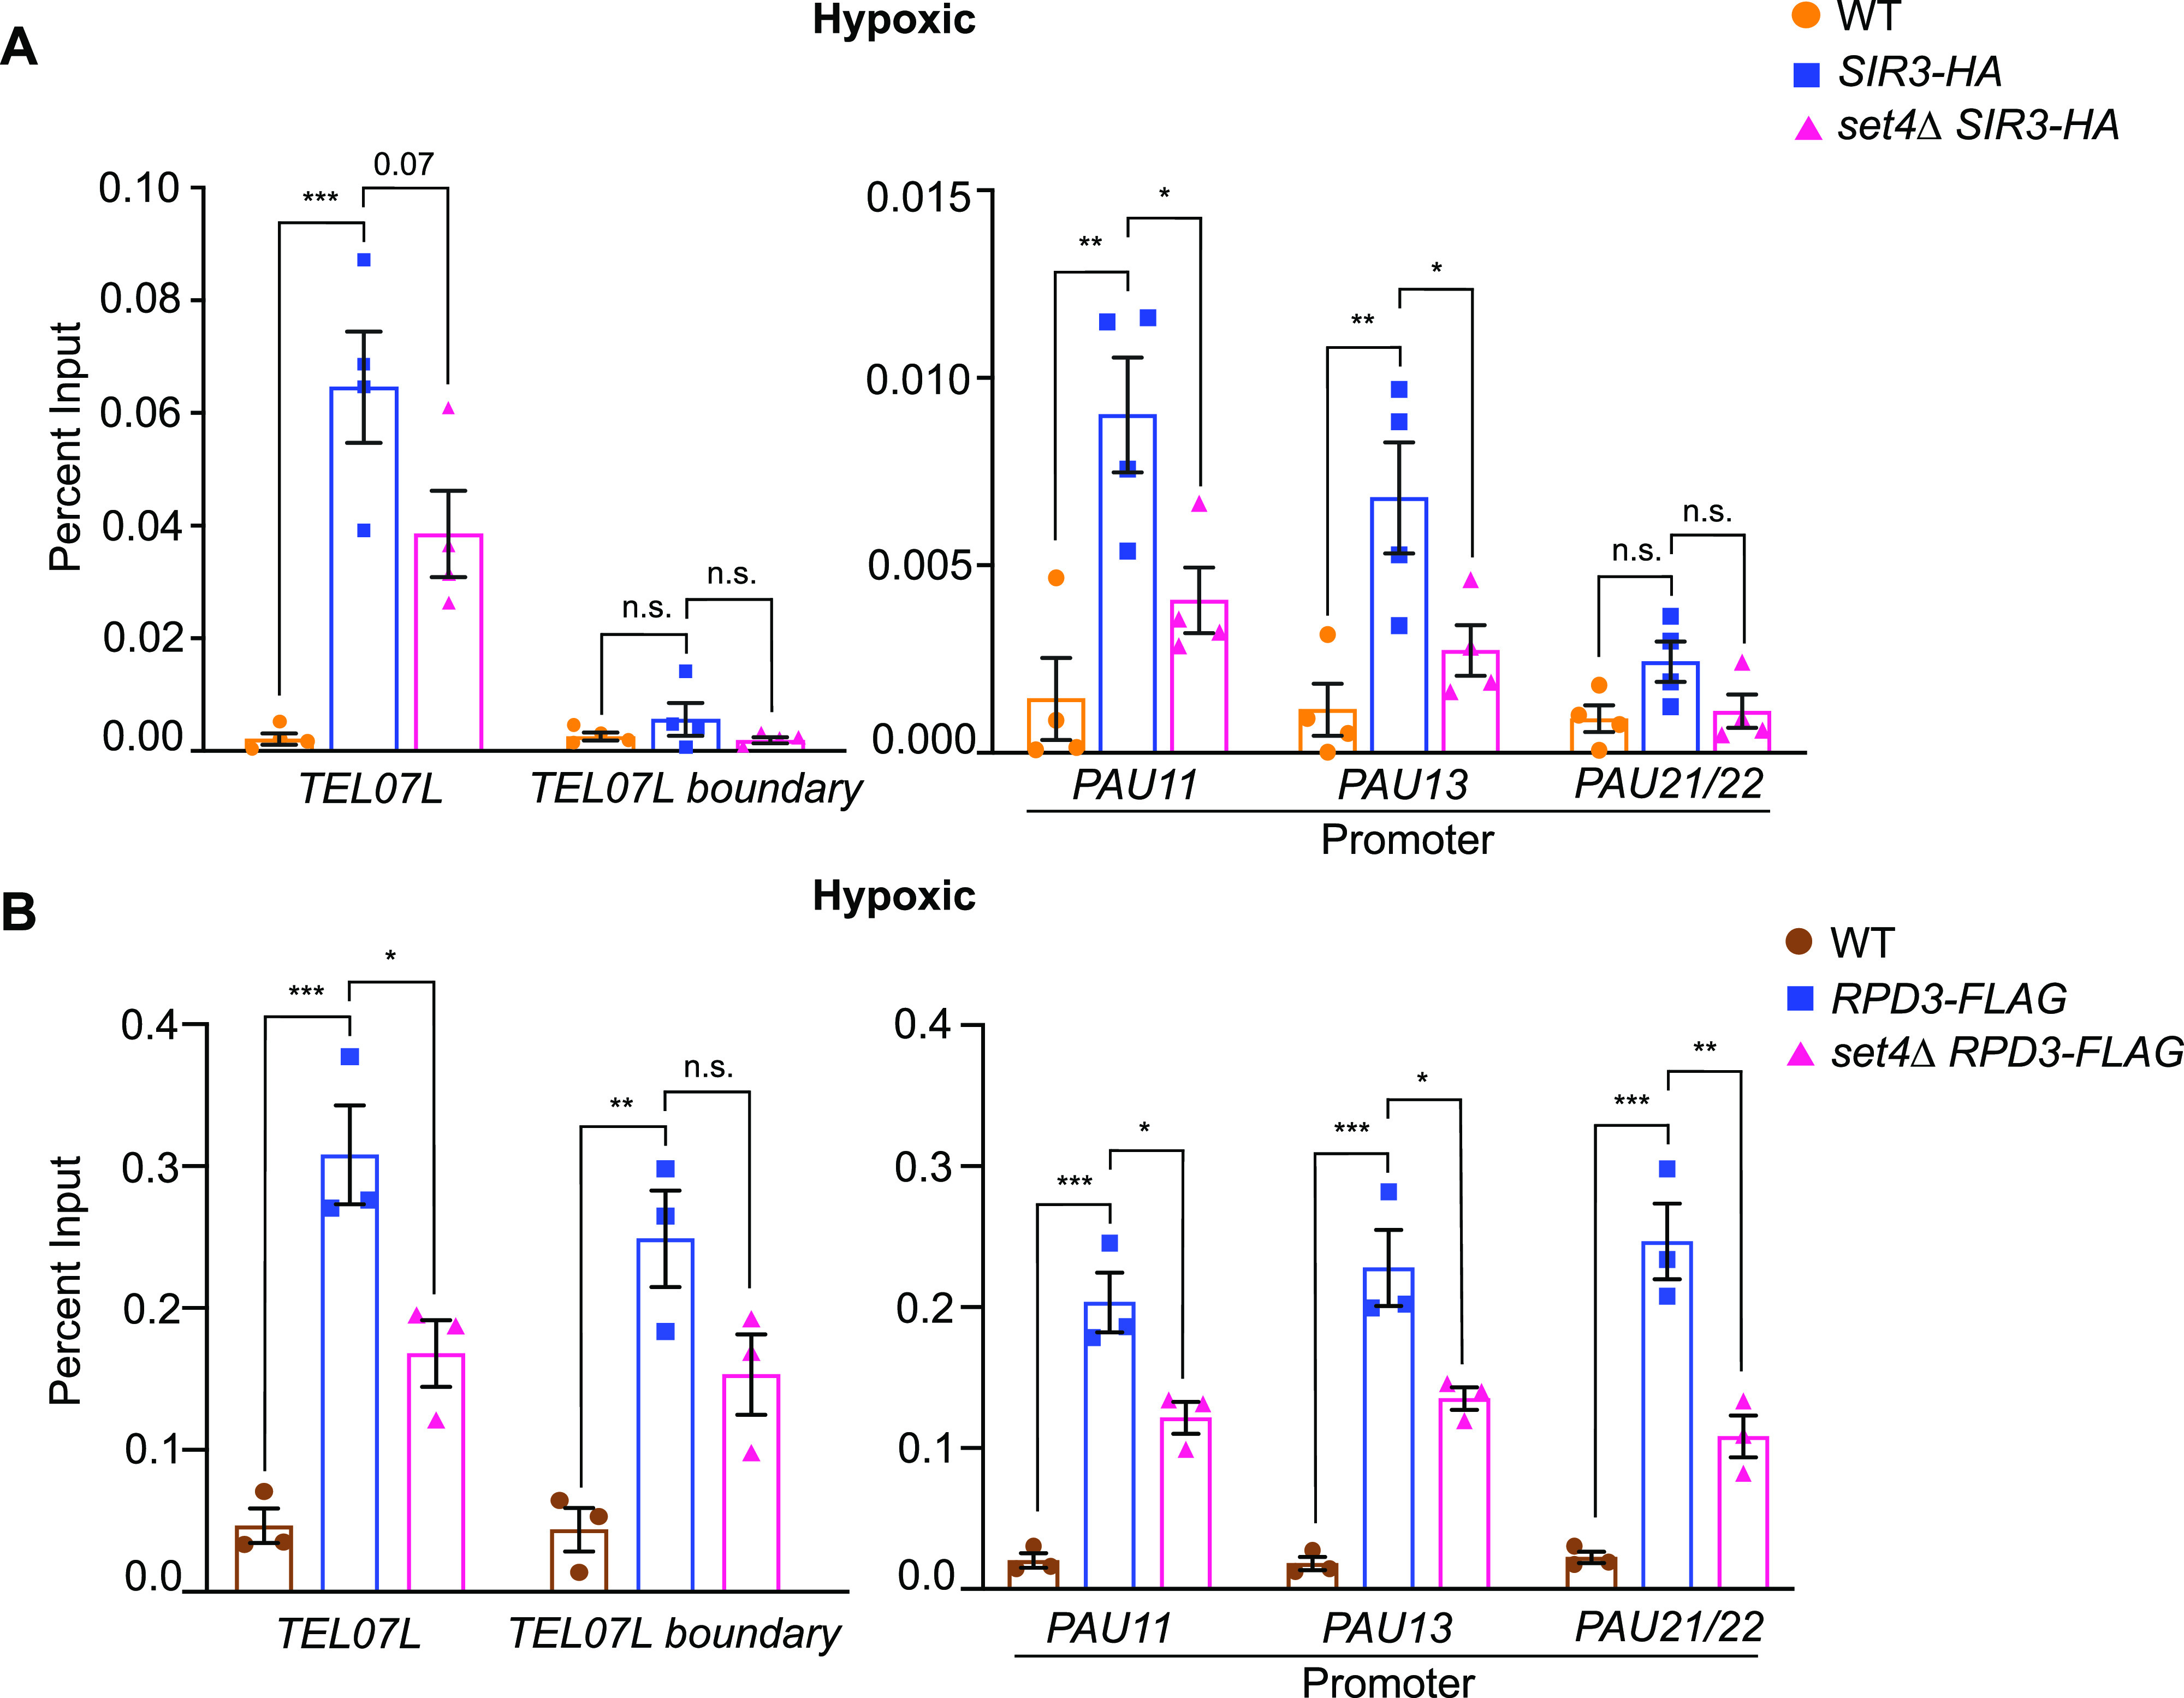
Disrupted HDAC distribution at subtelomeric chromatin in the absence of Set4. **(A)** chIP of wt (yEG001), *SIR3-HA* (yEG873), and *SIR3-HA set4*Δ (yEG874) strains grown to mid-log phase in YPD in hypoxic conditions. **(B)** chIP of wt (yEG001), *RPD3-FLAG* (yEG956) and *RPD3-FLAG set4*Δ (yEG1010) strains grown to mid-log phase in YPD in hypoxic conditions. For both panels, percent input from at least three biological replicates is shown. The error bars indicate SEM and asterisks represent *P*-values as calculated by one-way ANOVA and Tukey’s post hoc test (* ≤ 0.05; **≤ 0.01; *** ≤ 0.001; n.s., not significant).

**Figure S5.**
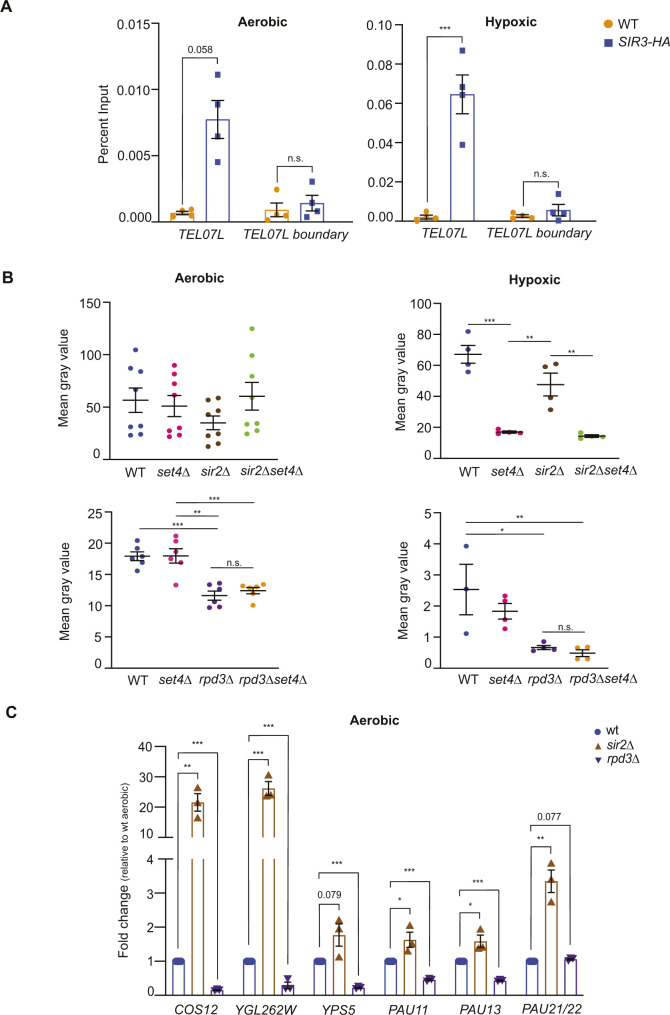
Analysis of *sir2*Δ and *rpd3*Δ single mutants and double mutants with *set4*Δ. **(A)** chIP of wt (yEG001) and *SIR3-HA* (yEG873) strains grown to mid-log phase in YPD in aerobic and hypoxic conditions. Percent input from at least three biological replicates is shown. **(B)** Quantitation of yeast spot assays shown in Fig 7A was performed as described (Petropavlovskiy et al, 2020). The mean gray value taken from the images of plates for at least three biological replicates is shown for each strain and under aerobic or hypoxic conditions. **(C)** qRT-PCR of subtelomeric genes from wt (yEG001), *sir2*Δ (yEG917), and *rpd3*Δ (yEG921) strains grown under aerobic conditions in YPD. For all panels, the error bars indicate SEM and asterisks represent *P*-values as calculated by one way ANOVA and Tukey’s post hoc test (* <0.05, **<0.01, *** <0.001).

We similarly evaluated the distribution of Rpd3-FLAG at subtelomeres in *set4*Δ cells. In hypoxic conditions, Rpd3-FLAG showed decreased binding in the absence of Set4 (Fig 6B) indicating that Set4 promotes the localization of Rpd3-FLAG to subtelomeric regions. There were no changes in total Rpd3-FLAG protein levels in *set4*Δ mutants (Fig S3C). These observations are consistent with increased acetylation within the region in *set4*Δ cells (Fig 4) and the altered gene expression patterns observed in *set4*Δ cells.

To further define the interaction of Set4 with the Sir2 and Rpd3 HDACs in regulating gene expression, we generated double mutant strains carrying *set4*Δ and *rpd3*Δ or *sir2*Δ and monitored gene expression changes and cell growth in hypoxia. Both *set4*Δ and *rpd3*Δ cells showed growth defects in hypoxic conditions compared with aerobic conditions, although there was no clear defect in *sir2*Δ cells and *sir2*Δ *set4*Δ cells grew very similarly to *set4*Δ single mutants (Fig 7A). These data are further quantified in Fig S5B. The loss of Rpd3 resulted in a severe growth defect in hypoxia (Figs 7A and S5B), and *rpd3*Δ *set4*Δ cells grew similarly to *rpd3*Δ single mutants, suggesting that Rpd3 and Set4 may contribute to a shared pathway regulating growth in hypoxia.

**Figure 7.**
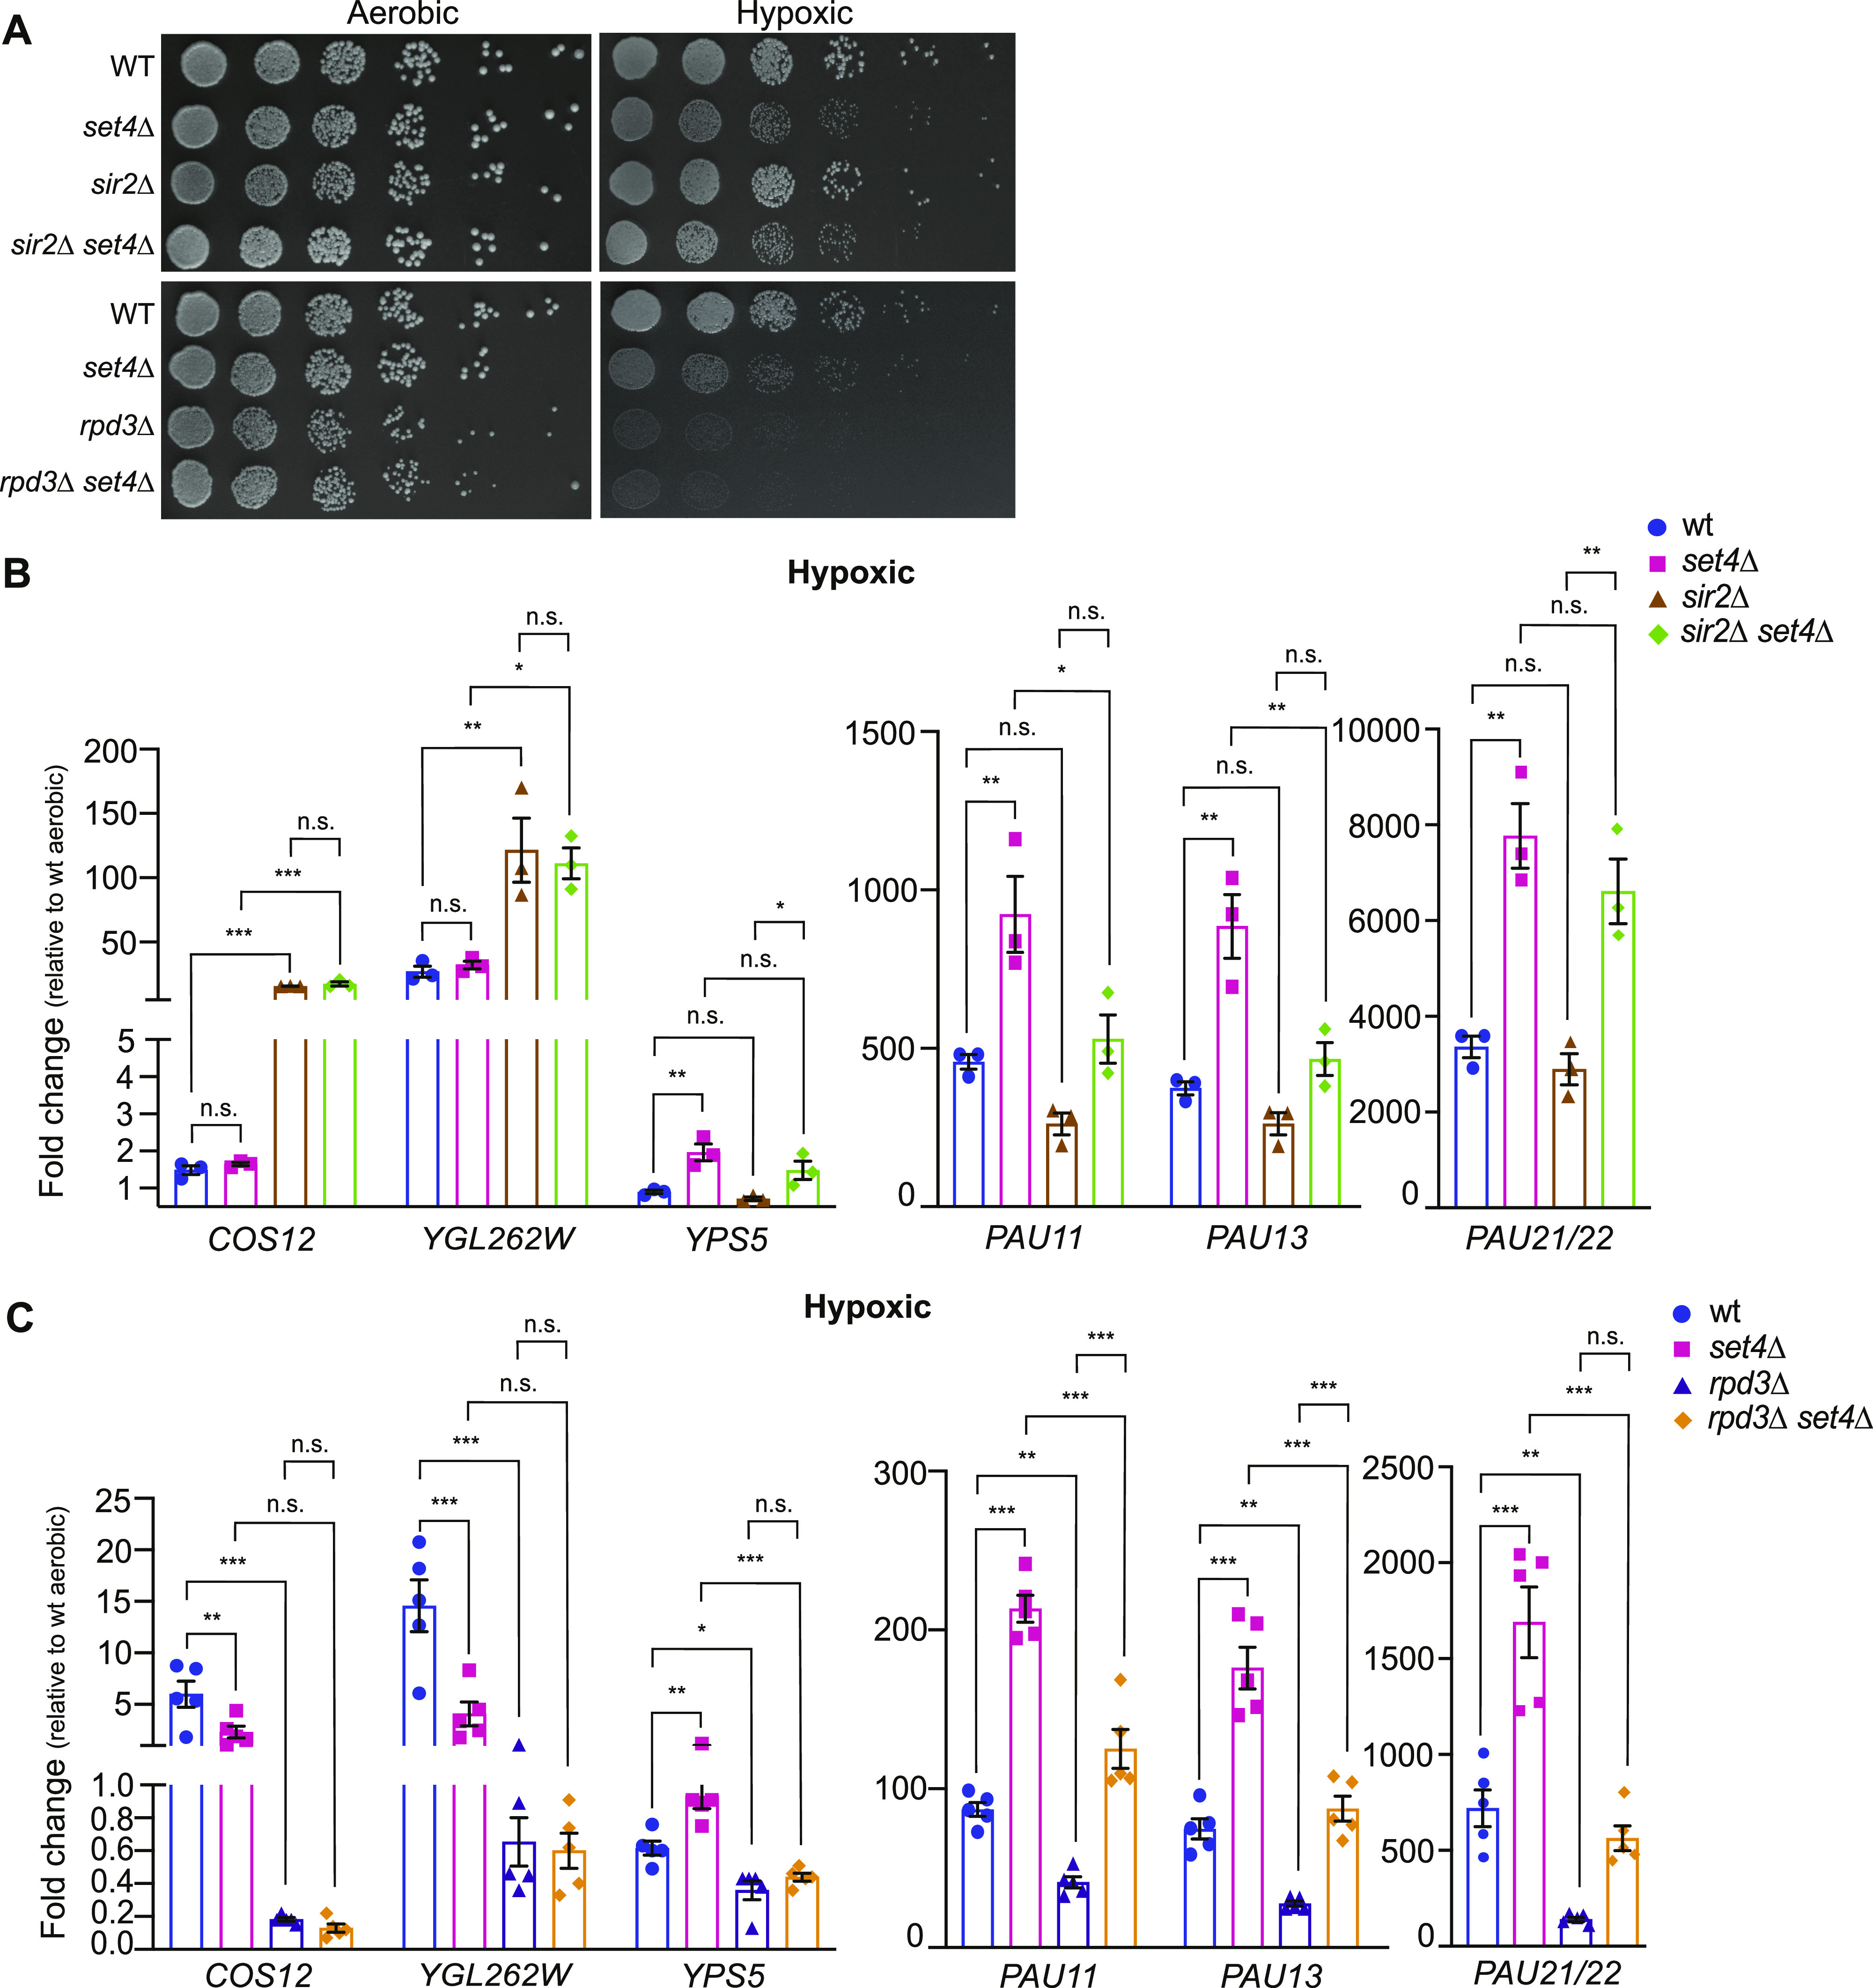
Genetic interactions of Set4 with HDACs Sir2 and Rpd3 in regulating subtelomeric gene expression during stress. **(A)** Ten-fold serial dilutions of wt (yEG001), *set4*Δ (yEG322), *sir2*Δ (yEG917), *sir2*Δ *set4*Δ (yEG997), and wt (yEG919), *set4*Δ (yEG920), *rpd3*Δ (yEG921), *rpd3*Δ *set4*Δ (yEG922) spotted on YPD and grown in aerobic or hypoxic conditions. Images of aerobic plates were taken after 2 d of growth at 30°C and images of hypoxic plates were taken after 8 d of growth. **(B)** qRT-PCR of subtelomeric genes from wt, *set4*Δ, *sir2*Δ, and *set4*Δ *sir2*Δ strains grown under hypoxic conditions in YPD. **(C)** qRT-PCR of subtelomeric genes from wt, *set4*Δ, *rpd3*Δ, and *set4*Δ *rpd3*Δ strains grown under hypoxic conditions in YPD. For all experiments, expression levels were normalized to *TFC1* and fold-change was determined relative to wild-type expression levels in aerobic conditions. Error bars represent SEM from at least three biological replicates. For all panels, asterisks represent *P*-values as calculated by one-way ANOVA and Tukey’s post hoc test (* ≤ 0.05; **≤ 0.01; *** ≤ 0.001; n.s., not significant).

We next evaluated gene expression at subtelomeres in these single and double mutant strains. As expected, we observed de-repression of telomere-adjacent genes in *sir2*Δ cells under aerobic conditions (Fig S5C). In contrast, we observed enhanced repression of telomere-adjacent genes *COS12*, *YGL262W*, and *YPS5*, as well as lower expression of two of three *PAU* genes tested, *PAU11* and *PAU13*, in *rpd3*Δ cells (Fig S5C). These data are consistent with previous reports indicating an anti-silencing function for Rpd3 at subtelomeres (Zhou et al, 2009).

In *sir2*Δ cells grown in hypoxic conditions, *COS12* and *YGL262W* were de-repressed, as expected (Fig 7B). Similar expression was observed in the *sir2*Δ *set4*Δ mutants, indicating that expression levels of these genes are largely regulated by the SIR complex in hypoxia. However, we observed a different expression pattern of genes that show enhanced activation in *set4*Δ cells in hypoxia, including *YPS5* and the *PAU* genes. These genes showed increased repression in *sir2*Δ cells compared with wild-type in hypoxia; however, this repression was alleviated in the *sir2*Δ *set4*Δ double mutants. *PAU11* and *PAU13* were expressed at a similar level in the double mutant as wild-type cells, whereas *PAU21/22* and *YPS5* showed slightly higher expression than in wild type. These data indicate an antagonistic function of the SIR complex and Set4 in balancing the expression of hypoxia-induced genes.

We also investigated changes in gene expression in the *rpd3*Δ *set4*Δ strain under hypoxic conditions. Rpd3 has been directly implicated in regulating the expression of genes induced during anaerobic growth (Sertil et al, 2007). In the absence of Rpd3, repression of the subtelomeric genes remained largely intact compared with the induction observed in wild-type and *set4*Δ cells in hypoxic conditions. However, in the *rpd3*Δ *set4*Δ cells, repression of the *PAU* genes was relieved and induction closer to wild-type expression levels was observed (Fig 7C). The telomere-adjacent genes *COS12* and *YGL262W* showed similar expression levels in *rpd3*Δ and *rpd3*Δ *set4*Δ cells, indicating that loss of Set4 was not sufficient to overcome repression of these genes in the absence of Rpd3. These data suggest that, similar to its interaction with the SIR complex, Set4 counterbalances Rpd3 function in regulating expression of the *PAU* genes (and likely other genes induced in limiting oxygen). However, this is a gene-specific interaction, as Set4 and Rpd3 appear to function independently at other telomere adjacent genes such as *COS12*, *YGL262W*, and *YPS5*.

### The transcription factor Upc2 is required for increased activation of *PAU* genes in *set4*Δ cells

The primary transcription factor known to activate *PAU* gene expression in hypoxia is Upc2, which binds specific sequence elements upstream of most of the *PAU* genes (Hickman et al, 2011). Previous work showed that Set4 antagonizes Upc2 in regulating the expression of ergosterol biosynthetic genes in hypoxia (Serratore et al, 2018). To investigate the interaction of Set4 and Upc2 in *PAU* gene regulation, we generated *upc2*Δ and *upc2*Δ *set4*Δ yeast strains and tested expression of *PAU* genes and other subtelomeric loci in hypoxia. We observed a clear requirement for Upc2 in activating expression of the *PAU* genes in hypoxia, as almost no *PAU* expression was found in *upc2*Δ cells (Fig 8). In *upc2*Δ *set4*Δ cells, there was also no induction of *PAU* gene expression. This suggests that the enhanced activation of *PAU* genes in *set4*Δ cells depends on the presence of Upc2. In addition, we noted that the other, non-*PAU* subtelomeric genes showed expression levels similar to wild-type in the *upc2*Δ *set4*Δ cells. This suggests that changes in subtelomeric chromatin in *set4*Δ cells that influence expression of *COS12*, *YGL262W*, and *YPS5* may also depend on Upc2 or the activation of neighboring *PAU* gene transcription.

**Figure 8.**
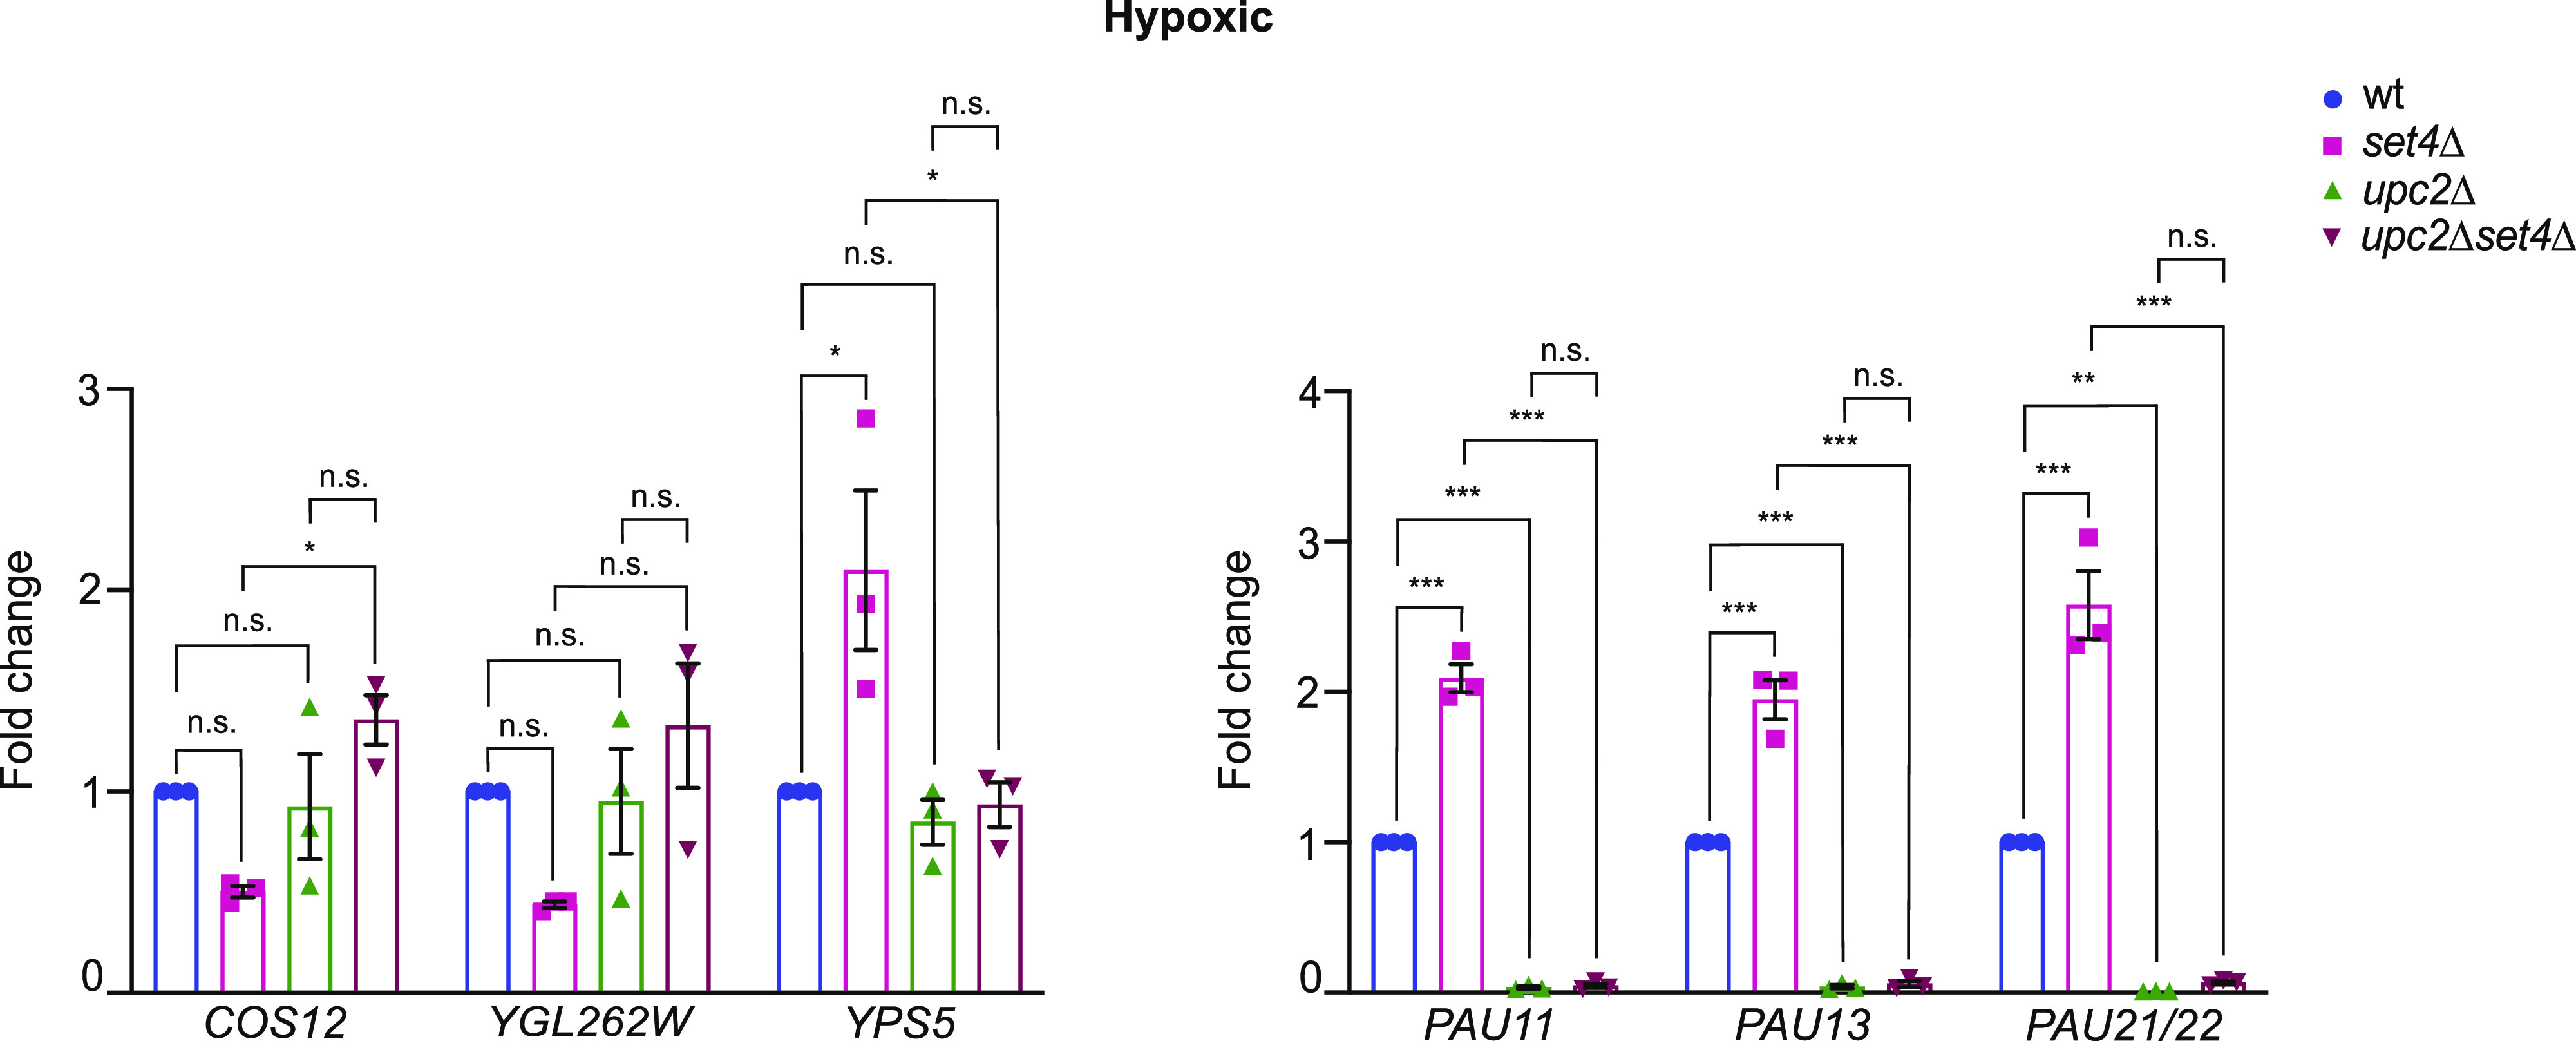
Upc2 is required for enhanced activation of *PAU* genes in the absence of Set4. qRT-PCR of subtelomeric genes from wt, *set4*Δ, *upc2*Δ, and *set4*Δ *upc2*Δ strains grown under hypoxic conditions in YPD. Expression levels were normalized to *TFC1* and fold-change was determined relative to wild-type expression levels in hypoxic conditions. Error bars represent SEM from three biological replicates. Asterisks represent *P*-values as calculated by one-way ANOVA and Tukey’s post hoc test (* ≤ 0.05; **≤ 0.01; *** ≤ 0.001; n.s., not significant).

### Set4 localizes to subtelomeric chromatin in hypoxia

Previous work from our laboratory showed that Set4 is a chromatin-associated protein and localizes to the promoters of genes that are induced during oxidative stress, particularly in the presence of stress (Tran et al, 2018). Another report has also shown that Set4 localizes to promoters of ergosterol biosynthetic genes during hypoxia (Serratore et al, 2018). To investigate the localization of Set4 at subtelomeres and whether the changes in subtelomeric gene expression and acetylation levels are due to local occupancy by Set4, we performed chIP under both aerobic and hypoxic conditions using a strain expressing N-terminally FLAG-tagged Set4 from its endogenous locus and monitored binding to *TEL07L* and *TEL07L*_*boundary*_ regions and the promoters of *PAU* genes. In aerobic conditions, we did not detect significant association of Set4 at any of these regions (Fig S6). However, under hypoxia, we observed binding of Set4 to a region near *TEL07L* as well as the promoters of the *PAU* genes (Fig 9). This binding was enhanced relative to negative control regions, *CENXV* and the gene *PRP8*, which showed no change in gene expression in *set4*Δ cells (Table S1). In addition, we also tested the promoters of other non-telomeric genes known to be regulated by Set4 during stress (*CTT1*, *PNC1*, *ERG3*, and *ERG11*) (Serratore et al, 2018; Tran et al, 2018). 

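PRP8, which encodes a splicing factor and lies on chromosome VIII from 429707 to 436948, did not differ between the genotypes by the test in either condition. In air it had 8696 ± 218 normalized counts in set4Δ cells and 9006 ± 108 in wild-type cells (SD, n = 3 each), a log2 fold change of -0.05 (standard error 0.05, adjusted p = 0.99 from limma). In hypoxia it had 6429 ± 402 against 6260 ± 190 (SD, n = 3 each), a log2 fold change of 0.04 (standard error 0.09, adjusted p = 0.91 from limma). In hypoxia CTT1 and PNC1, genes of oxidative stress defence and NAD+ salvage, had log2 fold changes of -0.31 (adjusted p = 0.75 from limma) and 0.20 (adjusted p = 0.78 from limma), and in air 0.04 and 0.07.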

Set4 localized to the promoters of *CTT1* and *PNC1*, as expected based on our previous findings (Tran et al, 2018), and was highly enriched at *ERG3* and *ERG11* gene promoter (Fig 9). These results are consistent with a previous report showing binding to *ERG3* and *ERG11* promoters in hypoxia (Serratore et al, 2018); however, we did not observe these to be major sites of gene regulation by Set4 under similar conditions (Fig S2B).

**Figure S6.**
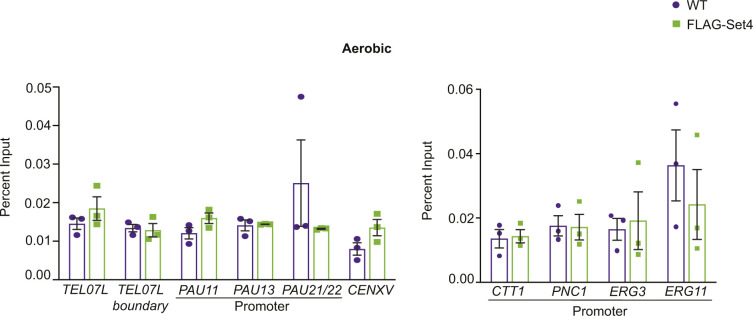
Set4 is not detectable at subtelomeric regions or stress response promoters under aerobic conditions. chIP of FLAG-Set4 from cells grown under aerobic conditions. Percent input from three biological replicates is shown. Error bars represent SEM and no significant differences were detected using an unpaired *t* test.

**Figure 9.**
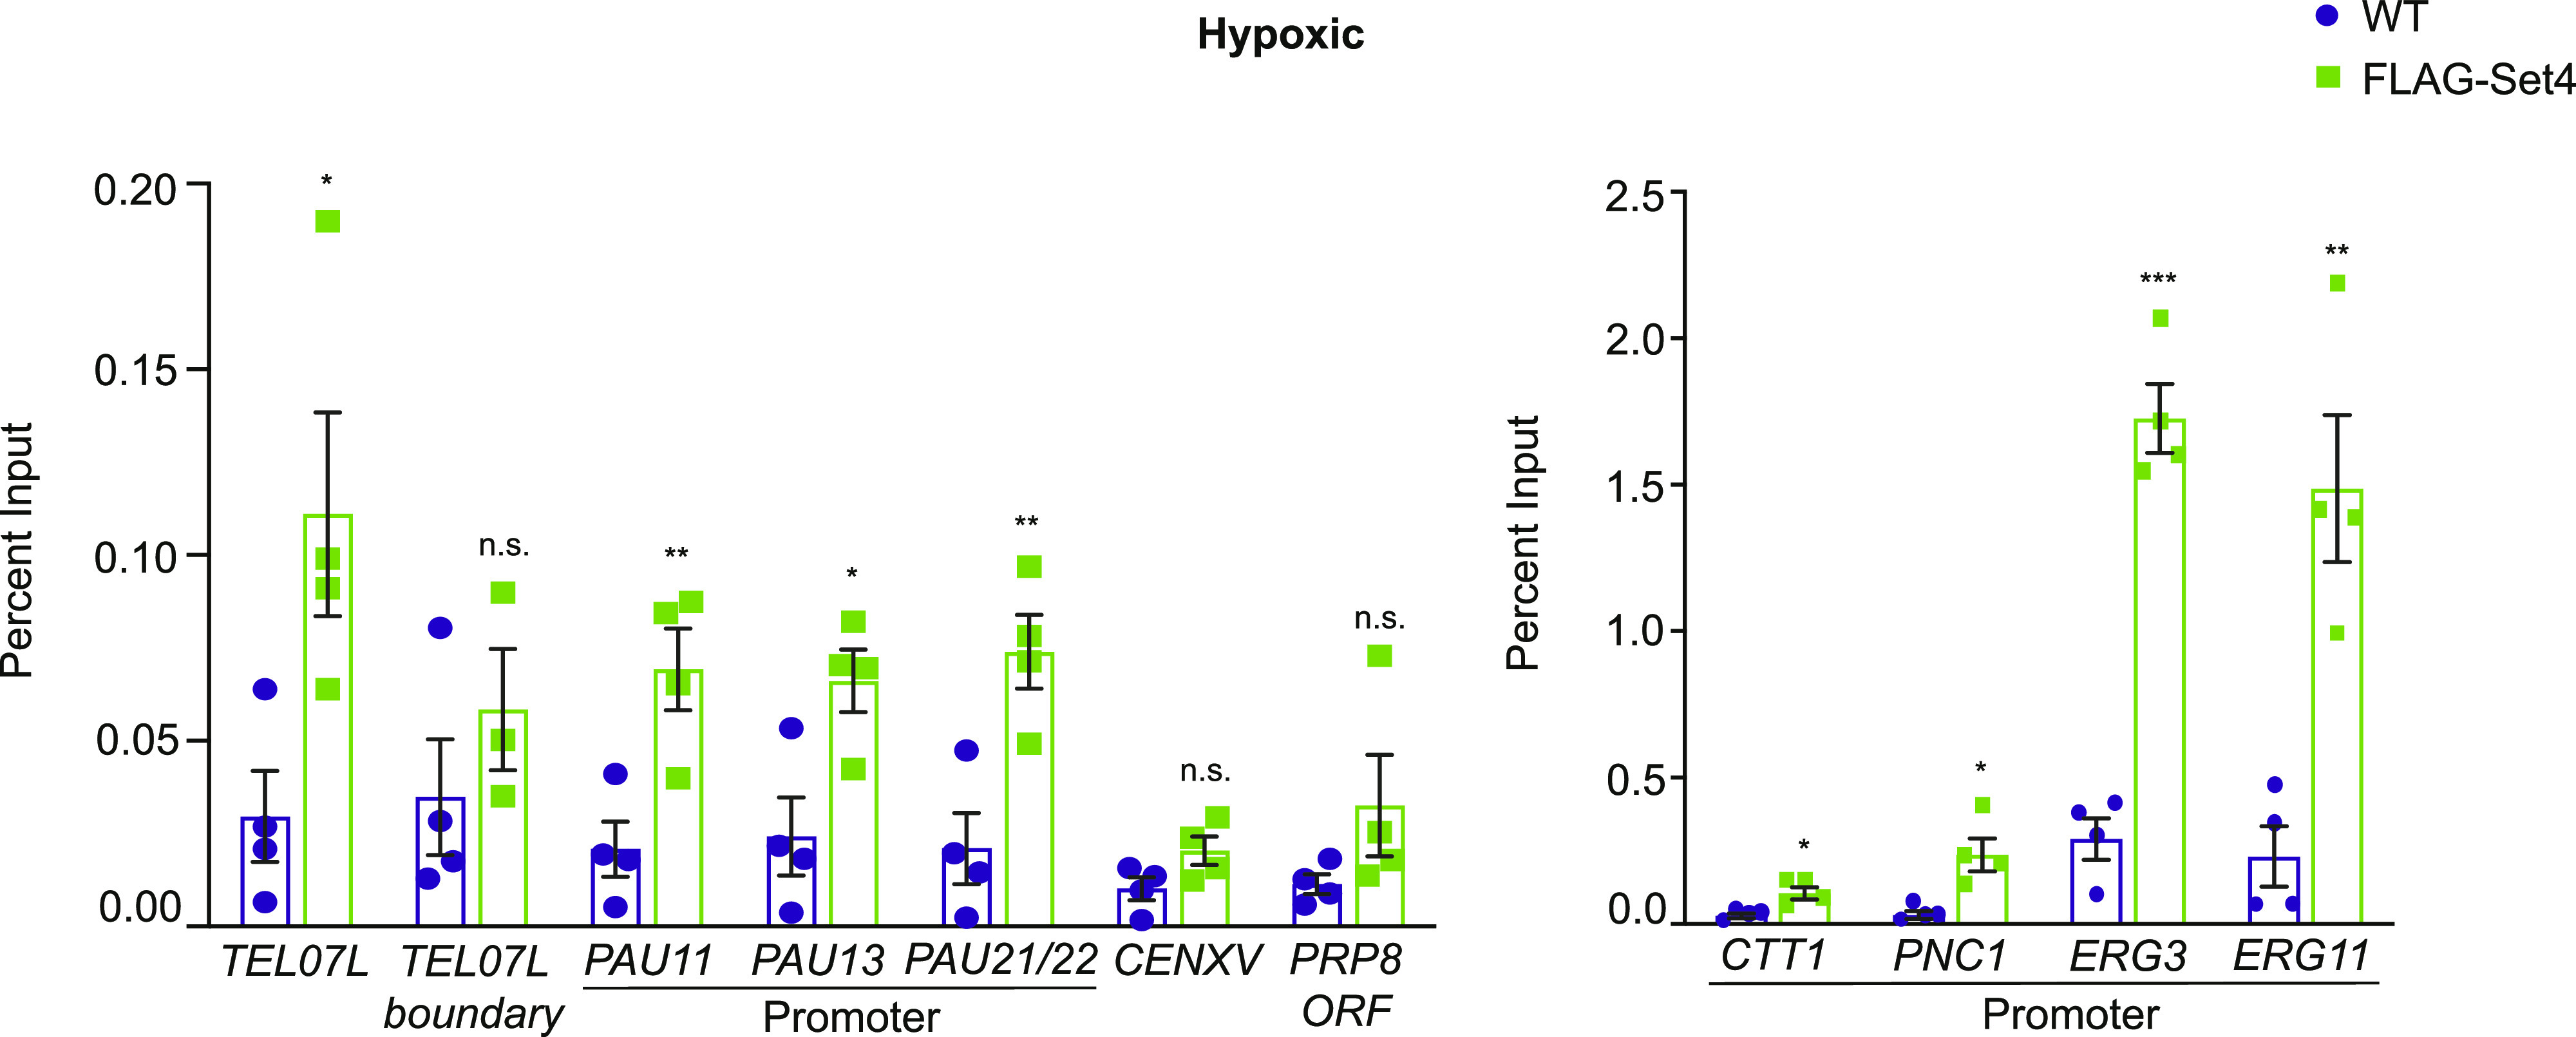
Set4 localizes to subtelomeric chromatin during stress. chIP of FLAG-Set4 from cells grown under hypoxic conditions. Percent input from three biological replicates is shown. Left graph shows regions tested in Figs 4 and 6 for histone acetylation levels and HDAC binding, as well as the negative control regions *CENXV* and the *PRP8* ORF. Right graph shows promoter regions previously identified as binding locations under stress conditions (Serratore et al, 2018; Tran et al, 2018). Error bars represent SEM and asterisks represent *P*-values as calculated by an unpaired *t* test (* ≤ 0.05; **≤ 0.01; *** ≤ 0.001; n.s., not significant).

The binding of Set4 to subtelomeric chromatin under stress suggests that Set4 may directly influence gene expression within the region. Set4 expression increases dramatically during hypoxia (Serratore et al, 2018); therefore, we expect increased association with chromatin under these conditions. In aerobic conditions, the abundance of Set4 is very low (Tran et al, 2018), which likely limits our ability to detect it by chIP. Combined with our gene expression data, we expect that Set4 may be present at subtelomeric chromatin at levels below the limit of detection in aerobic conditions, and Set4 abundance and localization near telomeres increases in hypoxia.

## Discussion

Yeast subtelomeres are enriched for stress response genes, and proteins orthologous to Set4 are known regulators of heterochromatin and gene silencing (Rincon-Arano et al, 2012; Yu et al, 2016; McElroy et al, 2017; Wang et al, 2018). Previous studies have highlighted a role for Set4 as a calibrator of stress-responsive gene expression (Serratore et al, 2018; Tran et al, 2018). Here, we uncovered a function for Set4 in regulating genes within the repressed subtelomeric regions of budding yeast under both normal and stress conditions, particularly during hypoxia. Gene expression and chromatin immunoprecipitation analysis indicate that Set4 works together with the SIR complex and Rpd3 within the subtelomeres to fine-tune expression levels of stress response genes. The loss of Set4 also decreases survival and cell wall integrity in hypoxia. Therefore, Set4 helps to maintain the proper balance of expression of stress response genes to promote survival during stress.

### Set4-dependent regulation of subtelomeric gene expression under both normal and stress conditions

Previous work has shown that Set4 localizes to the promoters of oxidative stress-induced genes after hydrogen peroxide treatment (Tran et al, 2018) and ergosterol biosynthetic genes during hypoxia (Serratore et al, 2018). Set4 is lowly expressed under normal conditions, and its localization to these promoters was only detected during stress. We also observed enrichment of Set4 within subtelomeric regions, specifically during hypoxia, when Set4 protein abundance is dramatically increased (Serratore et al, 2018). Changes in gene expression of telomere-adjacent genes and the stress-induced *PAU* genes were observed under both normal and stress conditions; however, the dependence on Set4 was clearly enhanced during stress. 

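More genes differed between set4Δ and wild-type cells in hypoxia than in air, 71 against 3 by limma, and PAU24 was the 1 gene called higher in both. The 3 genes in air include the deleted SET4, which was not among the genes tested between the genotypes in hypoxia. Of 41 genes higher in hypoxia that were also measured in air, 1 was called higher there, where 0.00707 would be shared by chance (p = 0.0071, exact hypergeometric test), and none of the 23 lower genes was called lower in air. By sign alone, 20 of the 41 were above 0 in air, with a median log2 fold change of -0.0021, and 12 of the 23 were below 0, with a median of -0.016. Across 5803 genes, the 2 sets of fold changes had a Pearson correlation of 0.137 and a Spearman correlation of 0.00400, and genes are not independent replicates. By the local false discovery rate, 24 higher genes were shared, where 1.98 would be by chance, and 15 lower genes, where 2.84 would be, while 3 genes higher in air were lower in hypoxia and 13 genes lower in air were higher in hypoxia. When the set4Δ effects in hypoxia and in air were tested against each other, 69 genes had a higher fold change in hypoxia and 25 a lower one, of 5803. PAU12 and PAU3 had differences of 3.59 and 2.48, DAN4 1.99 and PAU24 0.92 on the log2 scale (adjusted p = 3.6e-04, 3.6e-04, 1.1e-05 and 0.045 from limma fits of the 2 tables). PAU13 did not pass, with a difference of 0.29 (adjusted p = 0.86 from limma fits of the 2 tables). The 94 genes of this test were 19 without hypoxic set4Δ library 1, 34 without hypoxic set4Δ library 2, 29 and 38 without hypoxic wild-type libraries 1 and 2, and 62 without aerobic set4Δ library 2. Splits of the libraries cannot exclude chance for this count. At least as many genes came from 13 of 100 pairs of splits. All 13 held the real hypoxic split or 1 other hypoxic split, set4Δ 1 and 2 with wild-type 2. The pairs are thus not independent, and their share is no rate of chance.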

RNA-seq revealed an overall increase in differential gene expression between wild-type and *set4*Δ cells in hypoxia, although we note that many of the gene expression changes observed in hypoxia also occurred under aerobic conditions, though the magnitude of the differences between wild-type and *set4*Δ cells was lower. This is most apparent from our analysis of GO categories (Table 1) and subtelomeric enrichment (Figs 1A and B and 2E and F), which both identified common categories of genes differentially expressed in *set4*Δ cells under aerobic and hypoxic conditions.

Consistent with changes in gene expression, there were greater changes in histone acetylation levels in hypoxia compared with normal conditions in *set4*Δ cells. We postulate that Set4 is present within subtelomeres (and likely other chromatin regions) even under normal, unstressed conditions, as we observe Set4-dependent changes in gene expression; however, the standard chIP assay used is not sufficiently sensitive to detect this low abundance protein. In hypoxic conditions, the differences in gene expression and histone acetylation in *set4*Δ cells compared with wild-type cells are exacerbated, and we observe a clear localization of Set4 to subtelomeric chromatin. The increased abundance of Set4 in hypoxia (Serratore et al, 2018) allows us to readily detect the protein using chIP. Combined with our previous results showing increased chromatin association of Set4 during oxidative stress (Tran et al, 2018), these data indicate that the gene regulatory role for Set4 is more critical during stress. This suggests that one component of the cellular response to certain types of stress is to increase Set4 protein levels and/or increase its association with chromatin to promote stress-responsive gene expression programs. Currently, this role for Set4 has only been linked to oxidative stress and limiting oxygen (hypoxic or anaerobic) conditions. It remains to be determined whether or not Set4 is a general stress response factor, similar to the Msn2 and Msn4 transcription factors (Morano et al, 2012), or if it has a specialized role under certain types of stress.

### Set4 coordinates histone deacetylases to regulate subtelomeric chromatin structure

The chromatin structure at subtelomeric regions of *S. cerevisiae* is maintained by multiple HDACs to generate a hypoacetylated state, which keeps gene expression levels low (Ellahi et al, 2015; Jezek & Green, 2019). Members of the Set3 subfamily of SET-domain proteins, including Set3, UpSET, and SETD5 are all known to physically interact with histone deacetylases (Tran & Green, 2019b), and loss of function of these proteins leads to aberrantly high levels of histone acetylation (Kim & Buratowski, 2009; Rincon-Arano et al, 2012; Wang et al, 2020). Protein–protein interaction analysis under hypoxic conditions revealed interactions of Set4 with other chromatin regulators, although not HDAC complex members (Serratore et al, 2018); however, further analysis may reveal how Set4 influences HDAC function. Using chIP, we observed decreased binding of both the SIR complex and Rpd3 within subtelomeric regions in cells lacking Set4 under hypoxic conditions, when Set4 expression is high. Not all Rpd3 or SIR protein binding is lost in the absence of Set4, suggesting other targeting mechanisms of both HDACs are still intact. However, the reduced presence of each of these HDACs is consistent with increases in local histone acetylation in *set4*Δ cells in hypoxia (Fig 10). In addition, gene expression analysis in *sir2*Δ *set4*Δ and *rpd3*Δ *set4*Δ double mutants indicated that the repression of the *PAU* genes observed in the absence of either HDAC alone is relieved upon loss of Set4. At subtelomeric chromatin, Rpd3 has been reported to antagonize the spread of the SIR complex in silent chromatin regions (Zhou et al, 2009; Ehrentraut et al, 2010; Ellahi et al, 2015). Our data suggest a model in which the loss of Set4 diminishes the ability of either Sir2 or Rpd3 to fine-tune *PAU* gene expression levels, causing aberrantly high activation of these genes. Despite the antagonism between the SIR complex and Rpd3, the reduction in both of their levels in *set4*Δ mutants likely reduces improper spreading of the HDACs, allowing *PAU* gene expression to approach or exceed wild-type levels in *set4*Δ *sir2*Δ and *set4*Δ *rpd3*Δ mutants.

**Figure 10.**
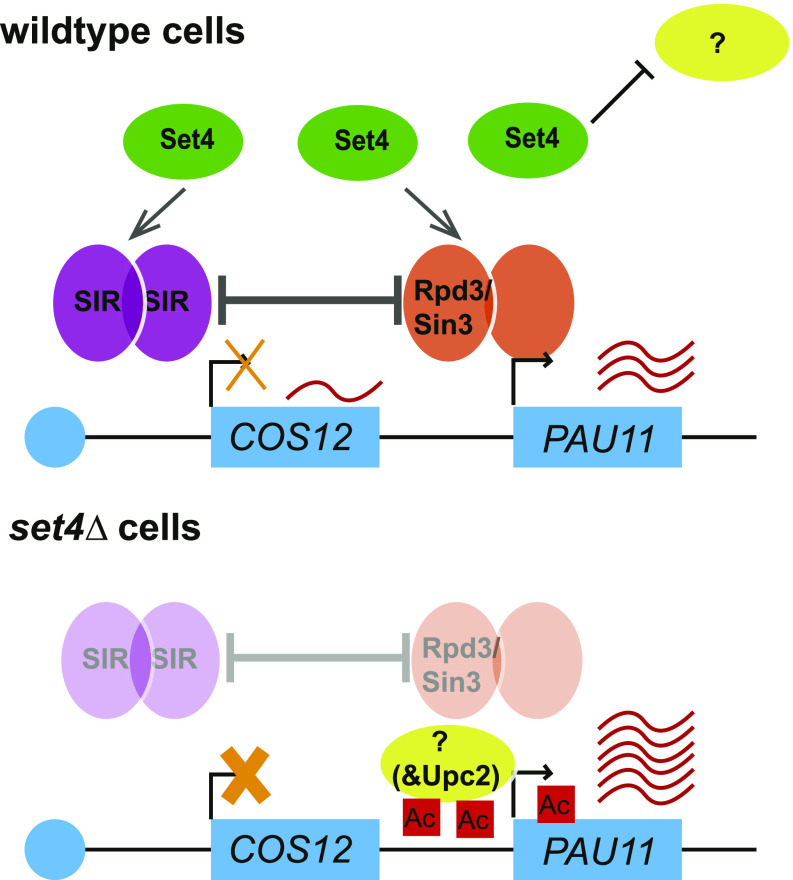
Model for Set4 function in subtelomeric gene regulation during hypoxic stress. A partial depiction of *TEL07L* is shown indicating genes subject to telomere position effect (TPE) silencing, such as *COS12*, and genes repressed under standard growth conditions and induced in stress, such as *PAU11*. In wild-type cells, Set4 promotes the association of the SIR complex (Sir2/3/4) and Rpd3 with subtelomeric chromatin. The presence of these HDACs represses telomere-adjacent genes subject to TPE, such as *COS12*, and genes induced in limiting oxygen, such as *PAU11*. Set4, either alone or in cooperation with the SIR complex, Rpd3, or other yet unidentified chromatin regulators, may also inhibit the binding or activity of factors important for the positive regulation of stress response genes at subtelomeres (indicated by a question mark), including the hypoxic-responsive transcriptional activator Upc2. In the absence of Set4, both the SIR complex and Rpd3 binding are diminished, resulting in increased histone acetylation and enhanced activation of *PAU11* (and other *PAU*) genes. Genes subject to TPE, such as *COS12*, show increased repression upon loss of Set4, possibly because of diminishment of the antagonism between Rpd3 and the SIR complex, or because of compensation by other HDACs when Rpd3 and Sir2 levels are disrupted (Thurtle-Schmidt et al, 2016). This role for Set4 is most critical during stress, such as hypoxia when Set4 levels increase. Further genetic and physical interaction studies of Set4 at chromatin are likely to define the additional factors functioning with Set4, Rpd3, and the SIR complex in fine-tuning stress response genes within yeast subtelomeres.

It is also feasible that, in addition to maintaining proper SIR complex and Rpd3 levels at subtelomeres, Set4 works alone or in cooperation with these HDACs to inhibit association of a positive regulator of hypoxia-induced genes. Previous work has demonstrated that Rpd3 promotes the association of the transcription factor Upc2 with some anaerobic response genes (Sertil et al, 2007). Upc2 is required for the induction of the *PAU* genes and works with the SAGA transcriptional activator and histone acetyltransferase complex to promote *PAU* gene expression in hypoxia (Hickman et al, 2011). Interestingly, it has been reported that Set4 antagonizes Upc2 activity at ergosterol biosynthetic genes, thereby repressing these genes in hypoxia (Serratore et al, 2018). We observed that deletion of Upc2 in *set4*Δ mutants eliminated all induction of the *PAU* genes, indicating that enhanced activation of these genes in *set4*Δ cells required Upc2 and that Set4’s role in chromatin regulation is upstream of Upc2 at the *PAU* genes. Interestingly, other genes at the subtelomere (e.g., *COS12* and *YGL262W*) reverted to wild-type expression levels in *upc2*Δ *set4*Δ, suggesting that over-activation of the *PAU* genes in the absence of Set4 may cause misregulation of local chromatin structure and influence expression at nearby genes. Further investigation of the interaction of Set4 with Upc2, Rpd3, and Sir2 at subtelomeric regions will shed more light on regulatory mechanisms controlling their expression in hypoxia.

Altogether, this study provides new insights into the types of genes regulated by Set4 and the chromatin-based mechanisms through which it acts, as well as identifies a new telomere regulator in stress conditions. We have identified a role for Set4 in maintaining heterochromatic structures in yeast, which aligns its functions with metazoan orthologs previously implicated in heterochromatin maintenance (Rincon-Arano et al, 2012; McElroy et al, 2017; Wang et al, 2018), and expands our understanding of the role for Set4 during stress. Our data indicating decreased fitness and cell wall integrity of cells lacking Set4 in hypoxic conditions support the conclusion that Set4 promotes cell survival during stress, which is consistent with our previous findings identifying a role for Set4 in protecting cells during oxidative stress (Tran et al, 2018). Additional studies of Set4, and other Set3-related proteins, are likely to further our understanding of gene regulatory mechanisms and chromatin-mediated stress defense pathways.

## Materials and Methods

### Yeast strains and growth conditions

The genotypes for all *S. cerevisiae* strains used in this study are listed in Table S3. Strains carrying gene deletions were made using targeted PCR cassettes amplified from the pFA6a vector series (Longtine et al, 1998). Double mutant strains were isolated after haploid mating, sporulation, and tetrad dissection. All strain genotypes were confirmed by growth on the appropriate selective media and colony PCR using primers specific to individual gene deletions or epitope tag insertions. Standard media conditions for rich media (YPD; 1% yeast extract, 1% peptone, 2% dextrose) and synthetic complete (SC) or dropout media (US Biological) were used as necessary. For all growth assays, gene expression and chromatin immunoprecipitation experiments, yeast cultures were diluted and grown in appropriate media overnight to mid-log phase (OD_600_ ∼0.4–0.8) at 30°C. For hypoxic growth, the culture flasks were placed in BD GasPak EZ anaerobe pouch system and incubated at 30°C. For hydrogen peroxide–treated cultures, cells were grown to mid-log phase (OD_600_ ∼0.6–0.8) and then treated with 0.4 mM H_2_O_2_ for 30 min (Tran & Green, 2019a).

Table S3 Yeast strains used in this study.

### RNA sequencing

Total RNA was extracted from yeast cells and subjected to Illumina-based RNA-sequencing at Genewiz. Differential gene expression analysis was performed as previously described (Martín et al, 2014; Jezek et al, 2017a). Briefly, read quality control was analyzed using FastQC and adaptor removal and read trimming were performed with Trimommatic v.0.36 (Bolger et al, 2014). Reads were mapped to the *S. cerevisiae* reference genome using the STAR aligner v.2.5.2b and Subread package v.1.5.2 was used for calculating gene hit counts (Dobin et al, 2013). The data were normalized and log-fold change values were determined using DESeq2 (Huber et al, 2015). The raw and processed data for RNA-sequencing experiments are available on the Gene Expression Omnibus database at accession number GSE173901.

### Differential gene expression significance testing

For testing the significance of gene expression changes, we used a hybrid of two existing methods depending on the applicability of zero assumption in Efron (2004): the center of the observed log_2_ fold-change (log FC) values consists of non-differentially expressed genes. One method is the local FDR procedure which estimates the distribution of the non-differentially expressed genes based on zero assumptions instead of using the standard normal distribution. It can be a more powerful test when zero assumption holds: log FC values showed little change at most genes with small groups of up- and down-regulated genes exhibiting the most change (Fig S7). Local FDR analysis was used to identify differentially expressed genes at FDR ≤ 0.05 for datasets comparing wild-type and *set4*Δ cells. The FDR is computed from these estimates and is controlled to be less than 5%. The method is implemented through the locfdr package in R (Efron et al, 2015).

**Figure S7.**
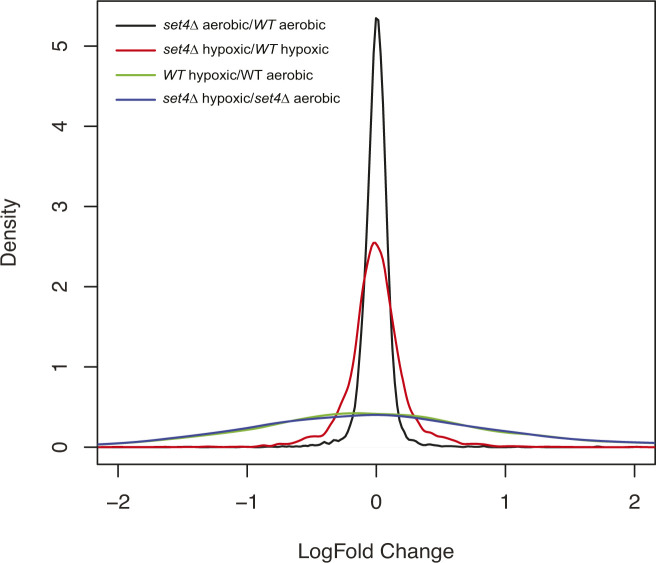
Distribution of log_2_ fold-change for RNA-sequencing datasets. Smoothened histogram representing log_2_ fold-change values for RNA-sequencing experiments comparing *set4*Δ aerobic/WT aerobic, *set4*Δ hypoxic/WT hypoxic, WT hypoxic/WT aerobic, and *set4*Δ hypoxic/*set4*Δ aerobic.

The other method used for datasets comparing expression differences between aerobic and hypoxic conditions is the test procedure in DESeq2 after filtering absolute value of log FC > 1, the Wald test *P*-values which are adjusted (padjust) for multiple testing using the procedure of Benjamini and Hochberg (Benjamini & Hochberg, 1995). Because the test in DESeq2 does not need the structure assumption such as zero assumption, we applied it when there was large variability of log FC values and more of the non-differentially expressed genes spread out because of the discrepancy resulting from a larger number of up- and down-regulated genes. Padjust ≤ 0.05 are selected to be differentially expressed genes which represents FDR ≤ 0.05.

GO analysis was performed using the GO term function in Yeastmine and the GO term slim mapper through the Saccharomyces Genome Database. Telomere enrichment was determined by identifying the number of genes within 40 kb of the telomere end in each dataset analyzed and using a hypergeometric test to determine significance of enrichment and fold-enrichment over expected based on the total number of genes within subtelomeres in the genome.

### Gene expression analysis by quantitative reverse transcriptase PCR

Total RNA was extracted using 1.5 ml of mid log phase culture of yeast cells (OD_600_ ∼0.6–0.8) under different growth conditions. Masterpure Yeast RNA purification kit (Epicentre) was used to extract the RNA by following the manufacturer’s instructions. Turbo DNA-free kit (Ambion) was used to eliminate genomic DNA from the samples. cDNA was generated from 1 μg of total RNA using qMax cDNA synthesis kit (Accuris) containing both oligo dT and random hexamers for priming reverse transcription of RNA. For quantitative PCR (qPCR) to check transcript levels, 0.5 μl of cDNA was added to 1X qMax Green Low ROX qPCR mix (Accuris) with the appropriate gene specific primers (Table S4) in a 10-μl reaction. Real-time amplification was performed on a Bio-Rad CFX384 Real-time Detection System. Three technical replicates were performed for each reaction and a minimum of three biological replicates was performed for each experiment. Relative gene expression values were normalized to the control gene *TFC1*, whose expression has been shown to be stable under different growth conditions (Teste et al, 2009).

Table S4 Oligos used in this study.

### Spot assays

For the TPE spot assay, strains integrated with the *URA3* gene at *TELV07L* were used (see Table S3; kindly provided by Paul Kaufman). Gene knockouts were created using insertion of targeted PCR cassettes amplified from the pFA6a vector series (Longtine et al, 1998). Cells were grown overnight in YPD medium at 30°C and 0.1 OD units of the cultures were serially diluted and spotted on YPD plates (control) and 5-fluoroorotic acid (5-FOA) plates. The plates were observed and imaged for 2 d to analyze the growth pattern. For growth analysis of single and double mutant strains under aerobic and hypoxic conditions, yeast strains were grown overnight in YPD, diluted to OD_600_ ∼ 0.2 the next day, and grown to log phase. 0.1 OD_600_ units of the culture were serially diluted and spotted on YPD plates. For hypoxic conditions, the plates were incubated at 30°C in BD GasPak EZ anaerobe pouches. The plates were observed and imaged for 2 d for aerobic conditions and 8 d for hypoxic conditions. The data were quantified as described (Petropavlovskiy et al, 2020). Briefly, the mean gray value quantitation was performed using ImageJ. The background for each image was adjusted using the sliding paraboloid function. The mean gray value was calculated for one dilution across multiple strains and background subtraction was performed.

### Telomere Southern blot

Whole cell extract from wild-type and *set4*Δ strains was made by bead beating in phenol–chloroform–isoamyl alcohol. The extract was treated with RNase A and DNA was precipitated using ethanol. Genomic DNA was digested using the restriction enzyme XhoI, extracted with phenol–chloroform–isoamyl alcohol, and precipitated with ethanol. Digested DNA was subjected to electrophoresis on a 0.8% agarose gel in 0.5X TBE, the DNA was denatured in-gel and transferred onto a Hybond N+ nylon membrane (Amersham). The membrane was hybridized with a biotin-conjugated telomere probe (5′-biotin-CACACCCACACCCACACC-3′) and was imaged using a Chemiluminescent Nucleic Acid Detection Module Kit (Thermo Fisher Scientific) and a Li-Cor C-DiGit Chemiluminescent Western Blot scanner.

### Zymolyase sensitivity assay

WT (yEG001) and *set4*Δ (yEG322) cells were diluted and grown overnight to mid-log phase (OD_600_ ∼ 0.4–0.8) in aerobic or hypoxic conditions. Cells were collected and resuspended in 1 ml sorbitol buffer (1.2 M sorbitol, 0.1 M KP04, pH 7.5) with 5 μl 2-mercaptoethanol and 5 μl of 10 mg/ml 100T zymolyase. Cells were incubated at room temperature, with occasional rocking, and the OD_600_ was measured every 5 min in 1% SDS. Time _50% OD_ was determined as the time elapsed for the cultures to reach 50% of the starting OD_600_, indicating 50% digestion by zymolyase and generation of spheroplasts.

### Trypan blue staining of cell walls

Detection of cell walls using Trypan blue was performed as described previously (Liesche et al, 2015). Briefly, 1 ml of log phase (OD_600_ ∼ 0.6–0.8) culture under aerobic and hypoxic conditions was centrifuged at 8,600*g* for 2 min. The cells were washed once in PBS and resuspended in 1 ml PBS. Trypan blue was added at a final concentration of 10 μg/ml. 5 μl of cells were observed on a slide with coverslip using a Leica SP5 confocal microscope. Image processing was performed using ImageJ. Staining intensity and cell size was determined using the 3-D object counter plug-in for ImageJ. The plugin determines the intensity at the cell perimeter by identifying the object, setting a threshold for stained versus background pixels, and calculates the mean gray area of the stained pixels as a measurement of staining intensity.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (chIP) was performed as described (Meluh & Broach, 1999; Liu et al, 2005; Jezek et al, 2017a; Jezek et al, 2017b). Briefly, cultures were diluted and grown overnight to mid-log phase (OD_600_ ∼0.4–0.8). Cultures were then fixed with 1% formaldehyde for 20 min (histone chIPs) or 45 min (FLAG-Set4 and Sir3-HA chIPs). For the Rpd3-FLAG chIPs, a double crosslinking strategy was used as previously reported (Zeng et al, 2006) to improve recovery of Rpd3-FLAG with chromatin. In this case, cells were harvested and resuspended in PBS. EGS (ethylene glycol bis [succinimidyl succinate]) was added to a final concentration of 1.5 mM and cells were fixed for 30 min. Then 1% formaldehyde was added and cells were incubated for an additional 30 min. Quenching was performed with 0.5 M Tris–HCl pH 7.5 for 10 min. Cells were pelleted and washed with TBS before lysis.

Whole cell extracts were made by bead beating and the chromatin was digested with micrococcal nuclease enzyme. The amount of chromatin used was 40 μg per IP (histone chIPs) and 100–300 μg per IP (FLAG-Set4, Sir3-HA, and Rpd3-FLAG chIPs). The antibodies were either pre-bound to protein A/G magnetic beads (Pierce) overnight (histone, Sir3-HA, and Rpd3-FLAG chIPs) or pre-conjugated anti-FLAG M2 magnetic beads (Sigma-Aldrich) were used (FLAG-Set4 chIPs). The beads were added to the extracts and rotated overnight at 4°C. Protein-DNA complexes were eluted using 1% SDS and 0.1 M NaHCO_3_, cross-links were reversed, and samples were treated with proteinase K and RNase A. DNA was extracted with phenol-chloroform-isoamyl alcohol and precipitated using ethanol. qPCR was performed as described above using 0.5 μl chIP DNA per reaction and gene-specific primers (Table S4). Three technical replicates were performed for each qPCR reaction and a minimum of three biological replicates were performed for each chIP experiment. Percent input was calculated relative to 10% of the input. The following antibodies were used for chIP: rabbit anti-H4K5ac (Cat. no. ab51997; Abcam), rabbit anti-H4K12ac (Cat. no. ABE532; EMD Millipore), rabbit anti-H4K16ac (Cat. no. 07-329; EMD Millipore), rabbit anti-H3 (Cat. no. ab1791; Abcam), rabbit anti-H3K4me3 (Cat. no. 39159; Active Motif), rabbit anti-H3K9ac (Cat. no. 06-942; EMD Millipore), mouse anti-H3K36me3 (Cat. no. 61021; Active Motif), mouse anti-FLAG (Cat. no. F1804; Sigma-Aldrich), and mouse anti-HA (Cat. no. 05-904; EMD Millipore).

## Data Availability

The raw and processed data for RNA-sequencing experiments are available on the Gene Expression Omnibus database at accession number GSE173901.

## Supplementary Material

Reviewer comments

# Supplementary material for: Set4 regulates stress response genes and coordinates histone deacetylases within yeast subtelomeres
**Source:** Life Sci Alliance. 2021 Oct 8;4(12):e202101126. doi: 10.26508/lsa.202101126
**Supplement:** Supplementary file 3

Table S3. Yeast strains used in this study

| Strain | Background | Genotype | Source |
| --- | --- | --- | --- |
| yEG001 | BY4741 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | YKO |
| yEG322 | BY4741 | *MATa set4Δ::HIS3MX* | (Tran *et al.*, 2018) |
| yEG513 | BY4741 | *MATa set4::FLAG-SET4* | (Tran *et al.*, 2018) |
| yEG873 | BY4741 | *MATa SIR3-HA::NATMX* | This study |
| yEG874 | BY4741 | *MATa set4Δ::HIS3MX SIR3-HA::NATMX* | This study |
| yEG956 | BY4741 | *MATa RPD3-FLAG::KANMX* | This study |
| yEG1010 | BY4741 | *MATa set4Δ::HIS3MX RPD3-FLAG::KANMX* | This study |
| yEG917 | BY4742 | *MATα sir2Δ::KANMX* | This study |
| yEG997 | BY4741 | *MATa set4Δ::HIS3MX sir2Δ::NAT3MX* | This study |
| yEG919 | BY4741 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | This study |
| yEG920 | BY4741 | *MATa set4Δ::HIS3MX* | This study |
| yEG921 | BY4742 | *MATα rpd3Δ::KANMX* | This study |
| yEG922 | BY4742 | *MATα rpd3Δ::KANMX set4Δ::HISMX* | This study |
| yEG1156 | BY4742 | *MATα his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | This study |
| yEG1157 | BY4741 | *MATa upc2Δ::KANMX set4Δ::HISMX* | This study |
| yEG1158 | BY4742 | *MATα set4Δ::HISMX* | This study |
| yEG1159 | BY4741 | *MATa upc2Δ::KANMX* | This study |
| yEG017 | W303 | *MATa leu2-3,112 ura3-1 his3-11,15 trp1-1 ade2-1 can1-100 URA3-VIIL* | Paul Kaufman |
| yEG910 | W303 | *MATa set4Δ::KANMX URA3-VIIL* | This study |
| yEG909 | W303 | *MATa set3Δ::KANMX URA3-VIIL* | This study |
| yEG392 | W303 | *MATa leu2-3,112 ura3-1 his3-11,15 trp1-1 ade2-1 can1-100 URA3-VIIL set1Δ::HIS3MX* | This study |
| yEG091 | BY4741 | *MATa set2Δ::HISMX* | This study |

# Supplementary material for: Set4 regulates stress response genes and coordinates histone deacetylases within yeast subtelomeres
**Source:** Life Sci Alliance. 2021 Oct 8;4(12):e202101126. doi: 10.26508/lsa.202101126
**Supplement:** Supplementary file 4

Table S4. Oligos used in this study

| Gene | Analysis | Sequence |
| --- | --- | --- |
| *COS12* | RT-qPCR | 5’-CATTACAAATACTCCGGGTATAGACA-3’  5’-GCAGCTGGAACCATCAAAA-3’ |
| *YGL262W* | RT-qPCR | 5’-GAGAATTACTCTGACATTGGAGATGA-3’  5’-TTGTCATTACAGAAGCCATCAAC-3’ |
| *YPS5* | RT-qPCR | 5’-CCTCCACAAACGGTGTACCT-3’  5’-TTGCAATAGGCAATGTCAGC-3’ |
| *PAU11 ORF* | RT-qPCR,  chIP | 5’-CGCAACCACCACTCTAGCTC-3’  5’-TGAGCCAAGTGAGCTCTGAT-3’ |
| *PAU13 ORF* | RT-qPCR,  chIP | 5’-TGAAACCTACCCGGTTGAAG-3’  5’-GGGGCAATACCAGTCAACAT-3’ |
| *PAU21/22* ORF* | RT-qPCR,  chIP | 5’-CTTGGTCGAATTGGGTGTTT-3’  5’-TCTGTTGGATGAGCTGCTTG-3’ |
| *ERG11* | RT-qPCR | 5’-CCTCTTATTCCGTCGGTGAA-3’  5’-TGTGTCTACCACCACCGAAA-3’ |
| *TEL07L* | chIP | 5’-AGCCCGAGCCTGTACTAAAT-3’  5’-CAAAAGAAACTTTTCATGGCA-3’ |
| *TEL07L boundary* | chIP | 5’-AGCCATGCGGAAGTTATTTT-3’  5’-TCGACAATAAATAACGCATCG-3’ |
| *PAU11 promoter* | chIP | 5’-CGGGTATAAATAGAGCTGCTTCA-3’  5’-TGCTGGTATAAGCTTAACAGGAAAG-3’ |
| *PAU13 promoter* | chIP | 5’-GATGACTGATGAAGGCATGG-3’  5’-GCTTAACAGGAAGGGAAGGAA-3’ |
| *PAU21/22* promoter* | chIP | 5’-GTGATCATGAAGTTGTGGGAAA-3’  5’-CGATTCGTTAACAGATGCTCCT-3’ |
| *CTT1 promoter* | chIP | 5’-ATTCGACGTAGCCTGGACAC-3’  5’-TGGAATAGAGGTAAAGCAACGA-3’ |
| *PNC1 promoter* | chIP | 5’-TTCAAGGGGCAGGGGTTT-3’  5’-TATTAGCACATCATAATCGTATCTGGA-3’ |
| *ERG3 promoter* | chIP | 5’-CCGATGGCTGCGATAAACGA-3’  5’-TCGCTGCTGAACCTCTTGTT-3’ |
| *ERG11 promoter* | chIP | 5’-TTGCCGGGTTGGACAATCTT-3’  5’-TCGTTTCGTTTAGGGCCAGC-3’ |
| *CENXV* | chIP | 5’-TGCTTTCATAATACCCCACGA-3’  5’-AGGCAAAGGACGCACATATCT-3’ |
| *PRP8 ORF* | chIP | 5’-TTAGAGAAGCCATTGTTGCCA-3’  5’-CCAAGTTTGACACGGTTTTGA-3’ |

**PAU21/22* primers recognize both *PAU21* and *PAU22* due to repetitive sequence.

How the deposited data were processed for this re-analysis (not part of the article)

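RNA of 12 yeast cultures was sequenced by the authors, 3 each of wild-type and set4Δ cells in air and in hypoxia, and read here from 4 tables of processed values, 1 per comparison. The authors trimmed reads with Trimmomatic 0.36, aligned them with STAR 2.5.2b and counted reads per gene with featureCounts of Subread 1.5.2, after quality checks with FastQC. The signal values of each library are, as deposited by the authors, read counts per gene divided by DESeq2 size factors fitted to the 6 libraries of the table. The log2 fold changes in the tables were made by the authors with DESeq2. The p-values and adjusted p-values were made by the authors with DESeq2, and the local FDR of the set4Δ comparisons was computed by the authors from the log2 fold changes with the locfdr method. The version of DESeq2, the genome build used for alignment, the strand setting of the counts and the handling of reads with several positions are not given in the sources used here, and neither is the number of reads per library.

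In the table for air, the third wild-type column was not aligned with the gene names, with 3 values more than genes. Its correlation with the same library in the table of the wild-type hypoxia response was 0.356 across genes, and genes are not independent replicates. With the aligned copy, the fold changes of the authors were met with a root mean square error of 0.0114, against 1.14 with the column as printed, and the aligned copy was used. The tables exchange the numbers 1 and 3 of some replicates, and libraries were matched by the constant ratio of their values between tables. Without all 6 libraries, 8 genes of the table for air were left out, and 1 entry of the hypoxic table names no gene and was left out. Genes were placed on the R64 reference, which matched 5807, 5867, 5941 and 5945 of the genes tested in air, in hypoxia and for the wild-type and set4Δ responses, and the share of each gene in repeated sequence was counted with words of 50 bases.

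Each comparison was tested with limma 3.58.1 in R 4.3.3, with a trend in the variance and without robust estimation, on log2 values after adding 1, for genes with a mean of at least 10 in either group. Adjusted p-values are those of Benjamini and Hochberg over the genes of the table, with a threshold of 0.05, and with a log2 fold change of at least 1 in size for the responses to hypoxia. The study called genes between set4Δ and wild-type cells by the local FDR on fold changes, which does not use the spread between replicates, and the test with replicates was taken as the main one here. These choices, the alternatives planned and the 32 gene lists were set before the data were examined, but after the paper and part of its Table S1 had been read, so that values of part of these genes had been seen. Gene lists were tested with camera at a fixed correlation of 0.01 and with an estimated correlation, over the 31 lists with at least 3 members. Where the estimate lies above 0.01, the p at the fixed correlation is too small. With 3 libraries against 3, the test with an estimate has few residual degrees of freedom and can seldom pass, so that a list that did not pass it may still have changed. Genes named in the text are SET4 and its neighbours, the 10 largest changes in each direction among called genes whose groups do not overlap, the genes the paper names for expression, and up to 4 called members of each list, and any other gene is marked as chosen after its values were seen. Chromosome ends were tested with a hypergeometric test, one-sided, over the tested nuclear genes. Summaries used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots matplotlib 3.10.9.

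On simulated data, the test called 98% and 92% of genes changed by a log2 fold of 1.2 in the wild-type and set4Δ responses. All simulated genes had 1 spread, the median of the more abundant genes of the comparison, so that these shares do not hold for more variable genes. Simulated libraries were independent, so that deviations shared between real libraries were not covered. Planned tests on counts, which are edgeR, DESeq2 and TMM scaling, the fit over all 12 libraries, the interaction term and the enrichment with DESeq2 calls, were not run, since the values are divided by size factors and 19 of 24 library columns did not return to whole numbers. The test of the difference of the 2 set4Δ effects was chosen after the files were seen, as were scaling to equal totals, quantile normalization, the authors' p-values and calls, and other pseudocounts in the set4Δ comparisons. The local FDR was written after Efron with 120 bins and 7 degrees of freedom. Over the whole range, its density fit did not converge for these fold changes in air. It did converge for the authors' fold changes in air and for both sets of fold changes in hypoxia. In every fit 0.1% of the values on each side were trimmed, a choice made after earlier counts had been seen. Sets without a genotype effect were made from the deviation of 1 set4Δ library from its group mean against that of 1 wild-type library, scaled to the variance of 3 libraries against 3, and rest on single libraries. Replicate numbers did not pair the cultures by the rule set for this, so that the main test has no block. In hypoxia, deviations from the group means were still shared between genotypes, with correlations across genes of 0.0342, 0.732 and 0.745 for numbers 1, 2 and 3. Among unlike numbers, set4Δ 1 with wild-type 2 had 0.78 and set4Δ 3 with wild-type 2 had -0.835. Deviations within a group of 3 libraries sum to 0, so that a negative value between unlike numbers is no evidence against pairing. The 0.78, and the 0.0342 of number 1, go against pairing of all 3 numbers. The main test counts such shared deviation as error, and a block by number called 436 genes there, against 71.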

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

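The test of the difference between the set4Δ effect in hypoxia and in air was chosen after the files had been seen, and each result below comes from it except the last. Of 5803 genes, 69 had a higher log2 fold change in hypoxia and 25 a lower one. Other splits of the libraries reached 308 genes, with 13 of 100 pairs of splits at or above the real 94. All 13 held the real hypoxic split or 1 other hypoxic split, so that their share is no rate of chance. The splits cannot exclude chance for the count.

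Near chromosome ends, the set4Δ effect in hypoxia exceeded that in air by 3.59 for PAU12, 2.48 for PAU3, 2.28 for YMR317W, 1.99 for DAN4 and 0.92 for PAU24 on the log2 scale. The sterol genes ERG4 and ECM22 differed by 1.48 and 1.17. IME2, a meiotic gene that stands next to the deleted SET4, differed by 1.46, and an effect of the deletion on its neighbour was not tested. SPO22, another meiotic gene, differed by 0.72, and its call in hypoxia was lost without any 1 library. Of 57 sporulation genes, limma called 2 higher in hypoxic set4Δ cells and 0 lower, with a median log2 fold change of -0.018. For the Ty genes YJL114W, YJL113W and YHL009W-B the differences were 1.12, 0.77 and 0.72. In the other direction stood the wall protein genes CWP2 (-2.14), CCW12 (-1.52), SED1 (-1.50) and TIP1 (-0.70) and the phospholipid genes INO1 (-1.58), OPI3 (-1.53) and CHO2 (-0.60). MOG1, the neighbour of OPI3, had -0.74 and the zinc transporter gene ZRT1 had -0.61.

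Among genes the paper does not discuss, 3 members of the list of fatty acid, phospholipid and sphingolipid synthesis, INO1, OPI3 and CHO2, were lower in hypoxic set4Δ cells by limma, and no member was higher. Without a library the number of lower members ranged from 1 to 5.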

How the results depend on the processing

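Scaling to equal totals, quantile normalization, the authors' p-values and calls, and everything on the difference of the 2 set4Δ effects were chosen after the data were seen. No named gene that passed its test reversed under any alternative run. In hypoxia 15 of 35 called named genes kept their call under every alternative, in air 1 of 3, in the wild-type response 113 of 117 and in the set4Δ response 119 of 121.

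In air, the number of genes called was 1 after quantile normalization, 6 with the authors' p-values, 182 and 178 with the local FDR on these and on the authors' fold changes, and 193 in the authors' own calls. In hypoxia it was 133 at an adjusted p of at most 0.10, 237 with the authors' p-values, 355 and 358 with the local FDR on these and on the authors' fold changes, and 376 in the authors' own calls. With replicate numbers as a block it was 436, a hint only, since the numbers were not shown to pair the cultures, and the difference of the 2 effects then had 236 genes. Leaving out 1 library gave 1 to 7 genes in air, 17 to 93 in hypoxia and 19 to 116 for the difference. Without a fold threshold, the responses had 4798 genes in wild-type and 4808 in set4Δ cells, as more genes can pass. The balance of the directions turned after quantile normalization, to 904 higher and 988 lower genes in wild-type and 918 and 1059 in set4Δ cells. Trimming other shares moved the local FDR counts to between 173 and 207 in air and between 337 and 369 in hypoxia.

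Enrichment near ends in air was 3.40, 3.55 and 3.60 with the local FDR on these fold changes, on the authors' fold changes and in the authors' calls, and 3.04, 3.21 and 3.26 without multigene families. It was 1.76 at an unadjusted p of at most 0.05 and 0 to 8.39 with 1 library left out. In hypoxia the higher genes had 1.95 without multigene families (p = 0.109, exact hypergeometric test, 33 genes), against 3.08, 2.91 and 2.95 with the local FDR on these fold changes, on the authors' fold changes and in the authors' calls, and the limma calls had 3.38 to 8.52 with 1 library left out. With an estimated correlation in camera 0 lists passed in each of the 4 comparisons, and the genes near ends had an adjusted p of 0.326 in hypoxia. That test has few residual degrees of freedom here and can seldom pass any list. Air and hypoxia shared 24 higher and 15 lower genes with the local FDR and 24 and 16 in the authors' calls, while 13 genes lower in air were higher in hypoxia by each, and 3 and 4 the other way round. Apart from the construction of these settings, the cause was not tested.

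The planned tests on counts (edgeR, DESeq2, TMM), the fit of all 12 libraries, the interaction term and the enrichment with DESeq2 calls were not run. Leaving out the filter changed nothing, since all genes of the tables pass it. Depth in reads is not given in the sources used here, and low genes were already absent from the tables, so that changes at such genes were not tested.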

Differences from the paper's values

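For set4Δ against wild type, the paper's methods call genes by a local FDR on the fold changes, while the counts here are from limma at an adjusted p of at most 0.05. In air, the paper's counts are 196 genes, 75 higher and 121 lower, and limma called 3, with 1 higher and 2 lower. The local FDR was planned before the data were examined, but its trim of 0.1% per side was chosen after earlier counts had been seen. With that trim it gave 182 genes (66 higher, 116 lower) on these fold changes and 178 (62 and 116) on the authors' fold changes. These lie within 1.5-fold of the paper's counts, and no other setting planned before the data were examined did. In hypoxia, the paper's counts are 377 genes, 205 higher and 172 lower, and limma called 71, with 48 higher and 23 lower. The local FDR gave 355 (202 and 153) and 358 (203 and 155), and the replicate block 436 (238 and 198), while no other setting planned then came within 1.5-fold. The calls in the deposited tables, taken up after the values were seen, count 193 and 376 among the genes tested here, and of these the local FDR on these fold changes calls 177 and 345.

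For genes near chromosome ends, the paper's enrichment p in air is 1.6e-28, and here it was 0.220 (exact hypergeometric test), and no setting planned then came within 1.5-fold. The 0.220 rests on 3 called genes, SET4 among them, and cannot be set against a p from the far longer list of the paper. In fold, limma had 4.19 and the local FDR on the authors' fold changes 3.55. The paper's fold is larger than either, and larger than that of the authors' own calls counted here, given above. With nearly the same calls, a gap in fold thus remains that the choice of test does not explain. Its source was not tested. Among genes higher in hypoxic set4Δ cells the paper's fold is 6 and its p 2.8e-31, against 3.97 and 8.5e-07 here. The fold was within 1.5-fold of the paper's within 20 kb (6.25) and 30 kb (5.22) and without set4Δ library 1, set4Δ library 2 or any of the wild-type libraries, and not with the local FDR (3.56), and the p was not under any setting planned then. Among lower genes the paper's fold is 2 and its p 0.008, against 1.04 and 0.586 here. The fold came within 1.5-fold at 30 kb (1.45) and without wild-type library 3 (2.17), and the p under no setting planned then.

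The paper describes Ty genes among those lower in hypoxic set4Δ cells. Of 50 Ty genes here, limma called 0 lower and 3 higher, while 15 were lower and 5 higher at an unadjusted p of at most 0.05, 5 and 5 over the list alone, 11 and 5 with the local FDR and 5 and 5 with the authors' p-values, which were taken up after the values were seen. With replicate numbers as a block, which were not shown to pair the cultures, limma called 15 Ty genes lower and 5 higher. It reports cell wall organization among the genes higher in air, and of 72 other cell wall genes here 0 were higher by limma and 5 at an unadjusted p of at most 0.05, 1 with the local FDR and 0 with the authors' p-values, while PAU24 was called, 6 of 7 DAN and TIR genes were higher over the list alone, and the local FDR called 5 of these 7 and 8 of 12 PAU genes higher. It also reports that category among genes higher in hypoxia, where 10 of 21 PAU genes and 3 of 7 DAN and TIR genes were higher by limma, 20 and 5 with the local FDR, and 0 of the 72 others by limma, of which 3 were at an unadjusted p of at most 0.05, 2 with the local FDR and 2 with the authors' p-values. With replicate numbers as a block, limma called 19 PAU genes, 5 DAN and TIR genes and 3 of the 72 others higher.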

Other observations

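The tests over other splits of single comparisons, the test of reads exchanged between gene copies and the enrichment of sets without a genotype effect in each direction were chosen only after the result was seen.

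In hypoxic set4Δ cells INO1, OPI3 and CHO2 were lower by limma, and these 3 were read together as phospholipid genes only after they had been called. CHO2, which encodes a methyltransferase of phosphatidylcholine synthesis, had 2704 ± 326 normalized counts against 4406 ± 143 (SD, n = 3 each; log2 fold change -0.71, standard error 0.10, adjusted p = 0.032 from limma), and the call was kept without set4Δ library 3 and lost without each other library (-0.64 to -0.73). The inositol transporter gene ITR1, chosen after its values were seen, had -0.74. MOG1, which lies beside OPI3 on chromosome X from 573095 to 573751, had -0.76 and lost its call without set4Δ libraries 1 (-0.79) or 2 (-0.73) or wild-type library 1 (-0.80). The list of fatty acid, phospholipid and sphingolipid genes had a median of -0.11 over 27 genes (adjusted p = 0.0050 from camera and adjusted p = 0.15 with an estimated correlation), with 1 higher and 5 lower adjusted over the list alone.

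Of 22 thiamine genes, 1, the transporter gene THI7, was lower in hypoxic set4Δ cells by limma (log2 fold change -0.47), and 4 adjusted over the list alone, with a median of -0.25 (adjusted p = 7.5e-05 from camera and 0.092 with an estimated correlation). THI7 kept its call without set4Δ library 3 and lost it without each other library, at 1.5-fold and with the local FDR. Of 38 genes of the respiratory chain and ATP synthase, limma called 0, 13 were lower at an unadjusted p of at most 0.05, 1 with the local FDR and 2 with the authors' p-values, and the median was -0.21 (adjusted p = 7.6e-07 from camera and 0.092 with an estimated correlation).

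The local FDR called 182 genes in air and these lay near chromosome ends with a fold enrichment of 3.40. Sets made from the spread between replicates, without a genotype effect, gave a median of 183 calls (129 to 291) and of 2.69 in fold enrichment (2.27 to 4.06), so the number of calls in air and their place, with both directions together, are consistent with that spread. In each direction alone, higher genes lay within the range of the sets in air (3.09, sets 1.85 to 4.28) and in hypoxia (3.56, sets 1.02 to 3.65), while lower genes lay just above it in air (3.58, sets 1.21 to 3.43) and just below it in hypoxia (1.01, sets 1.03 to 3.85). In hypoxia the enrichment of 2.46 with both directions together also lay within that of such sets (median 2.32, 1.96 to 2.92), while 355 calls exceeded their highest, 227 (median 173), and what part of them the spread explains cannot be told apart, since the sets rest on single libraries. Of the genes higher in air by the local FDR, 24 were also higher in hypoxia and 3 lower, in comparisons that share no library. Of those lower in air, 15 were also lower in hypoxia and 13 higher. Spread alone favours no sign where genes are independent, but genes of 1 family can move together, so that these counts do not settle it. A genotype effect on part of the genes called in air stays open.

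Of 21 PAU genes 10, and of 7 DAN and TIR genes 3, were higher in hypoxic set4Δ cells by limma, with a median log2 fold change of 1.44 over all 27 and an adjusted p of 0.092 for each list with an estimated correlation. Reads exchanged between near-identical copies would leave the sum of the family unchanged, and the log2 ratio of the PAU sums was 1.32, with every set4Δ library above every wild-type library. Cultures further along the whole response would raise the other 921 genes higher in hypoxia too, and their median was 0.0497 (quartiles -0.11 and 0.21). The lowest median without 1 library was 1.22, so that a single library is not the source. A role of Set4 at these genes in hypoxia is a hypothesis that these tests leave open, and the order of growth and handling of the cultures was not tested.

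Splitting the 6 hypoxic libraries as set4Δ 1, set4Δ 2 and wild-type 2 against the rest called 112 genes, against 71 for genotype, and the same kind of split in air called 53, against 3, which points to a structure of the samples. Of 10 splits, 2 called at least as many genes as the real one in air and 2 in hypoxia, and 1 in each of the responses of wild-type (1958 genes, highest other 0) and set4Δ cells (2066, highest other 0), and 10 splits are too few for a share under 0.05. Cultures at different points of the hypoxia response would separate the sides of the split in hypoxia, and these lie 1.57% of the mean response apart. Chance gives such an order in 10% of cases for a split not chosen by its calls, and this one was chosen by them. The gap is small, and the split in air cannot come from a response to hypoxia, so that this explanation is not settled. No biological explanation of the split was tested.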
